# Podocyte-specific KLF6 primes proximal tubule CaMK1D signaling to attenuate diabetic kidney disease

**DOI:** 10.1038/s41467-024-52306-5

**Published:** 2024-09-13

**Authors:** Nehaben A. Gujarati, Bismark O. Frimpong, Malaika Zaidi, Robert Bronstein, Monica P. Revelo, John D. Haley, Igor Kravets, Yiqing Guo, Sandeep K. Mallipattu

**Keywords:** Diabetic nephropathy, Chronic kidney disease, Podocytes

## Abstract

Diabetic kidney disease (DKD) is the main cause of chronic kidney disease worldwide. While injury to the podocytes, visceral epithelial cells that comprise the glomerular filtration barrier, drives albuminuria, proximal tubule (PT) dysfunction is the critical mediator of DKD progression. Here, we report that the podocyte-specific induction of human *KLF6*, a zinc-finger binding transcription factor, attenuates podocyte loss, PT dysfunction, and eventual interstitial fibrosis in a male murine model of DKD. Utilizing combination of snRNA-seq, snATAC-seq, and tandem mass spectrometry, we demonstrate that podocyte-specific KLF6 triggers the release of secretory ApoJ to activate calcium/calmodulin dependent protein kinase 1D (CaMK1D) signaling in neighboring PT cells. CaMK1D is enriched in the first segment of the PT, proximal to the podocytes, and is critical to attenuating mitochondrial fission and restoring mitochondrial function under diabetic conditions. Targeting podocyte-PT signaling by enhancing ApoJ-CaMK1D might be a key therapeutic strategy in attenuating the progression of DKD.

## Abstract (web summary)

While diabetic kidney disease is characterized by initial glomerular injury, proximal tubule dysfunction determines the progression to kidney fibrosis. Here, the authors show that podocyte KLF6 attenuates proximal tubule injury via ApoJ-CaMK1D signaling in a murine model of diabetic kidney disease.

## Introduction

Diabetic kidney disease (DKD) is the leading cause of chronic kidney disease (CKD) and end-stage kidney disease (ESKD) worldwide^1,2^. Endothelial injury, glomerular hypertrophy, podocyte foot process effacement, eventual podocyte loss, and the accompanying albuminuria are key features of early DKD^3^, with tubular injury and interstitial fibrosis occurring in later stages of DKD^4^. While a significant proportion of individuals with diabetes develop CKD, a majority of these individuals do not progress to ESKD^4,5^. Recent studies demonstrate that while glomerular injury is the initial driver of early injury to the kidney, factors mediating proximal tubule (PT) dysfunction is the key determinant of DKD progression^6,7^.

Krüppel-like factors (KLFs) are a family of zinc-finger transcription factors that play a critical role in fundamental cellular processes in multiple tissues, including the kidney, to maintain homeostasis as well as in development and in disease^8^. Among the 17 members of the KLF family, Krüppel-like factor 6 (KLF6) is an early-inducible responsive gene expressed with cell-specific diverse roles. Specifically in the podocyte, KLF6 is a key regulator of mitochondrial function and the conditional loss of *Klf6* in podocytes reduces mitochondrial complex IV assembly, which exacerbates glomerular injury in murine models of Focal Segmental Glomerulosclerosis (FSGS) and DKD^9,10^. Based on these previous studies, we sought to investigate whether podocyte-specific induction of human *KLF6* will attenuate podocyte injury in a murine model of DKD. Here, we demonstrate that this induction of *KLF6* specifically in podocytes attenuates podocyte injury and glomerulosclerosis, and improves PT injury and interstitial fibrosis under diabetic conditions in mice. While we initially suspected this improvement in PT injury was a result of reduction in podocyte injury, unbiased single nuclei RNA-sequencing (snRNA-seq) and Assay for Transposase-Accessible Chromatin with sequencing (ATAC-seq) demonstrate that the induction of podocyte *KLF6* under basal conditions, primes transcriptional changes in the first segment of the PT, proximal to the podocytes, through the induction of calcium/calmodulin dependent protein kinase ID (CaMK1D) signaling. We report that CaMK1D is highly enriched in the first segment of the PT and preconditions the proximal tubule against mitochondrial fission under diabetic conditions. In addition, unbiased tandem mass spectrometry showed that the induction of *KLF6* in podocytes triggers the release of secretory Apolipoprotein J (ApoJ), which subsequently undergoes cellular uptake by low-density lipoprotein-related protein 2 (Lrp2)/megalin to activate CaMK1D signaling in the PT to attenuate mitochondrial fission. To date, this is the first study to demonstrate a potential mechanism by which the podocyte preconditions the PT against injury through ApoJ-CaMK1D signaling under diabetic conditions.

## Results

### Generation and characterization of *KLF6*^*PODTA*^ mice under basal conditions

Since the podocyte-specific loss of *Klf6* increases susceptibility to DKD^10^, we sought to ascertain whether the podocyte-specific induction of *KLF6* conversely attenuates the progression of DKD. Mice with podocyte-specific expression of human *KLF6* (*KLF6*) were initially generated using the “tet-on” system, where the binding of chimeric tetracycline transactivator protein (rtTA) to tet-operator and gene activation only occurs in the presence of doxycycline (DOX). Specifically, *TRE-KLF6* mice were bred with the *Podocin-rtTA* (*PODTA*) mice to generate mice with podocyte-specific expression of *KLF6* (*KLF6*^*PODTA*^) in the setting of DOX administration. To assess the specificity of *KLF6* expression, relative *KLF6* mRNA abundance was initially measured in isolated kidney cortex, glomeruli, podocyte, and non-podocyte glomeruli fractions from *KLF6*^*PODTA*^ and *NPHS2-rtTA* mice (Supplementary Fig. 1a). While *KLF6* expression remained completely undetected in *NPHS2-rtTA* mice across glomeruli, cortex, podocyte and non-podocyte glomeruli fractions, expression in the *KLF6*^*PODTA*^ mice was primarily enriched in the podocyte and glomeruli fractions, with a lower level of expression detectable in the kidney cortex and non-podocyte glomerular fractions (Supplementary Fig. 1a). Although mouse KLF6 is expressed in both glomerular and non-glomerular cells, immunostaining for KLF6 confirmed the higher expression of podocyte-specific KLF6 in *KLF6*^*PODTA*^ mice as compared to *NPHS2-rtTA* mice (Supplementary Fig. 1b, c). In addition, *mKlf6* expression remained similar in both *KLF6*^*PODTA*^ and *NPHS2-rtTA* mice (Supplementary Fig. 1d). Furthermore, *KLF6*^*PODTA*^ mice were viable and fertile with no significant difference in albuminuria or kidney injury as compared to *NPHS2-rtTA* mice (Supplementary Fig. 1e).

### Podocyte-specific induction of *KLF6* attenuates kidney injury under diabetic conditions

To test whether the podocyte-specific induction of *KLF6* attenuates DKD, *NPHS2-rtTA* and *KLF6*^*PODTA*^ mice underwent uninephrectomy (UNx) with subsequent low-dose streptozotocin (STZ) treatment (Fig. 1a). SHAM + vehicle-treated (SHAM-VEH) *NPHS2-rtTA* and *KLF6*^*PODTA*^ mice were used as non-diabetic controls. The combination of UNx + STZ has been shown to accelerate the development of glomerular lesions representative of DKD^11^, thereby making it a suitable model to test the potential renoprotective effects of podocyte *KLF6* induction. All diabetic mice exhibited high blood glucose levels (>600 mg/dl) post-treatment, which was maintained throughout the experimental period (Supplementary Table 1). Blood glucose levels of non-diabetic groups were within the normal range throughout the experimental period (Supplementary Table 1). Kidney weights and kidney to body weight ratios were significantly increased for all diabetic groups compared to the non-diabetic groups, with no significant differences between *KLF6*^*PODTA*^ and *NPHS2-rtTA* mice under either condition (Supplementary Table 1). While the diabetic *NPHS2-rtTA* mice exhibited an increase in albuminuria, serum urea nitrogen, and serum creatinine as compared to the non-diabetic *NPHS2-rtTA* mice and the diabetic *KLF6*^*PODTA*^ mice, no significant differences were observed between the diabetic and non-diabetic *KLF6*^*PODTA*^ mice (Fig. 1b–d). In addition, we observed an improvement in survival in the diabetic *KLF6*^*PODTA*^ mice as compared to the diabetic *NPHS2-rtTA* mice (Fig. 1e). Subsequent staining with Periodic-acid Schiff (PAS) showed a significant increase in glomerular volume, mesangial expansion, % sclerotic glomeruli in all diabetic mice as compared to their respective controls (Fig. 2a–c, Supplementary Table 2). However, the diabetic *KLF6*^*PODTA*^ mice exhibited less glomerular hypertrophy, mesangial expansion, % sclerotic glomeruli with proteinaceous casts as compared to the diabetic *NPHS2-rtTA* mice (Fig. 2a–c). Immunostaining for Wilms tumor 1 (WT1), a podocyte-specific marker, showed that the diabetic *NPHS2-rtTA* mice had fewer podocytes per glomerular area as compared to non-diabetic mice. In comparison, the podocyte number was preserved in the diabetic *KLF6*^*PODTA*^ mice as compared to the diabetic *NPHS2-rtTA* mice (Fig. 2d). Furthermore, synaptopodin, critical for podocyte actin cytoskeleton, expression was reduced in the diabetic *NPHS2-rtTA* mice as compared to the diabetic *KLF6*^*PODTA*^ mice and non-diabetic mice (Fig. 2e). We also investigated the ultrastructural changes using transmission electron microscopy (TEM) and found that the diabetic *NPHS2-rtTA* mice had an increase in foot process effacement and glomerular basement membrane (GBM) thickness as compared to the non-diabetic *NPHS2-rtTA* mice, which was attenuated in the diabetic *KLF6*^*PODTA*^ mice (Fig. 2a, f, g).

**Fig. 1:**
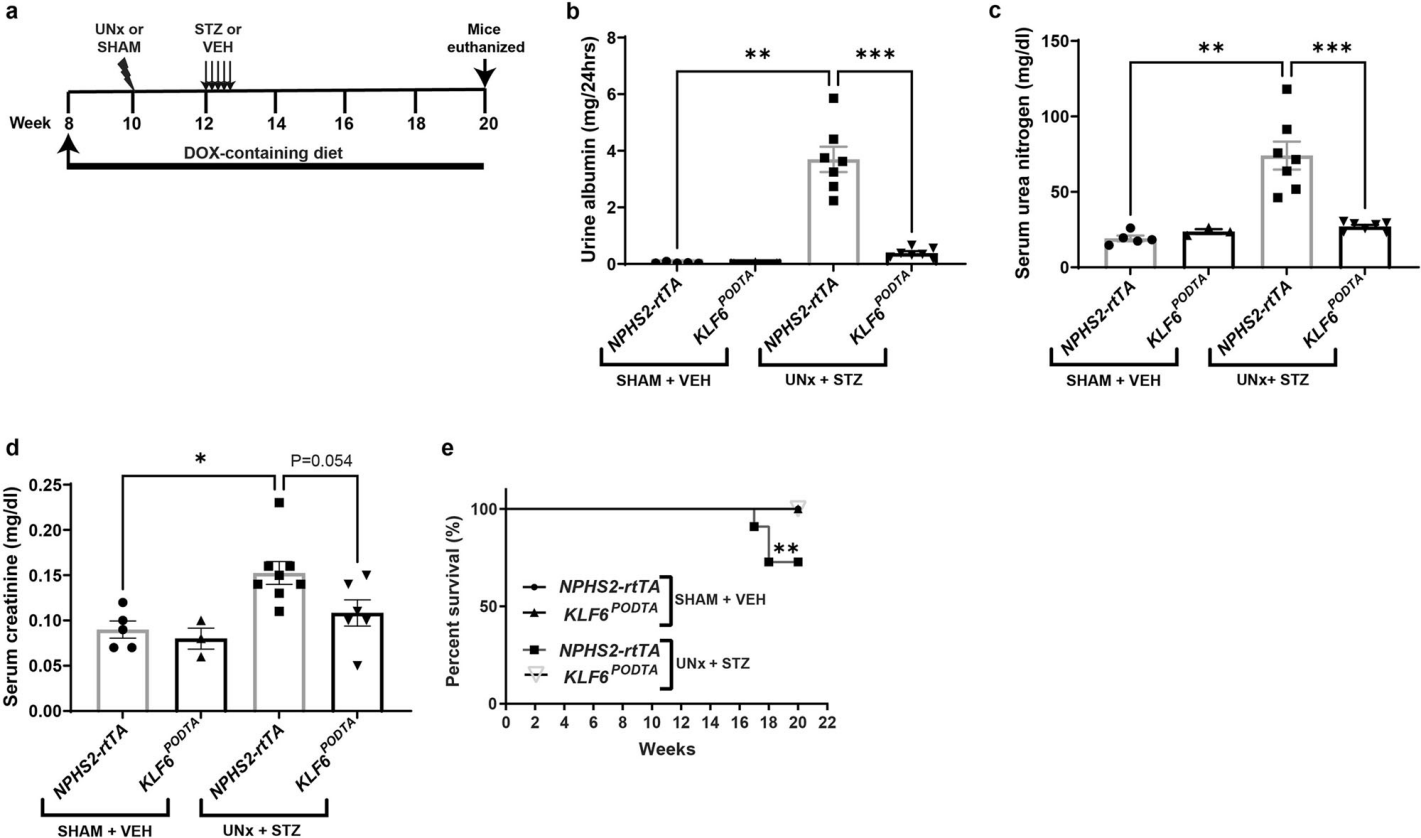
*KLF6*^*PODTA*^ mice demonstrate a reduction in albuminuria and improved kidney function and overall survival compared to *NPHS2-rtTA* mice under diabetic conditions. **a** Experimental timeline for DOX treatment, UNx or SHAM procedures, STZ or VEH treatment and experimental endpoint. **b** Twenty-four hour urine albumin concentration (mg/24hrs); *p* = 0.0025 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ) group, *p* = 0.0006 for UNx + STZ group. **c** Serum urea nitrogen (mg/dl); *p* = 0.0025 for *NPHS2-rtTA* (SHAM + VEH vs UNx+STZ), *p* = 0.0006 for UNx + STZ group. **d** Serum creatinine concentration (mg/dl) at 20 weeks of age; *p* = 0.016 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), *p* = 0.054 for UNx+STZ group. For SHAM + VEH groups, *n* = 5 (*NPHS2-rtTA*), *n* = 3 (*KLF6*^*PODTA*^) mice; for UNx + STZ groups, *n* = 7 (*NPHS2-rtTA*), *n* = 6 (*KLF6*^*PODTA*^) mice; *p < 0.05, **p < 0.01, ***p < 0.001; Mann–Whitney test, two-sided; data presented as mean ± SEM. **e** Survival curve for all 4 groups until 20 weeks of age (for SHAM + VEH group, *n* = 5 (*NPHS2-rtTA*); *n* = 3 (*KLF6*^*PODTA*^) mice, *n* = 14 for UNx+STZ groups; *p* = 0.0094 vs all other groups; Mantel-Cox test). Source data are provided as a Source Data file.

**Fig. 2:**
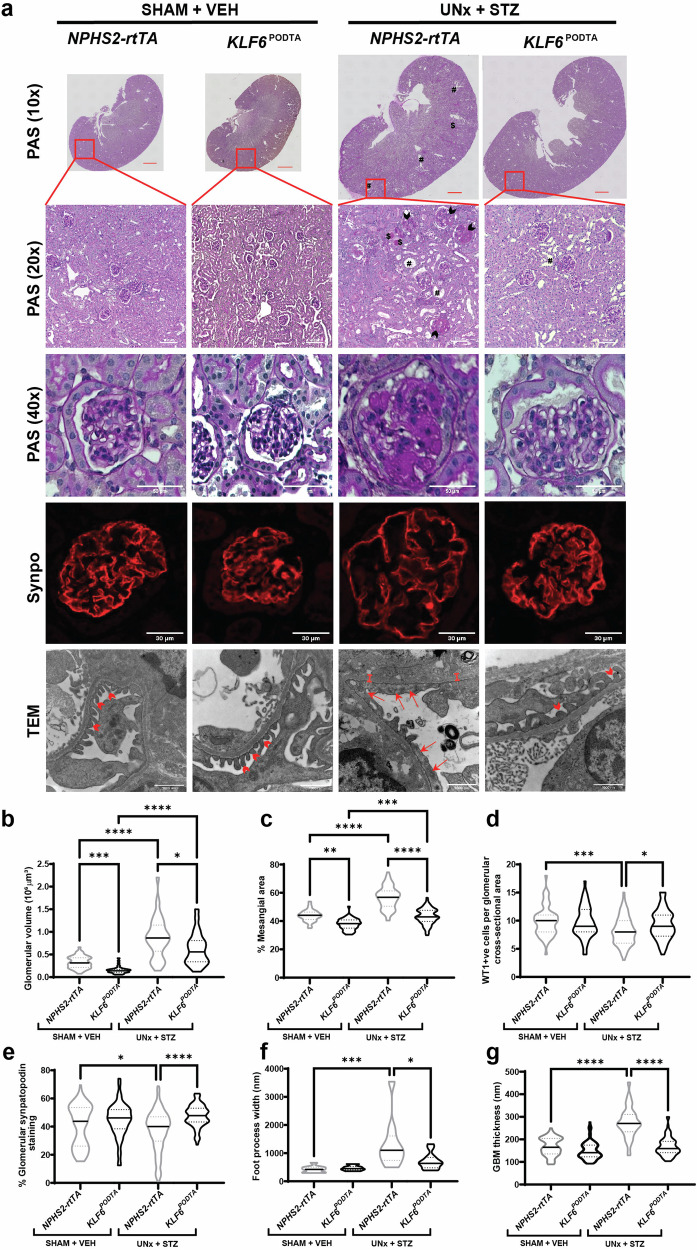
*KLF6*^*PODTA*^ mice demonstrate a reduction in glomerular and tubular injury compared to *NPHS2-rtTA* mice under diabetic conditions. **a** Representative images of PAS staining at full scan (10x), low (20x) and high (40x) magnifications, synaptopodin staining, and transmission electron microscopy (TEM) of glomerular ultrastructure. Black arrowheads indicate sclerotic glomeruli, $ = protein casts, and # = tubular dilation. Top panel: red scale bar = 1000 µm. TEM: red arrows indicate effaced foot processes; red arrowheads point to healthy foot processes; red calipers show thickened glomerular basement membrane (GBM). Quantification of (**b**) glomerular volume; *p* = 0.0001 for SHAM + VEH (*NPHS2-rtTA* vs *KLF6*^*PODTA*^*)*, *p* = < 0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx+STZ) and *KLF6*^*PODTA*^ (SHAM + VEH vs UNx+STZ), *p* = 0.0228 for UNx+STZ (*NPHS2-rtTA* vs *KLF6*^*PODTA*^), (**c**) mesangial expansion; *p* = 0.0001 for SHAM + VEH (*NPHS2-rtTA* vs *KLF6*^*PODTA*^), *p* = <0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ) and *KLF6*^*PODTA*^ (SHAM + VEH vs UNx+STZ *KLF6*^*PODTA*^), *p* = 0.0228 for UNx+STZ (*NPHS2-rtTA* vs *KLF6*^*PODTA*^), and (**d**) podocyte number (WT1^+ve^ Hoechst^+ve^ cells) per glomerular cross-section; *p* = 0.0005 for *NPHS2-rtTA* (SHAM + VEH vs *NPHS2-rtTA*), *p* = 0.0428 for UNx+STZ *(NPHS2-rtTA* vs *KLF6*^*PODTA*^). (*n* = 20 glomeruli/mouse, *n* = 3–5 mice/group, *p < 0.05, **p < 0.01 ***p < 0.001 ****p < 0.0001 Kruskal–Wallis test with Dunn’s post-test). **e** Quantification of glomerular synaptopodin staining (*n* = 20 glomeruli/mouse, *n* = 3–5 mice/group; *p* = 0.0374 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), *p* = < 0.0001 for UNx+STZ (*NPHS2-rtTA* vs *KLF6*^*PODTA*^), *p < 0.05, ****p < 0.0001; Mann–Whitney test, two-sided). **f** Quantification of podocyte foot process effacement measured as foot process width (nm); *p* = 0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), *p* = 0.0262 for UNx + STZ (*NPHS2-rtTA* vs *KLF6*^*PODTA*^) and (**g**) GBM thickness (nm) (*n* = 3 mice/group; *p* = <0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), *p* = <0.0001 for (UNx + STZ *NPHS2-rtTA* vs *KLF6*^*PODTA*^), *p < 0.05, ***p < 0.001, ****p < 0.0001; Kruskal–Wallis test with Dunn’s post-test). Source data are provided as a Source Data file.

Hematoxylin & eosin (H&E) with histopathological scoring by M.P.R., renal pathologist, in a blinded fashion showed an increase in interstitial inflammation in both diabetic groups as compared to their respective non-diabetic controls, with an increasing trend (non-statistically significant) in the diabetic *NPHS2-rtTA* mice as compared to the diabetic *KLF6*^*PODTA*^ mice (Supplementary Fig. 2a, Supplementary Table 2). While both diabetic groups also had some loss of lotus lectin staining, suggesting PT brush border loss, the diabetic *NPHS2-rtTA* mice had a significant reduction as compared to the diabetic *KLF6*^*PODTA*^ mice (Supplementary Fig. 2a, b). In addition, picrosirius red, and α-SMA staining showed an increase in staining in both diabetic groups, which was improved in the diabetic *KLF6*^*PODTA*^ mice (Supplementary Fig. 2a, c). Interestingly, histopathological scoring noted significant tubular injury and interstitial fibrosis only in the diabetic *NPHS2-rtTA* mice (Supplementary Fig. 2a, Supplementary Table 2). Collectively, these data suggest that the podocyte-specific induction of *KLF6* attenuated glomerular and tubulointerstitial injury under diabetic conditions.

### Podocyte-specific induction of *KLF6* restores podocyte differentiation markers under diabetic conditions

To assess the potential mechanism that mediates the renoprotective effects of *KLF6*^*PODTA*^ under diabetic conditions at the single cell level, we initially performed snRNA-seq on the kidney cortex. Rationale for choosing snRNA-seq versus scRNA-seq was based on recent studies^12^. 

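The kidney cortex nuclei come from 8 mice, 2 in each of 4 groups: NPHS2-rtTA controls and KLF6PODTA mice, which make human KLF6 in podocytes, each after SHAM + VEH or after UNx + STZ. The authors deposited a signal for each gene, cluster and mouse: the mean over the nuclei of UMIs per 10,000, for 22,684 gene names in 23 clusters. Each column sums to 10,000, so a value is a share of the RNA counted in a nucleus, and a large gain in 1 gene lowers the shares of the rest. The transgene carries the human coding sequence, and whether any of its reads count toward mouse Klf6 was not tested. Each comparison here sets 2 mice against 2, taking the mouse and not the nucleus as the replicate. For each cluster, limma was fitted to log2(value + 0.1) in the 4 groups together, on genes whose mean over the 2 compared groups reached 0.5. A gene is called where its adjusted p is under 0.05 and its log2 ratio is at least 1 in size.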

After clearing all quality control checks, we initially generated single nuclear transcriptomes for 78,979 nuclei (Supplementary Fig. 3a, b). Unsupervised clustering analysis subsequently identified 23 cell clusters (Supplementary Fig. 3c) and the top significant marker genes were compared to previously reported cell type markers^13^ to assign cell type specific identity to these clusters. Clusters with similar cell type identity were combined to generate 18 unique clusters (Fig. 3a, b). The nuclei count for each cluster, with respect to each group was reported (Supplementary Data 1). 

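Most clusters lead with genes of the cell type the authors name. Cluster 21, the podocytes, leads with Ptpro, Robo2, Nphs1 and Synpo, genes of the slit diaphragm and the actin cytoskeleton of foot processes. Slc12a1, the target of loop diuretics, leads clusters 7 and 17 (thick ascending limb), and Slc12a3, the target of thiazides, leads cluster 8 (distal convoluted tubule). Flt1 and Emcn, receptors and surface proteins of capillaries, lead clusters 9 and 12. Some clusters differ from their names. Cluster 20, also preconditioned-PT, leads with transcripts of liver such as Alb and Mup3. Cluster 22, labelled MØ-2, leads with Top2a, Cenpf and Mki67, genes of dividing cells. Cluster 0, the largest of the 3 numbered clusters of preconditioned-PT, leads in the mean over 8 mice with haemoglobin (Hba-a1, Hbb-bs), immunoglobulin (Igha, Jchain), podocyte (Podxl, Nphs2) and Camk1d transcripts. Not all groups share this lead. Red cell genes there have a median log2 ratio to the other proximal tubule clusters of 3.55 in non-diabetic NPHS2-rtTA mice. It is 0.21 in non-diabetic KLF6PODTA, -0.03 in diabetic NPHS2-rtTA and 0.30 in diabetic KLF6PODTA. Pooled over nuclei, Podxl reads 0.68 and 0.40 in non-diabetic NPHS2-rtTA and KLF6PODTA, and 2.42 and 4.64 in the diabetic groups.

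The number of nuclei behind each mean was recovered from values shared by several genes, and equals the paper's number in 71 of 72 cell types and groups. Podocytes number 35 and 10 nuclei in the 2 non-diabetic NPHS2-rtTA mice, 4 and 36 in non-diabetic KLF6PODTA, 38 and 56 in diabetic NPHS2-rtTA, and 82 and 129 in diabetic KLF6PODTA. The UMIs of a nucleus were read only from values shared by at least 3 genes, so the medians that follow cover only a part of the nuclei. In cluster 1 (PT(S1-S3)) the median is 9785, 9877, 11,389 and 12,299 UMIs in the replicate 1 mice of these groups. In the replicate 2 mice it is 2081, 1987, 1896 and 4599. In cluster 0 it is 598 to 986 UMIs in all 8 mice. The medians depend on which nuclei can be read: with values shared by at least 5 genes, the 9785 becomes 15,669. Whether the droplets of cluster 0 are proximal tubule nuclei is not settled by these values.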

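In diabetic mice, KLF6 in podocytes went with lower injury transcripts in tubule cells, where the podocyte-specific driver is not meant to switch on the transgene. In cluster 4 (PT(S3)), KLF6PODTA mice had less Vcam1, an adhesion molecule of failed-repair tubule (log2 ratio to NPHS2-rtTA -3.44), less Ngf, a nerve growth factor (-4.46), less C3, the hub of complement (-3.65), and less Kcnip4, a potassium channel partner (-4.28). Slc7a13, an amino acid transporter of the S3 brush border, rose there from 0.34 to 7.69 (log2 ratio 4.73). In cluster 7 (thick ascending limb) Adamts1, a secreted protease induced by stress, fell from 2.35 to 0.06 (-3.91) and Dcdc2a, a doublecortin-family protein of injured tubule, fell by 3.65. In cluster 8 (distal convoluted tubule) Dcdc2a also fell (-3.55), with the adhesion protein gene Nrxn3 (-3.84).

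Over all 23 clusters limma called 133 gene and cluster pairs between the diabetic groups, 33 higher and 100 lower in KLF6PODTA, in 9 clusters and most of them in cluster 4. Between the non-diabetic groups it called 0 in any cluster, with 3160 pairs at an unadjusted p under 0.05 against 6167 between the diabetic groups. That count of 0 becomes 588 and 292 without non-diabetic NPHS2-rtTA replicate 1 or 2, 1042 and 203 without non-diabetic KLF6PODTA replicate 1 or 2, and 1 without either diabetic NPHS2-rtTA mouse. The count between the diabetic groups depends on single mice: it is 2643 (1287 higher, 1356 lower) without diabetic NPHS2-rtTA replicate 1, 23 (2 and 21) without diabetic NPHS2-rtTA replicate 2, 362 (223 and 139, the balance reversed) without diabetic KLF6PODTA replicate 1, 20 (2 and 18) without diabetic KLF6PODTA replicate 2 and 41 (6 and 35) without either non-diabetic KLF6PODTA mouse. Leaving out a mouse leaves its group with 1, which is assumed to vary like the others. The calls of Ngf, Kcnip4, Sytl2 and Vcam1 in cluster 4 and of Adamts1 in cluster 7 hold without any 1 of the 8 mice. Those of C3 and Slc7a13 are lost without either diabetic KLF6PODTA mouse, and that of Slc7a13 also without either non-diabetic KLF6PODTA mouse. The call of Dcdc2a is lost in clusters 7 and 8 without diabetic KLF6PODTA replicate 1, and in cluster 8 without either diabetic NPHS2-rtTA mouse; that of Nrxn3 is lost without diabetic NPHS2-rtTA replicate 2.

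Of 19 tubule injury and repair genes taken from textbooks beforehand, those measured have a median log2 ratio of KLF6PODTA to NPHS2-rtTA under UNx + STZ below 0 in 23 of 23 clusters, from -2.85 to -0.86. Dcdc2a and Akap12 of this list are also among the genes the paper draws as downregulated in podocytes. Of 152 gene and cluster pairs of this list, limma called 18 lower and 0 higher, and 77 when adjusted over the list alone. The 18 become 13 with pseudocount 0.02, 7 with pseudocount 0.5, 9 centred on the median and 4 with a mean above 0. In 78.3% of the pairs both KLF6PODTA mice lie below both NPHS2-rtTA mice. Chance gives 16.7% for 1 pair alone, and these pairs repeat the same genes and mice, so the share is no test. Free RNA of injured tubule would reach the droplets of every cluster and was not separated from transcription in each. The mix of nuclei also differed. Cluster 11 (PEC/Prolif.PT) holds 8.41% and 8.05% of the nuclei of the diabetic NPHS2-rtTA mice, against 0.81% and 1.52% in diabetic KLF6PODTA. In NPHS2-rtTA mice the median of UNx + STZ over SHAM + VEH is above 0 in 23 of 23 clusters, but the same 2 diabetic NPHS2-rtTA mice enter both ratios, so noise in them alone gives opposite signs. The medians stay below 0 without any 1 mouse, while the calls go from 18 to 4 without diabetic NPHS2-rtTA replicate 2 (19 clusters measured), 5 and 6 without diabetic KLF6PODTA replicate 1 or 2, 9 without either non-diabetic KLF6PODTA mouse, and 73 without diabetic NPHS2-rtTA replicate 1.

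**Figure D1:**
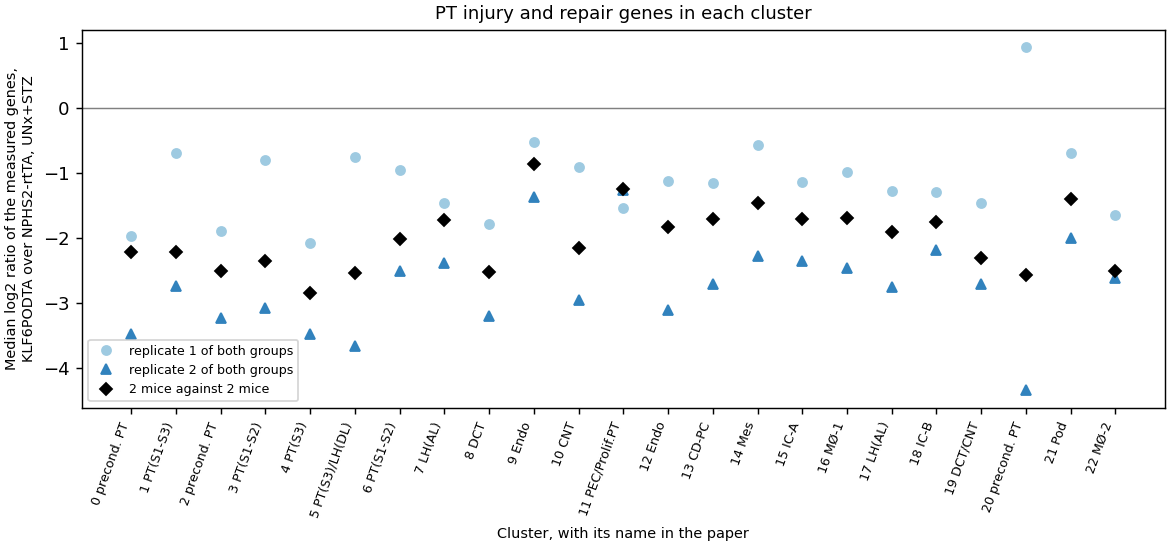
Median log2 ratio of the tubule injury and repair genes, diabetic KLF6PODTA over diabetic NPHS2-rtTA, in each of the 23 clusters. Diamonds compare 2 mice with 2; points compare the replicate 1 mice and the replicate 2 mice with each other. The horizontal line marks 0.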

To identify differentially expressed genes (DEGs) in the setting of podocyte-specific *KLF6* induction with and without diabetes, we initially performed differential expression analysis on all the clusters (Supplementary Data 2). Interestingly, in the podocyte cluster, there were very few DEGs (0 upregulated and 2 downregulated) in the *KLF6*^*PODTA*^ group vs *NPHS2-rtTA* under non-diabetic conditions (Supplementary Data 2). However, under diabetic conditions, we observed a significant number of DEGs (59 upregulated and 42 downregulated) in the *KLF6*^*PODTA*^ as compared to the *NPHS2-rtTA* mice (Fig. 3c, d). 

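Without diabetes, 27 podocyte structure and identity genes have a median log2 ratio of KLF6PODTA to NPHS2-rtTA of -0.01, with 13 above and 14 below 0. Among the largest ratios is Sh3kbp1, an adaptor that binds the nephrin partner CD2AP (3.32), with Plekhb2, a membrane trafficking protein (3.39), at the top. Filip1, a filamin-binding regulator of actin (-4.10), and Phactr1, a regulator of actin and phosphatase 1 (-3.85), are among the lowest.
None of these is called: limma called 0 of 3801 genes higher and 0 lower (339 at an unadjusted p under 0.05), and the adjusted p of Sh3kbp1 and Filip1 is 0.40. Changes were planted in 200 genes of values simulated for this comparison, with noise independent between genes and spreads shuffled over genes. There limma called 0% of those of 2 log2 units, 10% of 3 and 14% of 4. At such rates differences of several-fold would mostly be missed, and a median near 0 does not show sameness. The real values need not behave as the simulated ones do. The count rests on 10 podocyte nuclei in 1 control mouse and 4 in 1 KLF6PODTA mouse, and becomes 583 (300 higher, 283 lower) without non-diabetic NPHS2-rtTA replicate 1.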

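In diabetic podocytes, the transcripts with the lowest ratio of KLF6PODTA to NPHS2-rtTA include Serpine1, the plasminogen activator inhibitor of scarring glomeruli (log2 ratio -2.92), Tgfb2, a profibrotic cytokine (-2.63), Ankrd1, a target of YAP in stretched cells (-2.38), and S100a6, a calcium-binding protein of activated epithelium (-3.17). Ephb1, an ephrin receptor of axon guidance, averages 2.37 in KLF6PODTA against 0.37 in NPHS2-rtTA (3.08), and Opcml, an adhesion protein, 17.2 against 3.43 (3.04). The highest ratio belongs to Kap, an androgen-regulated gene of the proximal tubule (4.07), and Slc34a1, the tubule's phosphate transporter (2.72), is also among the 10 highest. Several of these ratios lean on diabetic NPHS2-rtTA replicate 2: without it Ephb1 stands at 1.54, Opcml at 1.44, Kap at 3.01 and Slc34a1 at 0.80, and Serpine1, Tgfb2, Ankrd1 and S100a6 fall under the filter. The other diabetic NPHS2-rtTA mouse reads 0.06 for Serpine1, 0.32 for Tgfb2, 0.11 for Ankrd1 and 0.34 for S100a6, against 3.48, 3.74, 2.12 and 2.35. The 2 mice of each group are close for Nr4a1, an immediate-early nuclear receptor (4.10 and 3.56 against 0.54 and 0.42, log2 ratio 2.77), and both NPHS2-rtTA mice lie apart from both KLF6PODTA mice for Kcnip4 (1.69 and 1.45 against 0.23 and 0.02, -3.05) and for Lingo2, a neuronal leucine-rich repeat protein (0.04 and 0.03 against 1.65 and 2.42, 3.93).
None passes the test: limma called 0 of 3126 genes in either direction, with 38 at an unadjusted p under 0.05. In values simulated the same way, planted changes of 2, 3 and 4 log2 units were called in 6%, 32% and 38% of genes, and in 0% with a replicate block, so a count of 0 leaves room for changes of several-fold. It is 0 without any 1 of the 8 mice as well. Against non-diabetic KLF6PODTA, diabetic KLF6PODTA podocytes gained Nr4a1, at 3.83 against 0 (log2 ratio 5.29, limma adjusted p 0.047), a call lost without any 1 mouse of the 3 groups other than non-diabetic NPHS2-rtTA and with the replicate block.
Of the 59 genes the paper draws as upregulated, 51 are higher in both KLF6PODTA mice than in both NPHS2-rtTA mice (16.7% by chance), 35 reach a log2 ratio of 1, and the median is 1.12 (0.50 between the replicate 1 mice and 1.73 between the replicate 2 mice). Of the 42 it draws as downregulated, 40 are measured, 37 are lower in both mice and the median is -1.60 (-0.70 and -2.34); adjusted over each list alone, limma calls 0 and 1. These genes were chosen by the paper on the same nuclei, so the counts describe its choice and are not independent evidence.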

Subsequent pathway enrichment analysis on these DEGs was conducted on the podocyte cluster from the diabetic *KLF6*^*PODTA*^ mice using *Enrichr*^14,15^. 

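Vegfa, the podocyte's survival signal to the glomerular endothelium, averages 16.3 in diabetic KLF6PODTA podocytes and 6.94 in diabetic NPHS2-rtTA podocytes (log2 ratio 1.51, SE 0.74). Sema3g, a semaphorin made by podocytes that protects against inflammation, averages 9.81 against 2.99 (2.74, SE 1.40). Mgat4a and Mgat5, which branch N-linked glycans such as those of nephrin, stand at 2.15 and 1.30, and Nphs2, which anchors nephrin in the slit diaphragm, at 1.46. None of these is called by limma (adjusted p 1.00), and the ratios of Vegfa, Sema3g, Mgat4a, Mgat5 and Nphs2 shrink to 0.55, 0.61, 0.75, 0.37 and 0.33 without diabetic NPHS2-rtTA replicate 2.
As a group, 28 podocyte structure and identity genes have a median log2 ratio of 0.52, above 99.7% of 10,000 random lists of like expression; 12 are higher and 3 lower in both mice (16.7% each by chance). For 11 N-glycan processing genes the median is 0.37 (94.6%; 4 higher in both mice, 0 lower), and for 18 axon guidance genes 0.24 (80.3%; 6 higher, 6 lower), with Ephb1 at the top and Srgap3, a Slit-Robo GTPase regulator, at the bottom (-2.35). Members called number 0 in each list, also when adjusted over the list alone. Nphs1, Nphs2, Synpo, Podxl, Dach1, Magi2 and Vegfa of the podocyte list are also among the genes the paper draws as upregulated on the same nuclei. The place of this list among random lists is therefore not independent of that choice. Between the replicate 1 mice alone its median lies above 77.7% of random lists. Other lists stand higher still in these nuclei, with medians of 0.81 for general proximal tubule genes, 1.71 for abundant proximal tubule RNA and 1.03 for mitochondrially encoded genes. The podocyte median is 0.09 between the replicate 1 mice and 0.94 between the replicate 2 mice, and the axon guidance median changes sign (-0.02 and 0.52).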

Enrichment analysis using Reactome^16^, WikiPathways^17^, and KEGG pathways^18^ for the upregulated DEGs demonstrated key pathways involving N-linked glycosylation, axon guidance, nephrin and semaphorin interactions, as well as vascular endothelial growth factor (VEGF) signaling pathways (Fig. 3c, e). In addition, the reduced expression of podocyte structural and differentiation markers such as *Nephrin (Nphs1), Synaptopodin (Synpo), Podocalyxin (Podxl)* and *Dachshund family transcription factor 1 (Dach1)* in the diabetic *NPHS2-rtTA* mice were all significantly restored in the diabetic *KLF6*^*PODTA*^ mice (Fig. 3c, e). Conversely, the downregulated DEGs were enriched for pathways involving focal adhesion, integrin-mediated cell adhesion, complement activation and inflammation signaling pathways (Fig. 3d, f). 

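Podocytes of diabetic NPHS2-rtTA replicate 2 hold the least of 3 markers among the 8 mice: Synpo, an actin organiser of foot processes, at 6.54, Podxl, the negatively charged coat of the podocyte surface, at 11.0, and Dach1, a transcription factor of podocyte identity, at 28.2. For Nphs1, the slit diaphragm protein nephrin, this mouse reads 6.54, and non-diabetic NPHS2-rtTA replicate 2 is lower still, at 5.54. The other diabetic NPHS2-rtTA mouse holds 18.0 of Nphs1, 22.7 of Synpo, 26.1 of Podxl and 60.2 of Dach1. Diabetic KLF6PODTA mice hold 21.2 and 15.6 of Nphs1, 22.9 and 23.7 of Synpo, 33.3 and 25.8 of Podxl, and 72.6 and 82.9 of Dach1. Non-diabetic NPHS2-rtTA mice hold 30.8 and 5.54, 19.3 and 9.62, 38.9 and 36.9, and 73.6 and 52.8, so a healthy control lies as low as the lower diabetic mouse for Nphs1. The values of that control rest on only 10 podocyte nuclei.
The log2 ratios of diabetic KLF6PODTA to diabetic NPHS2-rtTA are 0.74, 0.93, 0.79 and 0.91, and limma calls none (adjusted p 1.00 each). Those of diabetic to non-diabetic NPHS2-rtTA are -0.27, -0.16, -1.16 and -0.60, also not called; the diabetic NPHS2-rtTA mice enter both ratios, so noise in them alone gives opposite signs. Without diabetic NPHS2-rtTA replicate 2 the ratios between the diabetic groups become 0.02, 0.04, 0.17 and 0.37, so in these RNA values the difference rests largely on that mouse. The paper also reports synaptopodin staining and the number of WT1-positive podocytes in other mice counts, which these values do not measure.

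**Figure D2:**
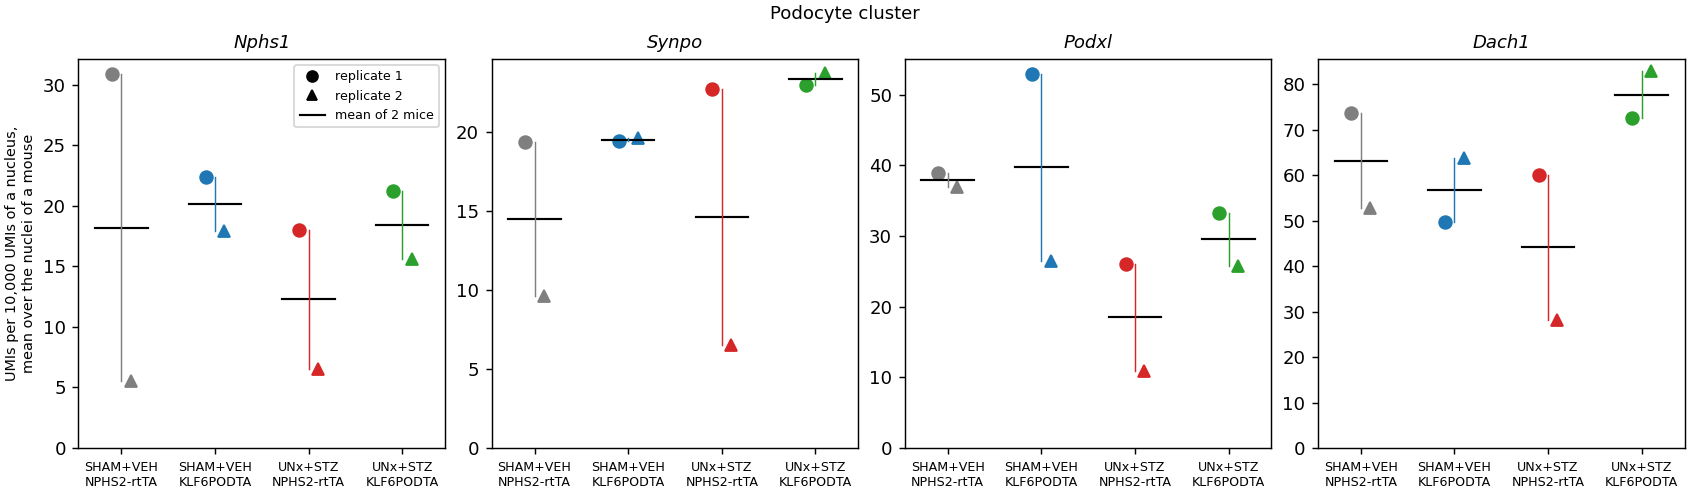
Nphs1, Synpo, Podxl and Dach1 in the podocyte cluster, in UMIs per 10,000 averaged over nuclei, 1 point per mouse in the 4 groups, with the group mean as a line. The axes start at 0.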

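Diabetic KLF6PODTA podocytes read lower for cytoskeletal and adhesion transcripts linked to foot process effacement: Cald1, an actin-myosin regulator, averages 2.02 against 12.3 in diabetic NPHS2-rtTA (log2 ratio -2.33), and the focal adhesion adaptors Sorbs2 and Sorbs1 and the actin linker Msn stand at -1.85, -1.59 and -1.57. The inflammation genes also read lower, without a call: Nfkbia, the feedback inhibitor that NF-kB induces, at -1.91, Birc3, a survival factor in TNF signalling, at -1.89, Sbno2, a corepressor downstream of IL-10, at -2.03, and Il34, a macrophage growth factor, at -1.61. Of the complement genes only Cd55, a regulator that protects cells from complement, is measured in podocytes, and it is level (1.87 against 1.78, log2 ratio 0.07).
Of 29 focal adhesion genes measured, 18 are lower and 2 higher in both KLF6PODTA mice (16.7% each by chance), with a median of -0.70 below all 10,000 random lists. Of 28 inflammation genes listed, only 7 reach the filter, and 6 of these are lower in both mice, with a median of -1.61. The filter uses the mean over both groups, so a gene high in 1 mouse can enter by that mouse alone. The 7 therefore do not stand for the whole list. Cald1, Sorbs2, Sorbs1, Msn, Nfkbia, Birc3 and Sbno2 are also among the genes the paper draws as downregulated on the same nuclei. The standing of these lists is therefore not independent of that choice. No member is called by limma, also when adjusted over each list alone, and the medians are -0.15 and -0.69 between the replicate 1 mice against -0.99 and -2.36 between the replicate 2 mice. Without diabetic NPHS2-rtTA replicate 2, Cald1 stands at -1.53, Sorbs2 at -0.49, Sorbs1 at -1.04, Nfkbia at -1.14 and Il34 at -1.0, and Msn, Birc3 and Sbno2 fall under the filter. The focal adhesion median is between -1.15 and -0.29 without 1 mouse, and the inflammation median between -2.23 and -0.28.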

To determine the cell specificity of the DEGs in the podocyte cluster, we plotted the expression of these genes on a dot plot showing their expression across all the cell types (Supplementary Fig. 4a, b). We report that while the downregulated DEGs were not necessarily specific to one cell type, the upregulated genes were predominantly specific to the podocyte cluster (Supplementary Fig. 4a, b). This suggests that KLF6 might play a key role in maintenance of the mature podocyte differentiation markers in the setting of cell stress under diabetic conditions.

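The 59 genes drawn as upregulated are mostly transcripts of the podocyte itself: 44 have their highest mean in the podocyte cluster and 30 are at least 2 times as high there as in every other cluster. 10 peak in a cluster the paper assigns to the proximal tubule, 6 of them in clusters 0 and 20. Those clusters do not lead with proximal tubule genes, though the genes that peak there include Kap and Cyp4b1, both on the general proximal tubule list. The 42 genes drawn as downregulated have no single home, with 12 highest in podocytes, 5 at least 2 times as high there as elsewhere, 5 highest in a cluster assigned to the proximal tubule, and the peaks of the set spread over 12 clusters besides the podocytes. The median log2 ratio of podocytes to the highest other cluster is 1.12 for the first set and -0.94 for the second.
The paper proposes that KLF6 helps to maintain differentiation genes in podocytes under diabetic stress, reasoning from the podocyte origin of the upregulated genes. Specificity over all 8 mice shows where a gene is made and not whether it moved between groups.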

**Fig. 3:**
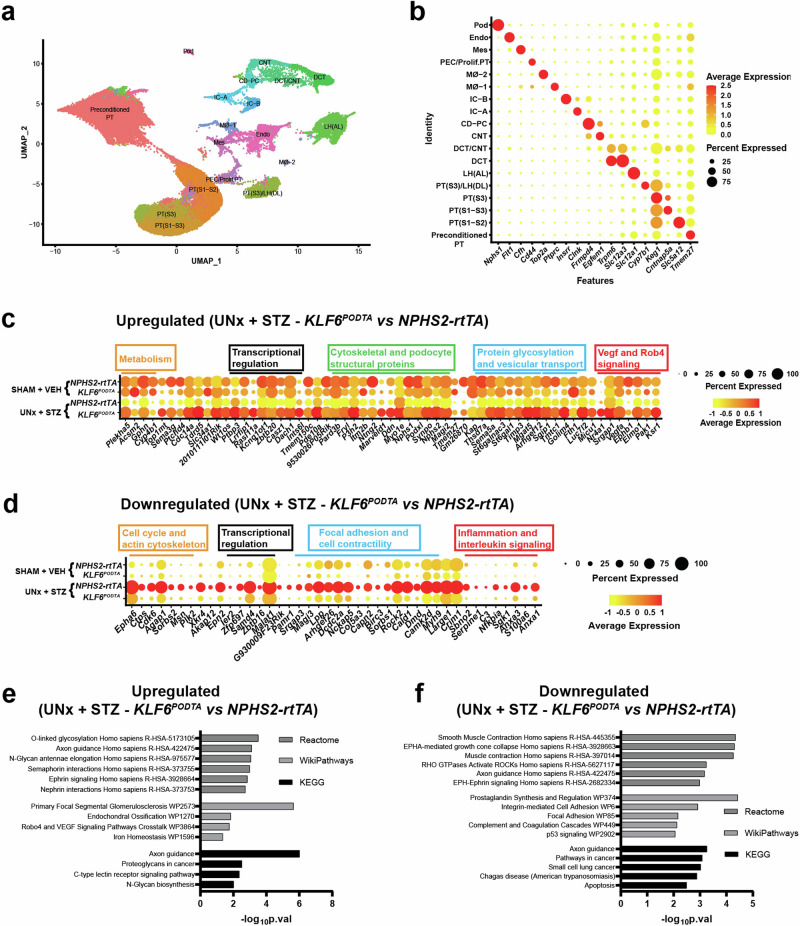
snRNA-seq analysis showing the clustering signature and composition. **a** Uniform Manifold Approximation and Projection (UMAP) plot shows the 78,979 nuclei, mapping to 18 clusters. **b** Dot plot showing cluster identities aligned to canonical cell types in the adult mouse kidney based on a variety of cell type-specific marker genes. PT proximal tubules, LH(DL) Loop of Henle (Descending loop), LH(AL) Loop of Henle (Ascending loop), DCT distal convoluted tubule, CNT connecting tubule, CD-PC collecting duct principal cell, IC intercalated cell, Mø macrophage, PEC parietal epithelial cell, Prolif.PT Proliferating proximal tubules, Mes mesangial, Endo endothelial, Pod podocyte. Dot plot of all significantly (**c**) upregulated and (**d**) downregulated genes in the podocyte cluster between *KLF6*^*PODTA*^ vs *NPHS2-rtTA* mice under diabetic conditions. Expression level of these genes is shown by the heat map and the percentage of cells expressing the gene in the cluster is shown by the size. The default statistical test (Wilcoxon Rank Sum test, adjusted *p*-value based on Bonferroni correction) in *Seurat* package was used. Significantly expressed genes are determined by adjusted *p* < 0.05. Reactome, WikiPathways and KEGG enrichment analysis of these (**e**) upregulated and (**f**) downregulated genes in the podocyte cluster between *KLF6*^*PODTA*^ vs *NPHS2-rtTA* mice under diabetic conditions. The default statistical test (fisher’s exact test) in *Enrichr* was used.

To explore the potential direct and indirect mechanism by which KLF6 might regulate gene expression, we initially conducted *in-silico* analysis by matching the DEGs in the podocyte cluster with previously reported KLF6 ChIP-seq expression arrays^19^ obtained from the *Encyclopedia of DNA Elements (ENCODE)* project (Supplementary Fig. 5a). Class 0 DEGs were defined as having at least 1 KLF6 binding site within ±1 kb of the transcription start site (TSS), class 1 DEGs have at least 1 KLF6 binding site between ±1 and 10 kb of the TSS and class 2 DEGs as having no KLF6 binding site within ±10 kb of the TSS. Of the 59 upregulated DEGs, there were 11 class 0, 5 class 1, and 43 class 2 DEGs (Supplementary Fig. 5b), while the downregulated DEGs were 9 class 0, 2 class 1, and 31 class 2 DEGs (Supplementary Fig. 5c). To examine the contribution of the class 0 DEGs to enriched pathways, we compared the statistical significance of pathway enrichment between class 0 and class 2 DEGs (Supplementary Fig. 5d, e). Despite having fewer numbers of DEGs, upregulated class 0 DEGs were more highly enriched for N-linked glycosylation pathways, axon guidance, and nephrin interaction pathways, suggesting a potentially more direct transcriptional regulation by KLF6 (Supplementary Fig. 5d). In comparison, class 0 downregulated DEGs were enriched for pathways involving integrin and non-integrin dependent ECM interactions as compared to class 2 downregulated DEGs (Supplementary Fig. 5e).

To further characterize the potential mechanism by which podocyte-specific *KLF6* might mediate its salutary effects, we performed snATAC-seq on kidney cortex samples from *NPHS2-rtTA* and *KLF6*^*PODTA*^ mice to ascertain the degree of chromatin accessibility in the podocyte cluster. We successfully generated chromatin accessibility libraries for 9,894 nuclei that passed all quality control checks (Supplementary Fig. 6a–c). Dimensionality reduction was performed using R-packages *Signac 1.8.0*^20^ and *Seurat 4.3.0*^21^, and clusters were identified and assigned using anchors transferred from the snRNA-seq data. Label transfer was very successful in mapping the snATAC-seq data as indicated by the high prediction scores (Supplementary Fig. 6d). Nuclei from all 18 clusters in our snRNA-seq data were identified in the snATAC-seq data (Fig. 4a). To compare conformity between the snRNA and snATAC data, we plotted gene activity metrics for the clusters using the top significant marker genes from the snRNA-seq data (Fig. 4b). Gene activity score predicts the level of gene expression based on the accessibility of regulatory elements in the vicinity of the gene^22^. Majority of the clusters showed exemplary correlations between gene expression of the selected marker gene and its corresponding gene activity score (Fig. 4b). We also observed that all the clusters exhibited unique cell type-specific chromatin accessibility (Fig. 4c). To explore the potential chromatin accessibility changes induced by *KLF6* induction in the podocyte cluster, we performed differential accessibility analysis in the podocyte cluster between both groups (Fig. 4d, Supplementary Data 3). We also identified several chromatin organization genes such as Nuclear Receptor Coactivator 1 (*Ncoa1*), Nuclear Receptor Coactivator 2 (*Ncoa2*), Bromodomain Containing 1 (*Brd1*), Lysine Demethylase 5 C (*Kdm5c*), Lysine Demethylase 2 A (*Kdm2a*), PHD Finger Protein 20(*Phf20*), MSL Complex Subunit 2 (*Msl2*), GATA Zinc Finger Domain Containing 2B (*Gatad2b*) and, Polybromo 1 (Pbrm1) are differentially expressed in *KLF6*^*PODTA*^ podocytes (Supplementary Fig. 5f), suggesting that KLF6 might regulate chromatin reorganization. In addition, the *KLF6*^*PODTA*^ podocytes possessed chromatin regions that were more accessible compared to the *NPHS2-rtTA* podocytes (Fig. 4d). Motif enrichment analysis of the differentially more accessible chromatin regions in the *KLF6*^*PODTA*^ podocytes showed a high enrichment for several classes of transcription factors involved in podocyte differentiation such as WT1, KLF15, Transcription Factor 21 (TCF21), including KLF6, among others (Fig. 4e, Supplementary Data 4). Subsequent gene ontology (GO) enrichment analysis for the differential accessible chromatin regions showed an enrichment for biological processes involving the actin cytoskeleton such as cell-cell communication, Ca^2+^ signaling, VEGF signaling, receptor for tyrosine kinase signaling, and syndecan interactions, with higher statistical significance in the *KLF6*^*PODTA*^ accessible chromatin regions (Fig. 4f). Collectively, these data suggest that podocyte-specific induction of *KLF6* preserves podocyte health by increasing the accessibility to podocyte pro-differentiation transcription factors.

**Fig. 4:**
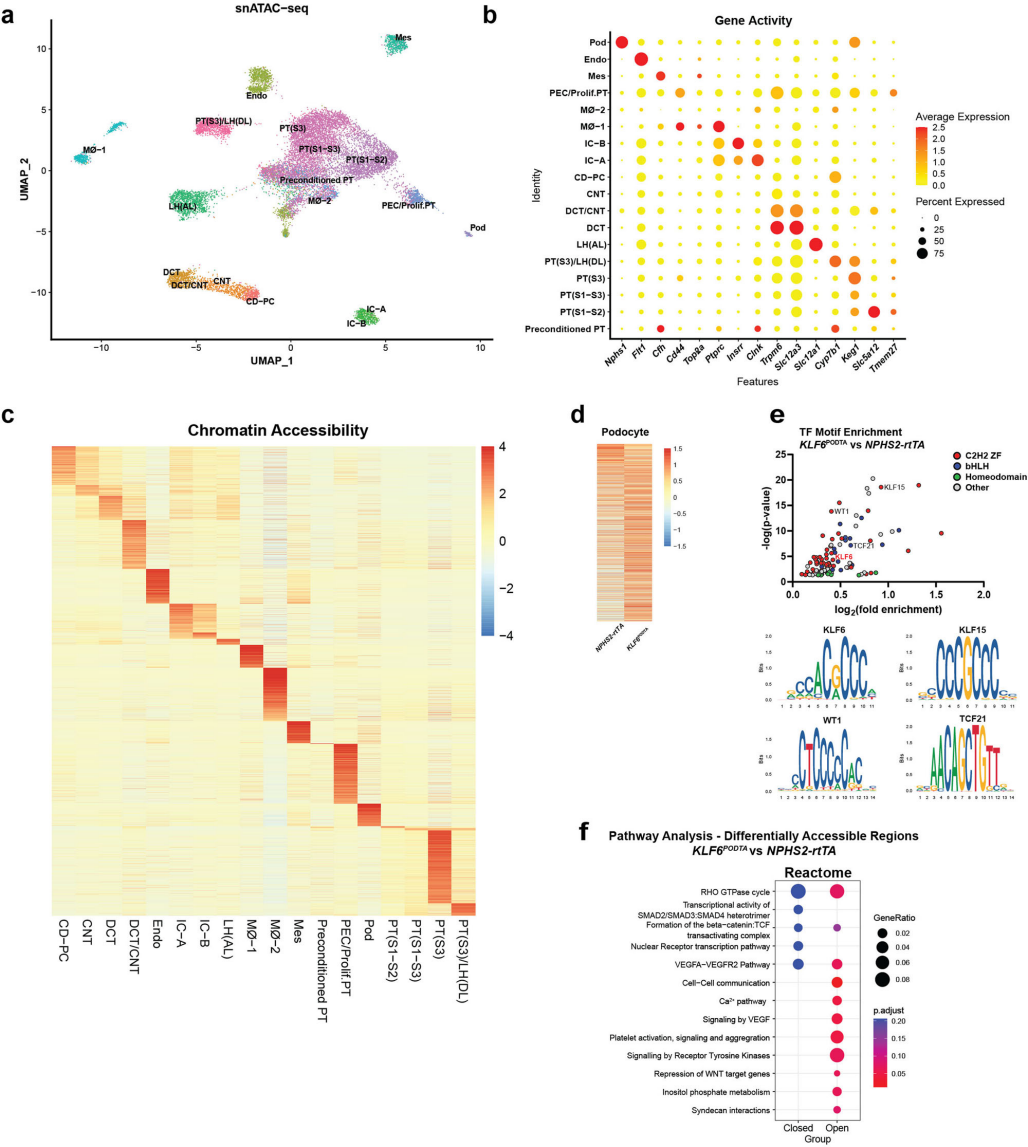
snATAC-seq analysis showing the gene activity, chromatin accessibility and motif enrichment analysis at baseline. **a** UMAP showing predicted annotation of the snATAC-seq data following integration and label transfer from the snRNA-seq data. **b** Dot plot showing gene activity aligned to canonical cell types in the adult mouse kidney based on a variety of cell type-specific marker genes. PT proximal tubules, LH(DL) Loop of Henle (Descending loop), LH(AL) Loop of Henle (Ascending loop), DCT distal convoluted tubule, CNT connecting tubule, CD-PC collecting duct principal cell, IC intercalated cell, Mø macrophage, PEC parietal epithelial cell, Prolif.PT Proliferating proximal tubules, Mes mesangial, Endo endothelial, Pod podocyte. **c** Heatmap showing of average number of Tn5 cut sites within a differentially accessible region (DAR) for all cell-types. **d** Heatmap showing differential chromatin accessibility in the podocyte cluster of *KLF6*^*PODTA*^ vs *NPHS2-rtTA*. **e** TF motif enrichment analysis was carried out on genes with differential accessible chromatin in the podocyte cluster (*KLF6*^*PODTA*^ vs *NPHS2-rtTA*); genes with C2H2 zinc finger (C2H2 ZF) motifs are shown in red, basic helix–loop–helix (bHLH) in blue, Homeodomain in green and others are shown in gray. DNA motifs that are overrepresented in a set of peaks that are differentially accessible including KLF6, KLF15, WT1, and TCF21 are shown below. The default statistical test (fisher’s exact test) in *Signac* package was used. **f** Reactome pathways associated with DARs in the podocytes are shown. Accessible terms in *KLF6*^PODTA^ are shown in red. The default statistical test (fisher’s exact test) in *clusteProfiler* package was used.

### Podocyte-specific induction of *KLF6* induces CaMK1D signaling in the 1st segment of the proximal tubule

Initial clustering of snRNA-seq data from all 4 groups demonstrated a transcriptionally distinct cluster resembling some, but not all components of the known segments of the PT, which we labeled “preconditioned-PT” (Fig. 3a). Interestingly, this cluster was predominant in both the nondiabetic and diabetic *KLF6*^*PODTA*^ groups, suggesting these transcriptional changes in this preconditioned-PT cluster are driven primarily by the induction of *KLF6* in the podocytes (Fig. 5a). In addition, the UMAP plots for all 4 groups showed a relative shift in cell population between the preconditioned-PT and the other PT groups (PTS1-S2, PTS1-S3, PTS3). 

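The 3 numbered clusters that make up preconditioned-PT differ in what they express. Cluster 2 leads with proximal tubule genes: Slc5a12, a lactate transporter of the early tubule, Slc5a2, the SGLT2 glucose transporter, and Hsd17b2 and Gldc, enzymes of steroid and glycine metabolism. Cluster 20 leads with Alb, Apoa2, Mup3 and Serpina1c, transcripts best known from liver, and Adamts12, a matrix protease. Cluster 0 holds most of the nuclei and, in the mean over 8 mice, leads with transcripts of red cells, plasma cells and podocytes. The red cell lead rests on the non-diabetic NPHS2-rtTA mice.
Per mouse, the 3 clusters together hold 182 and 1627 nuclei in non-diabetic NPHS2-rtTA (10.6% and 16.3% of all nuclei in clusters the paper assigns to the proximal tubule), 18,002 and 7265 in non-diabetic KLF6PODTA (88.7% and 73.6%), 751 and 795 in diabetic NPHS2-rtTA (28.7% and 17.7%), and 4548 and 790 in diabetic KLF6PODTA (69.8% and 17.5%). Cluster 0 alone holds 49.4% of the nuclei of diabetic KLF6PODTA replicate 1 and 6.32% of replicate 2. The paper proposes that KLF6 induced in podocytes drives this population, reasoning from its large share in both KLF6PODTA groups. Shares of nuclei depend on dissociation and on the depth at which a droplet counts as a nucleus, so they are given as values and were not tested.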

To characterize this preconditioned-PT cluster and explore its functional significance, we initially determined the top DEGs for this cluster (Supplementary Data 2). Key DEGs in this cluster included calcium/calmodulin dependent protein kinase ID (*Camk1d*), Cms1 ribosomal small subunit homolog (*Cmss1*), aminoacylase 3 (*Acy3*), and glutathione peroxidase 3 (*Gpx3*) (Fig. 5b). 

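In cluster 0, the largest of the 3 numbered clusters of the paper's preconditioned-PT, Camk1d, a calcium- and calmodulin-activated kinase, averages 17.9 over the 8 mice against 4.09 in the 5 other clusters that the paper assigns to the proximal tubule (mean log2 ratio 1.86, above 0 in all 8 mice). Camk1d is not particular to cluster 0. Cluster 16 (MØ-1, macrophages) reads at least as high in every mouse but diabetic KLF6PODTA replicate 1. The diabetic KLF6PODTA mice read 39.9 and 15.1 in cluster 16 and 51.8 and 2.59 in cluster 0. The diabetic NPHS2-rtTA mice read 23.2 and 18.1 in cluster 16 and 10.6 and 12.6 in cluster 0. Cmss1, a factor of small ribosomal subunit assembly, averages 41.7 against 12.5 (1.41, all 8 mice). Gpx3, the glutathione peroxidase that the proximal tubule secretes into plasma, averages 107 against 34.2 (1.80, all 8), and Acy3, an aminoacylase that deacetylates mercapturic acids, 13.4 against 4.88 (1.07, 7 of 8).
Transcripts of other nephron segments rank higher: Mecom, a transcription factor of distal identity, at 2.75, Slc8a1, the sodium-calcium exchanger of the connecting tubule, at 2.75, and Slc12a1 and Egf of the thick ascending limb at 2.66 and 2.65. Of 4131 genes compared, 688 are above and 799 below 0 in all 8 mice. Nuclei were assigned to the cluster by these same values, so the ratios only describe it and any test of them is circular.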

We subsequently interrogated our preconditioned-PT cluster using previous reported markers for PT-S1-S3, repairing/Injured PT and failed repair PT cell markers^23–27^ and found none of the repairing/injured or “failed repair” cell markers are expressed by the preconditioned-PT cell cluster, suggesting that this cluster is distinct from previously reported post-injury PT clusters (Fig. 5c). 

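Transcripts of injured and failed-repair tubule are present in cluster 0 of diabetic NPHS2-rtTA mice and near 0 in diabetic KLF6PODTA mice. Havcr1, the injury marker KIM-1, averages 0.02 in KLF6PODTA and 1.09 in NPHS2-rtTA (log2 ratio -3.24), and Vcam1 0.13 and 2.06 (-3.22). Cd44, a hyaluronan receptor of repairing epithelium, fell from 2.29 to 0.02 (-4.17), and Cxcl1, a neutrophil attractant, from 1.85 to 0.06 (-3.58). Sytl2, a vesicle-docking protein, fell by 3.04 log2 units.
These 5 are the only genes limma called in cluster 0 between the diabetic groups, of 4547 tested (adjusted p 0.026, for Sytl2 0.032); 224 have an unadjusted p under 0.05. Of 13 injury and repair genes measured (19 listed), 3 were called and 10 when adjusted over the list alone, with a median of -2.21. Of 12 inflammation genes measured (28 listed), 2 were called and 10 over the list alone, with a median of -2.0. Between the NPHS2-rtTA groups Vcam1 rose by 4.15 log2 units under UNx + STZ, a call lost only without diabetic NPHS2-rtTA replicate 2. The count of 5 is 117 without diabetic NPHS2-rtTA replicate 1, 8 without either non-diabetic NPHS2-rtTA mouse and 0 without diabetic NPHS2-rtTA replicate 2 or either diabetic KLF6PODTA mouse, and the 5 log2 ratios stay at or below -2.74 throughout. Sytl2 alone is also lost without either non-diabetic KLF6PODTA mouse, and with a replicate block the count is 0. The paper proposes that the cluster is distinct from post-injury tubule, reasoning from the absence of these markers. Its reading covers the whole preconditioned-PT population, while the values here are those of cluster 0 in single groups, with free RNA not separated.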

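Energy metabolism transcripts stand higher in cluster 0 of diabetic KLF6PODTA than of diabetic NPHS2-rtTA mice. Cox7b and Ndufb9, subunits of cytochrome oxidase and of complex I, have log2 ratios of 2.05 and 2.02, Idh2, a mitochondrial isocitrate dehydrogenase of the TCA cycle, 1.29, and Hadh and Acadm, enzymes of fatty acid beta-oxidation, 1.78 and 1.37. Fbp1 and Pck1, gluconeogenic enzymes of the proximal tubule, average 5.12 against 2.19 and 9.96 against 5.77 (2.19 and 0.96). Much of this rests on 1 mouse: without diabetic NPHS2-rtTA replicate 2 the ratios are 0.12 for Cox7b, 0.81 for Ndufb9, 0.65 for Idh2, 0.58 for Hadh, 0.77 for Acadm, 0.26 for Fbp1 and 0.21 for Pck1.
The median log2 ratio is 0.79 over 58 oxidative phosphorylation genes (47 higher in both mice, 16.7% by chance), 0.60 over 16 glycolysis and gluconeogenesis genes (9 higher, 1 lower), 0.57 over 19 TCA genes (11 and 0) and 0.47 over 22 fatty acid oxidation genes (10 and 1). The oxidative phosphorylation median lies above all 10,000 random lists, and that of 43 cytoplasmic ribosomal proteins is -0.01. Larger medians belong to general proximal tubule genes (1.55), mitochondrially encoded genes (1.36) and abundant proximal tubule RNA (1.16). That order rests on diabetic NPHS2-rtTA replicate 2: without it the medians are 0.53 for oxidative phosphorylation, 0.35 for general proximal tubule genes and 0.17 for mitochondrially encoded genes. No member of these lists is called by limma, also when adjusted over the list alone. Between the non-diabetic groups the oxidative phosphorylation median is 1.23 for the replicate 1 mice and -1.59 for the replicate 2 mice.
Against the other proximal tubule clusters, cluster 0 has a median log2 ratio over the 8 mice of 1.25 for oxidative phosphorylation, 1.07 for glycolysis, 0.55 for TCA and 0.28 for fatty acid oxidation, and of 1.52 for ribosomal proteins. General proximal tubule genes stand at -0.20. Ribosomal protein genes thus stand as high as the metabolic lists in these low-count nuclei, which limits what the metabolic lists add.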

Subsequent pathway enrichment analysis using WikiPathways^17^ for these upregulated DEGs demonstrated an enrichment in metabolic pathways, such as electron transport chain, glycolysis & gluconeogenesis, amino acid metabolism, tricarboxylic acid cycle (TCA) cycle, and peroxisome proliferator-activated receptors (PPAR) signaling, tryptophan metabolism, and fatty acid metabolism, which are collectively pathways known to be enriched in the PT segments under basal conditions (Fig. 5d). Furthermore, among the upregulated DEGs in the preconditioned-PT cluster, *Camk1d* and *Cmss1* were significantly upregulated in the diabetic *KLF6*^*PODTA*^ as compared to the other groups (Fig. 5e). 

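Camk1d, whose kinase the paper later silences in tubule cells, reads 51.8 and 2.59 UMIs per 10,000 in cluster 0 of the 2 diabetic KLF6PODTA mice and 10.6 and 12.6 in the 2 diabetic NPHS2-rtTA mice. Cmss1 reads 117 and 7.10 against 31.5 and 15.1. The first KLF6PODTA mouse thus has the highest Camk1d of all 8 mice and the second the lowest. Non-diabetic mice split the same way by replicate: Camk1d is 29.9 and 5.54 in NPHS2-rtTA and 26.8 and 3.46 in KLF6PODTA, and Cmss1 77.2 and 5.99, then 72.7 and 6.80. Acy3 is 5.83 and 6.17 against 3.69 and 0.16, and Gpx3 123 and 62.5 against 77.2 and 64.4.
Between the diabetic groups, limma gives a log2 ratio of 0.02 (SE 1.25) for Camk1d and 0.40 (SE 1.40) for Cmss1, and calls neither. Camk1d goes to -2.11 without diabetic KLF6PODTA replicate 1 and to 2.15 without diabetic KLF6PODTA replicate 2, and Cmss1 to -1.61 and 2.42. With all nuclei of a group pooled, a setting chosen after the data were seen, the Camk1d means are 47.2 in diabetic KLF6PODTA, 20.6 in non-diabetic KLF6PODTA, 10.9 in diabetic and 9.31 in non-diabetic NPHS2-rtTA, because 4382 of the diabetic KLF6PODTA nuclei come from replicate 1 and 450 from replicate 2. In all 23 clusters the second diabetic KLF6PODTA mouse has less Camk1d than both diabetic NPHS2-rtTA mice. Separately, the paper reports an increase of CaMK1D staining in tubules of KLF6PODTA mice, and protein is not measured by these values.

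**Figure D3:**
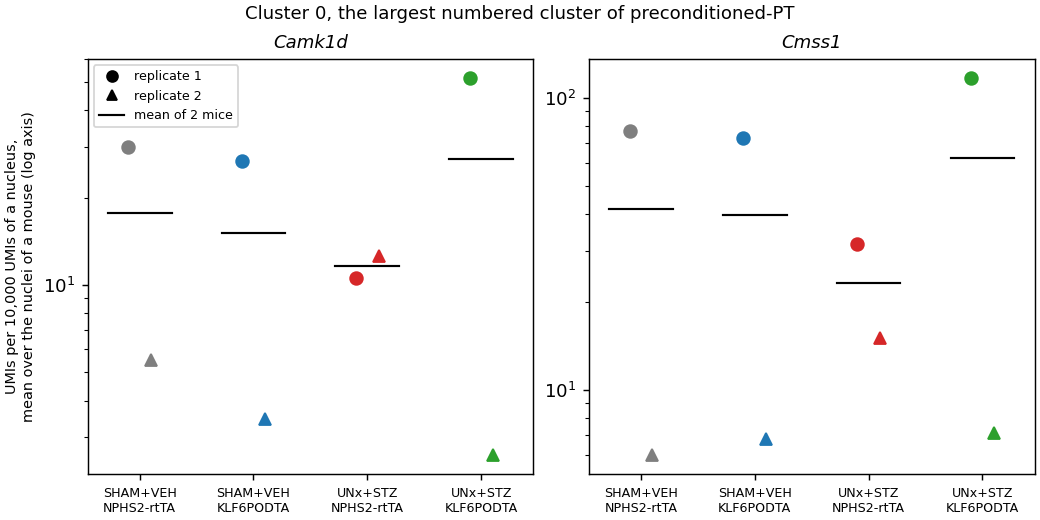
Camk1d and Cmss1 in cluster 0, in UMIs per 10,000 averaged over nuclei on a log axis, 1 point per mouse in the 4 groups, with the group mean as a line. Replicate 1 mice lie above replicate 2 mice in all groups but diabetic NPHS2-rtTA for Camk1d.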

To explore the potential transcriptional paths between the tubular segments and the preconditioned-PT, we performed trajectory analysis on the snRNA sequencing data using monocle (Supplementary Fig. 7a). While the other PT segments, namely PT(S1-S2), PT(S1-S3), PT(S3) and PT(S3)/LH(DL), showed similar ordering across pseudotime constrained mainly on one side of branch point 1, the preconditioned-PT spanned across both sides of branch point 1, showing both its similarity as well as uniqueness from the other PT segments (Supplementary Fig. 7b). 

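Transcripts of the proximal tubule segments are present in the clusters the authors named for them in most mice, though Erc2 and Keg1 are not confined there. Slc5a12, a sodium-coupled lactate transporter of the early tubule, reads 18.8 to 35.6 in cluster 6 (PT(S1-S2)). Erc2, a scaffold of the presynaptic active zone, reads 10.2 to 19.5 in cluster 1 (PT(S1-S3)) of 7 mice, Keg1, a kidney-enriched acyltransferase, 6.16 to 73.3 in cluster 4 (PT(S3)), and Cyp7b1, an oxysterol hydroxylase, 13.2 to 45.3 in cluster 5 (PT(S3)/LH(DL)) of 7 mice. The eighth mouse for both is diabetic NPHS2-rtTA replicate 2, at 3.14 for Erc2 and 0.78 for Cyp7b1. Over the 8 mice Erc2 averages 13.8 in cluster 1 and also 11.4 in cluster 4. Keg1, pooled over nuclei, reads 26.4 in cluster 0 of non-diabetic NPHS2-rtTA mice. Cd44 in cluster 11 (PEC/Prolif.PT) is a marker of diabetic NPHS2-rtTA mice, at 5.76 and 6.57, against at most 0.52 in the other 6 mice.
In cluster 0, the log2 ratios of diabetic KLF6PODTA to diabetic NPHS2-rtTA are 1.27 for Slc5a12, 1.38 for Erc2, 0.71 for Keg1 and 0.46 for Cyp7b1, and limma calls none; without diabetic NPHS2-rtTA replicate 2 they are 0.20, 0.66, 0.11 and -0.21. General proximal tubule genes there have a median of 0.31 between the replicate 1 mice and of 2.82 between the replicate 2 mice.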

Expression of the key DEGs of the preconditioned-PT (*Camk1d*), PT(S1-S2) (*Slc5a12*), PT(S1-S3) (*Erc2*), PT(S3) (*Keg1*), PT(S3)/LH(DL) (*Cyp7b1*) and PEC/Proliferating PT (*Cd44*), localized similarly to their pseudotime ordering patterns (Supplementary Fig. 7d). We further interrogated the DEGs responsible for the branch-dependent expression across branch point 1 and the pathways they are involved in using clusterprofiler (Supplementary Fig. 7c, e). We found fatty acid beta-oxidation, glycolysis and gluconeogenesis, oxidative phosphorylation, and electron transport chain among the significant pathways (Supplementary Fig. 7e). These data suggest that a shift towards a highly metabolically active PT characterizes the transcriptome of the preconditioned-PT cluster.

**Fig. 5:**
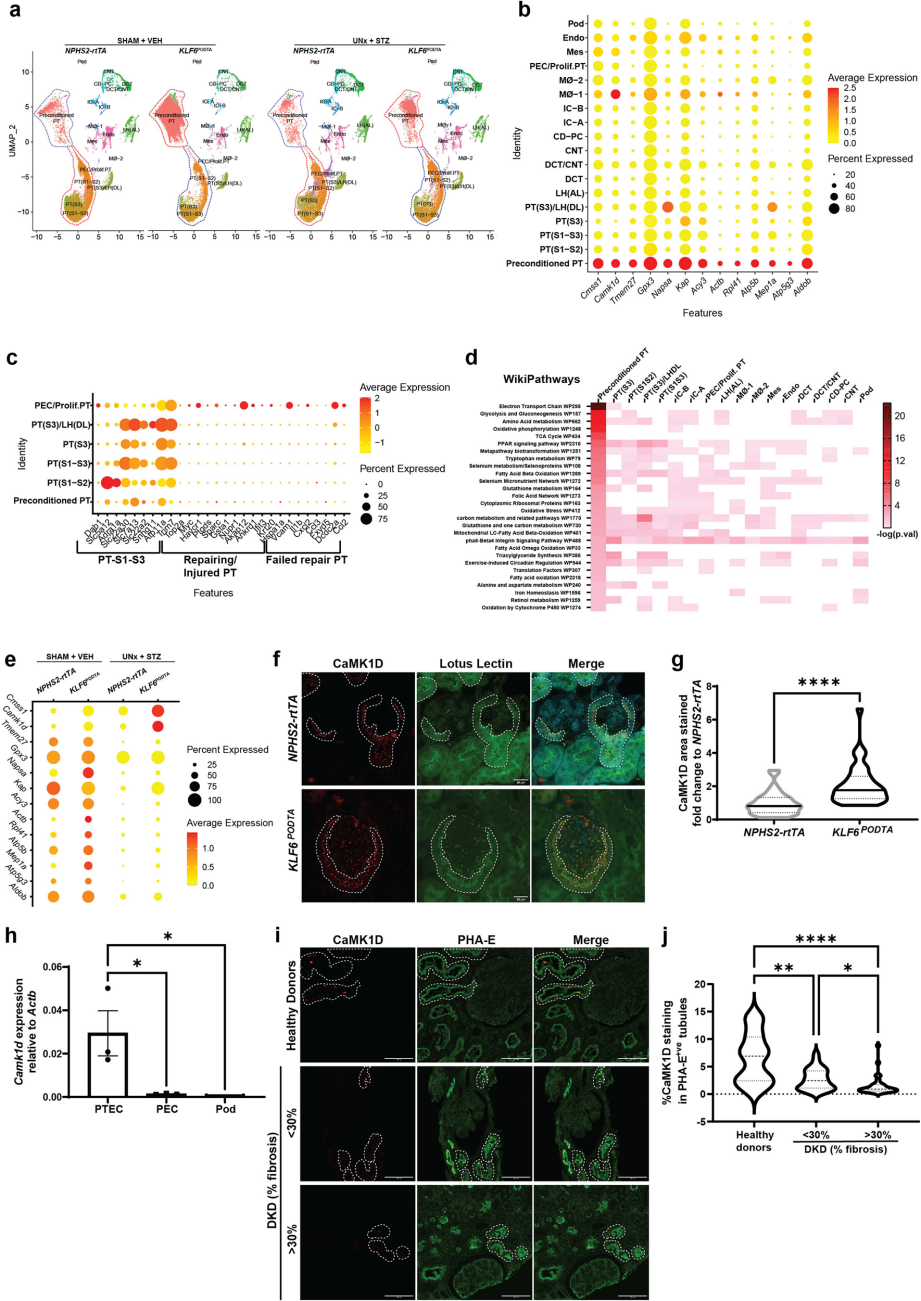
snRNA-seq analysis reveals a unique proximal tubule (preconditioned-PT) subpopulation predominant in *KLF6*^*PODTA*^ mice. **a** UMAP highlighting the relative shift in the nuclei between the preconditioned-PT and other PT clusters across the groups, red outline indicates higher nuclei count and blue outline indicates lower nuclei count. **b** Dot plot showing highly upregulated genes in the preconditioned PT cluster. **c** Dot plot showing injury markers from previously reported datasets (PT-S1-S3, repairing injured PT, failed repair PT) in the preconditioned-PT cluster as compared to other PT clusters. **d** Heatmap showing pathway enrichment analysis (WikiPathway) for differentially upregulated genes in the preconditioned PT cluster as compared to all other clusters. The default statistical test (fisher’s exact test) in *Seurat* package was used. **e** Dot plot showing differential expression of upregulated genes across the groups. **f** Representative images of CaMK1D and lotus lectin immunostaining. **g** Quantification of CaMK1D staining per high power field (hpf - 20x) images (*n* = 10 hpf/mouse, *n* = 3 mice/group; *p* = < 0.0001, ****p < 0.0001; Mann–Whitney test). **h** *Camk1d* expression (relative to mouse actin) in isolated primary proximal tubule cells (PTEC), parietal epithelial cells (PEC), and podocytes (Pod) (*n* = 3 mice/group, *p* = 0.0381 for PTEC vs PEC and *p* = 0.0316 for PTEC vs Pod, *p < 0.05; ordinary one-way ANOVA; data presented as mean ± SEM). **i** Representative images of CaMK1D and PHA-E staining in human biopsy tissue in healthy donor specimens, DKD (<30% and > 30% fibrosis) (*n* = 3 mice/group). **j** Quantification of CaMK1D staining in PHA-E^+^ tubules (*n* = 33–35 tubules; *p* = 0.0036 for healthy donors vs < 30% fibrosis, *p* = <0.0001 for healthy control vs > 30% fibrosis, *p* = 0.0284 for < 30% fibrosis vs > 30% fibrosis, *p < 0.05, **p < 0.01, ****p < 0.0001; Kruskal–Wallis test with Dunn’s post-test). Source data are provided as a Source Data file.

To determine the spatial location of these unique PT cell populations, we costained for CaMK1D (high enrichment in the preconditioned-PT cluster) and lotus lectin in *NPHS2-rtTA* and *KLF6*^*PODTA*^ mice, which showed granular and apical staining specifically in the 1st segment of the PT, proximal to the podocytes (Fig. 5f, Supplementary Fig. 7f). Furthermore, this PT-specific CaMK1D expression was increased in the *KLF6*^*PODTA*^ mice as compared to *NPHS2-rtTA* mice (Fig. 5f, g). We also validated that *Camk1d* mRNA expression was enriched in PT cells in isolated primary PT cells as compared to neighboring parietal epithelial cells (PECs), and podocytes (Fig. 5h). In addition, CaMK1D was enriched in the PT segments with coexpression of CaMK1D in PHA-E^+ve^ cells in healthy donor nephrectomies (Fig. 5i). Interestingly, this PT-specific CaMK1D expression was reduced in kidney biopsies with early (<30% fibrosis), prior to significant loss of PT segments, as well as late (>30% fibrosis) DKD as compared to control specimens (Fig. 5i, j). Based on these data, the sole induction of podocyte-specific *KLF6* triggers CaMK1D signaling and pro-metabolic pathways in the 1st segment of PT, which might precondition the PT cells against diabetic injury.

### The requisite role of CaMK1D in the proximal tubule

In the setting of podocyte-specific *KLF6* induction, we report an increase in CaMK1D expression and an enrichment in DEGs involving oxidative phosphorylation and electron transport chain in the 1st segment of PT, proximal to the podocytes. To ascertain the role of CaMK1D in the kidney, we initially knocked down *CAMK1D* in HK2 cells (*CAMK1D-shRNA*). *CAMK1D* knockdown was confirmed using qPCR, western blot and immunofluorescence staining (Fig. 6a–c). *CAMK1D-shRNA* cells exhibited a reduction in cell viability (cell count over time) as compared to *EV-shRNA* cells (Fig. 6d). These findings were validated with 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay (Fig. 6e). In addition, *CAMK1D-shRNA* cells had reduced mitochondrial membrane potential as compared to *EV-shRNA* cells (Fig. 6f). To assess for changes in mitochondrial structure, we initially stained for translocase of the outer mitochondrial membrane (TOM20), which demonstrated an increase in mitochondrial fragmentation in *CAMK1D-shRNA* cells as compared to *EV-shRNA* cells, as demonstrated by an increase in the % of cells with fragmented mitochondria as compared to tubular mitochondria (Fig. 6g, h). Since mitochondrial fission is inhibited with the phosphorylation of Dynamin related protein 1 (pDRP1) at Ser637^28^, we observed that *CAMK1D-shRNA* cells exhibited a reduction in pDRP1(ser637) expression as compared to *EV-shRNA* cells (Fig. 6i).

**Fig. 6:**
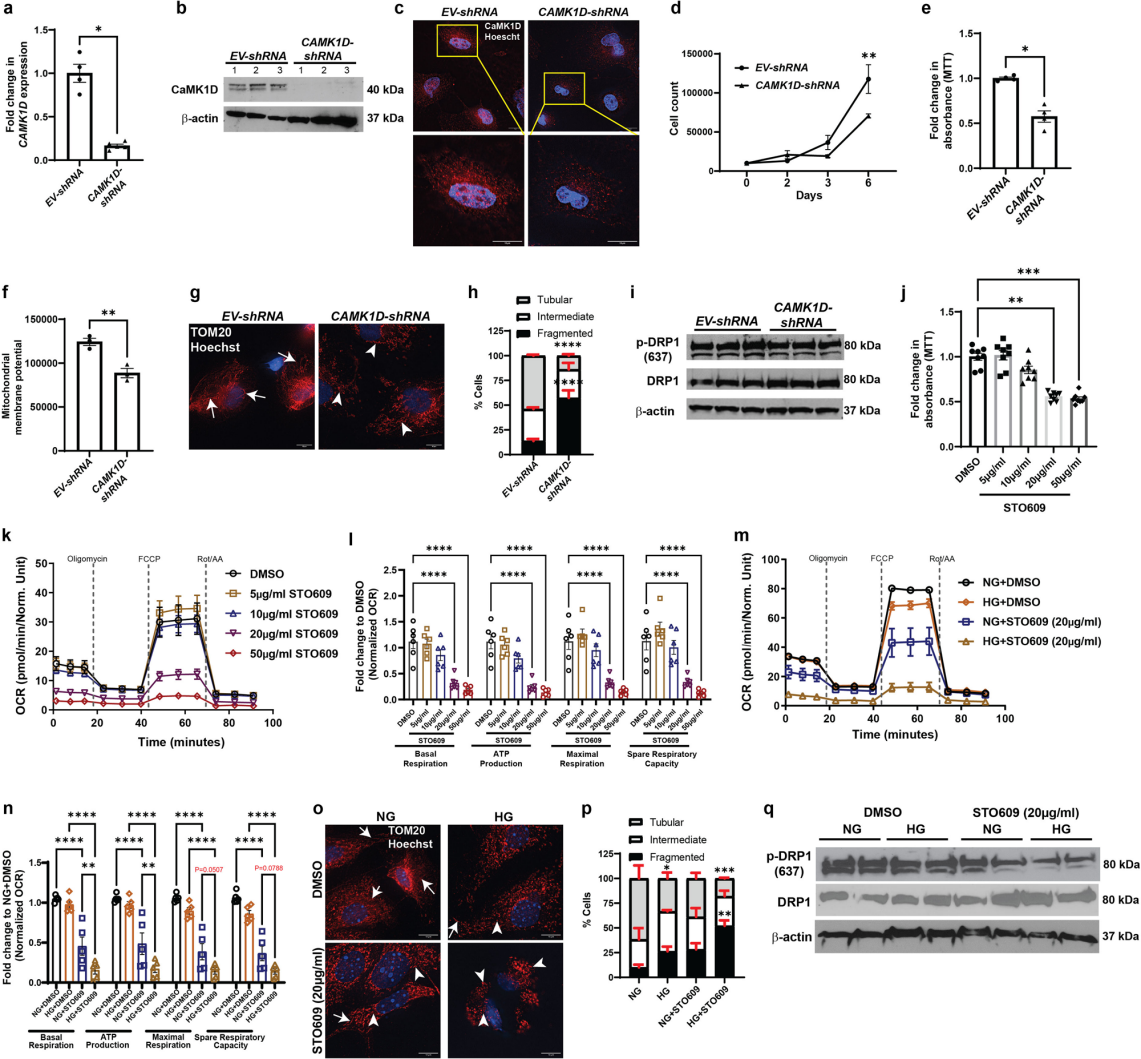
Genetic and pharmacological inhibition of CaMK1D induces mitochondrial injury and reduces cell survival. **a** Fold change in *CAMK1D* expression (n(biological replicates) = 4 for *EV-ShRNA* and n(biological replicates) = 5 for *CAMK1D-shRNA*, *p* = 0.0159, *p < 0.05; Mann–Whitney test, two-sided; data presented as mean ± SEM). **b** Western blots for CaMK1D and β-actin. **c** Representative images for CaMK1D and Hoechst immunostaining. **d** Cell count at days 0, 2, 3 and 6 (n(biological replicates) = 3, *p* = 0.0025, **p < 0.01; two-way ANOVA; data presented as mean ± SEM). **e** Cell viability (n(biological replicates) = 4, *p* = 0.0286, *p < 0.05; Mann–Whitney test, two-sided; data presented as mean ± SEM). **f** Mitochondrial membrane potential (n(biological replicates) = 3, *p* = 0.0071, **p < 0.01; Welch’s *t*-test, two-sided; data presented as mean ± SEM). **g** Representative images for TOM20 and Hoechst staining. Arrow-tubular mitochondria; Arrowheads-indicates fragmented mitochondria. **h** % of cells with tubular, intermediate, and fragmented mitochondria (n(biological replicates) = 30, for three independent experiments, *p* = <0.0001 for tubular and fragmented mitochondria ****p < 0.0001, two-way ANOVA; data presented as mean ± SEM). **i** Western blots for pDRP1(637), DRP1, and β-actin. **j** Cell viability in 1° PT cells (n(biological replicates) = 8, *p* = 0.0039 for DMSO vs STO609 (20 µg/ml) and *p* = 0.0007 for DMSO vs STO609 (50 µg/ml), **p < 0.01, ***p < 0.001; Kruskal–Wallis test with Dunn’s posttest; data presented as mean ± SEM). **k**–**l** OCR in 1° PT cells (n(biological replicates) = 6, *p* = < 0.0001 for DMSO vs STO609 (20 µg/ml and 50 µg/ml), ****p < 0.0001; one-way ANOVA; data presented as mean ± SEM). **m**, **n** OCR with quantifications in 1° PT cells in normal (NG) and high glucose (HG) conditions (n(biological replicates) = 5, *p* = 0.0086 for basal respiration (NG + STO609 vs HG + STO609), *p* = 0.0056 for ATP production (NG + STO609 vs HG + STO609), *p* = <0.0001 for NG + DMSO vs NG + STO609 and HG + DMSO vs HG + STO609 for all other significant comparisons, **p < 0.01, ****p < 0.0001; one-way ANOVA; data presented as mean ± SEM). **o**, **p** Representative images of TOM20 and Hoechst staining and quantification of % of cells with tubular, intermediate, and fragmented mitochondria in 1° PT cells Arrow-tubular mitochondria; Arrowheads indicates fragmented mitochondria (n(biological replicates) = 30, for three independent experiments, *p* = 0.0389 for tubular NG vs HG, *p* = 0.0014 for fragmented NG vs HG + STO609, *p* = 0.001 for tubular NG vs HG + STO609, *p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA; data presented as mean ± SEM). **q** Western blots for pDRP(637), DRP1, and β-actin in 1° PT. Source data are provided as a Source Data file.

To validate this detrimental effect of the loss of *CAMK1D* on mitochondria specifically in primary PT cells, we pharmacologically inhibited CaMK1D with STO-609, which inhibits CAMKK, leading to a loss of phosphorylation and subsequent inactivation of CaMK1D^29,30^. Primary PT cells treated with STO-609 at 20 µg/ml and 50 µg/ml resulted in reduced cell viability (Fig. 6j) as well as a reduction in basal respiration, ATP production, maximal respiration, and spare respiratory capacity as compared to DMSO-treated cells (Fig. 6k, l). Furthermore, STO-609-treated cells also exhibited a reduction in basal respiration, ATP production, maximal respiration, and spare respiratory capacity as compared to DMSO-treated cells under normal glucose (NG, 5 mM) conditions, which was further exacerbated under high glucose (HG, 30 mM) conditions (Fig. 6m, n). TOM20 staining also showed an increase in mitochondrial fragmentation in STO-609-treated cells as compared to DMSO-treated cells under HG conditions (Fig. 6o, p). In addition, STO-609 reduced pDRP1(ser637) expression in primary PT cells as compared to DMSO under HG conditions, suggesting an increase in mitochondrial fission in the presence of pharmacological CaMK1D inhibition (Fig. 6q). Under diabetic conditions, we also observed that STO609 increased PT injury (loss of brush border staining, tubular dilatation, and reduced lotus lectin expression) as compared to DMSO treatment in the *KLF6*^*PODTA*^ mice (Supplementary Fig. 8a, b). STO609-treated mice also had an increase in interstitial fibrosis (increase in picrosirius red and α-SMA expression) as compared to DMSO-treated mice, suggesting that CaMK1D inhibition exacerbated kidney injury under diabetic conditions (Supplementary Fig. 8a–c).

### Increased release of ApoJ from the KLF6^+^ podocytes triggers PT CaMK1D signaling, leading to a reduction in PT injury

To ascertain the mechanism by which podocyte-specific *KLF6* triggers CaMK1D signaling in PT cells, primary PT cells were initially treated with conditioned media from primary mouse podocytes isolated from *KLF6*^*PODTA*^ mice as compared to *NPHS2-rtTA* mice under NG and HG conditions. While the *NPHS2-rtTA* podocyte secretome reduced cell respiration in PT cells, this was restored with exposure to the *KLF6*^*PODTA*^ podocyte secretome under HG conditions (Fig. 7a, b). Tandem mass spectrometry was subsequently performed on the conditioned media, after removal of cell debris, to determine the differentially secreted proteins between *KLF6*^*PODTA*^ and *NPHS2-rtTA* podocytes. A total of 838 proteins were identified, with 321 proteins significantly increased [fold change (FC > 1.2)] and 132 proteins significantly decreased (FC < 0.77) in the *KLF6*^*PODTA*^ compared with the *NPHS2-rtTA* conditioned medium (Fig. 7c, Supplementary Data 5). Key proteins such as ApoJ, calreticulin (CALR), clathrin light chain A (CLTA), clathrin light chain B (CLTB), collagen type IV alpha 1 (COL4A1) were differentially expressed in the conditioned medium from *KLF6*^*PODTA*^ as compared to *NPHS2-rtTA* podocytes. In comparison, a total of 142 proteins were identified, with 30 proteins significantly increased (FC > 1.3) in the urine proteome of *KLF6*^*PODTA*^ as compared to *NPHS2-rtTA* mice (Fig. 7d, Supplementary Data 5). Interestingly, ApoJ was uniquely enriched in both the podocyte secretome and the urine proteome of *KLF6*^*PODTA*^ as compared to the *NPHS2-rtTA* mice, suggesting an increase in the release of ApoJ from the podocytes in presence of *KLF6* induction. ApoJ, also known as clusterin, is a glycoprotein that has been previously reported to have a salutary effect in the kidney^31–34^. Specifically, pre-treating podocytes with recombinant ApoJ has shown to be protective against apoptosis by reducing oxidative-stress induced under diabetic conditions^33^. To determine the expression of *ApoJ* in the glomeruli under diabetic conditions, we interrogated previous reported microarrays using *Nephroseq* to compare human biopsy specimens with DKD as compared to healthy donor nephrectomies^35,36^. *ApoJ* expression was significantly increased in microdissected glomeruli in DKD patients compared to healthy donors and it inversely corelates with estimated GFR (Supplementary Fig. 9a, b). To ascertain potential ligand-receptor interactions between podocytes and PT cells, a previously validated database of known ligand-receptor interactions^37^ was interrogated to predict potential ligands from the podocyte secretome and urine proteome as well as corresponding receptors from the DEGs in the preconditioned-PT cell cluster (Fig. 7e). 

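Lrp2, the endocytic receptor megalin, is lower in cluster 0 than in the other proximal tubule clusters in all 8 mice (mean log2 ratio -0.57). Within cluster 0 it reads 14.3 and 16.6 in diabetic KLF6PODTA mice, near the 16.4 and 19.4 of non-diabetic NPHS2-rtTA mice, against 10.5 and 2.48 in diabetic NPHS2-rtTA mice (log2 ratio 1.57, SE 0.62, not called by limma, and 0.55 without the second of these). Clu, which encodes the chaperone ApoJ, reads 0.57 and 0.18 in podocytes of diabetic KLF6PODTA mice and 0.38 and 1.52 in those of diabetic NPHS2-rtTA mice (-1.01, not called). Clu is thus a scarce transcript in podocyte nuclei, and in cluster 0 it reads 6.13 and 1.32 against 4.57 and 5.26. Protein secretion and receptor binding are not measured by these values.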

ApoJ, which was identified in the podocyte secretome and the urine proteome of *KLF6*^*PODTA*^ mice, demonstrated a potential ligand-receptor interaction with Lrp2 in the preconditioned-PT cluster (Fig. 7e). Interestingly, depending on the degree of glycosylation, the secretory form of ApoJ has been previously reported to serve as a molecular chaperone by binding to specific cell surface receptors to mediate its biological effects, such as endocytosis^38^. Immunohistochemistry confirmed that ApoJ was enriched in the podocytes and the apical portion of the 1st PT segment in *KLF6*^*PODTA*^ as compared to *NPHS2-rtTA* mice (Fig. 7f). Additionally, we costained ApoJ with podocyte marker, synaptopodin, and found increased colocalization of ApoJ in podocytes (Supplementary Fig. 9c). While ApoJ is present at high levels in the plasma and prevents complement deposition^39^, we did not observe an increase in complement deposition (C3 and C5b-9 expression) in *KLF6*^*PODTA*^ as compared to *NPHS2-rtTA* mice (Supplementary Fig. 9d).

**Fig. 7:**
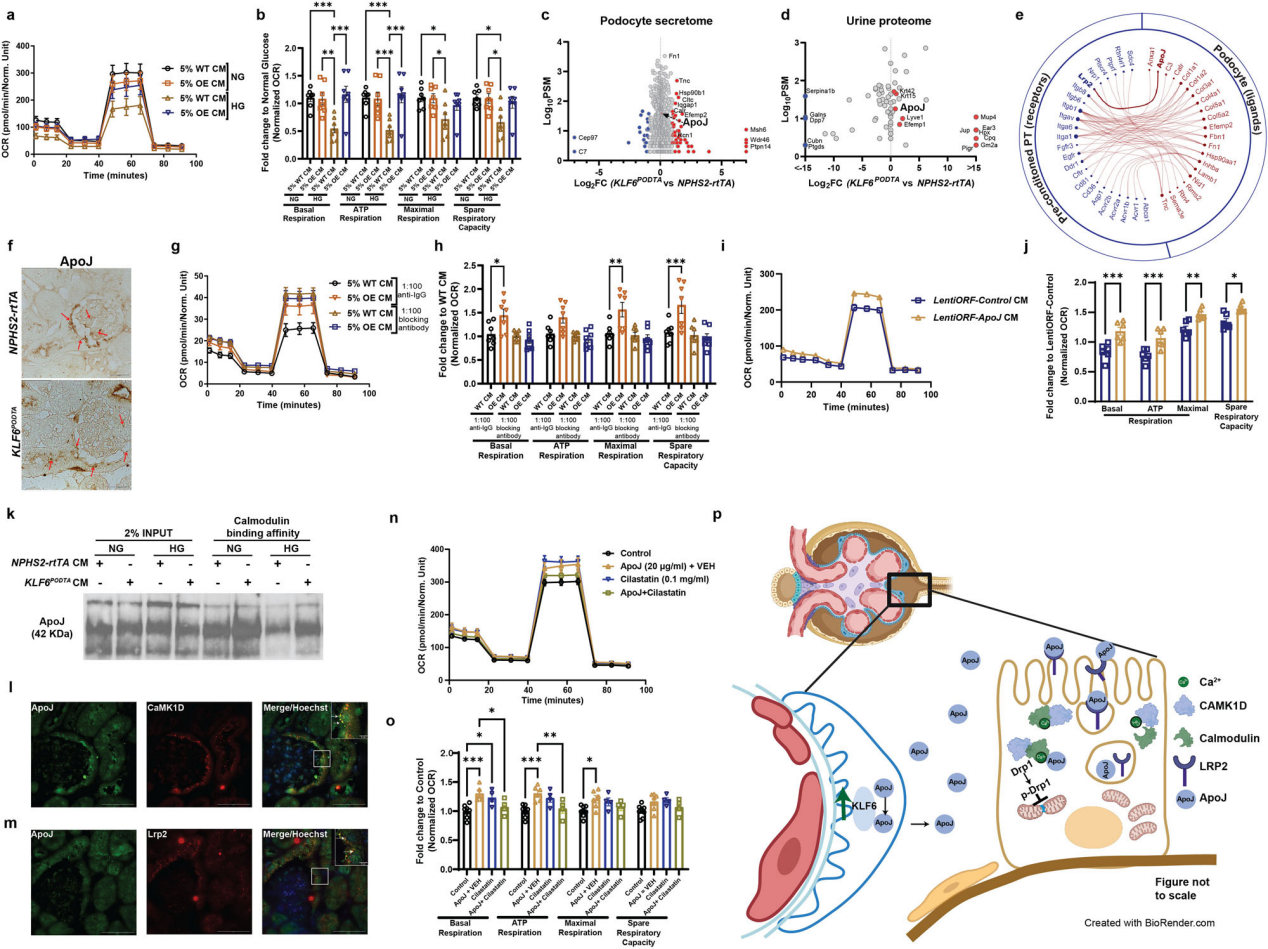
Secretory ApoJ from *KLF6*^*PODTA*^ 1° mouse podocytes restores mitochondrial respiration under high glucose conditions. **a**, **b** OCR and quantifications in 1° PT treated with conditioned media (CM) from 1° *KLF6*^*PODTA*^ (OE) versus *NPHS2-rtTA* (WT) podocytes in normal glucose (NG) and high glucose (HG). *n* (biological replicates) = 7; basal respiration: *p* = 0.0013:OE CM (NG) vs WT CM (HG), *p* = 0.0008:OE CM (NG vs HG), *p* = 0.0002:WT CM vs OE CM (HG); ATP production: *p* = 0.0006:OE CM (NG) vs WT CM (HG), *p* = 0.0004:WT CM (NG vs HG), *p* = < 0.0001:WT CM vs OE CM (HG); maximal respiration: *p* = 0.0343:WT CM (NG vs HG), *p* = 0.0389:OE CM (NG) vs WT CM (HG); spare respiratory capacity: *p* = 0.0143:OE CM (NG) vs WT CM (HG), *p* = 0.0117:WT CM (NG vs HG). **c**, **d** Volcano plot showing podocyte secretome and urine proteome from mice (*n* = 3). **e** Circos plot highlighting ligand-receptor interactions for upregulated proteins in podocyte secretome and DEGs in preconditioned-PT from snRNA-seq. **f** Representative images of ApoJ immunohistochemistry. Arrows-ApoJ staining (*n* = 3 mice/group, scale bar = 25 µm). **g**, **h** OCR and quantifications in 1° PT cells treated with CM + anti-ApoJ blocking antibody or CM + anti-IgG in HG (*n* (biological replicates) = 7); WT CM vs OE CM: *p* = 0.0259(basal respiration), *p* = 0.0026(maximal respiration), *p* = 0.0004(spare respiratory capacity). **i**, **j** OCR and quantifications in 1° PT treated with CM from differentiated human podocytes in HG (*n* (biological replicates) = 6, *p* = 0.0001(basal respiration), *p* = 0.0009(ATP production), *p* = 0.005(maximal respiration), *p* = 0.0156(spare respiratory capacity)). **k** Western blot for immunoprecipitation of ApoJ in 1° PT treated with CM in NG/HG. **l**, **m** Representative images from co-immunostaining for ApoJ, CaMK1D, Lrp2, and Hoechst. Arrows-indicate ApoJ/CamK1D and ApoJ/Lrp2 colocalization. (scale bar = 50 µm, 5 µm for inset). **n**, **o** OCR and quantification in 1° PT treated with recombinant ApoJ ± cilastatin/VEH (*n* (biological replicates) = 7 for control), (*n* (biological replicates)=5) for ApoJ+VEH, (n(biological replicates) = 5) for ± cilastatin; basal respiration: *p* = 0.0003(control vs ApoJ + VEH), *p* = 0.0157(control vs cilastatin), *p* = 0.0329 (ApoJ + VEH vs ApoJ + cilastatin); ATP production:*p* = 0.0001 (control vs ApoJ + VEH), *p* = 0.0086 (ApoJ + VEH vs ApoJ + cilastatin); maximal respiration:*p* = 0.0151 (control vs ApoJ + VEH). **p** Proposed schematic of potential KLF6-ApoJ-CaMK1D signaling between podocytes and PT cells. For all data: *p < 0.05, **p < 0.01 ***p < 0.001, Kruskal–Wallis test with Dunn’s posttest; data presented as mean ± SEM. Source data are provided as a Source Data file. **p** Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license https://creativecommons.org/licenses/by-nc-nd/4.0/deed.en.

To determine whether the PT-protective effects of the *KLF6*^*PODTA*^ podocyte secretome are driven largely by ApoJ, the conditioned media from *KLF6*^*PODTA*^ and *NPHS2-rtTA* podocytes were incubated with goat anti-ApoJ antibody (1:100) as compared to goat IgG antibody for 24 h prior to being administered to primary PT cells. While the *KLF6*^*PODTA*^ podocyte secretome improved PT basal respiration, maximal respiration, and spare respiratory capacity, blocking of ApoJ attenuated these protective effects on the mitochondria (Fig. 7g, h). To further validate these findings, we initially generated human podocytes with stable *APOJ* overexpression (*Lenti-ORF*–*APOJ)* as compared to control podocytes (*Lenti-ORF-control*) (Supplementary Fig. 10a, b). PT cells treated with the conditioned media from *Lenti-ORF-APOJ* podocytes had higher basal respiration, ATP production, maximal respiration, and spare respiratory capacity as compared to *Lenti-ORF-control* podocytes under HG conditions (Fig. 7i, j). Interestingly, the sole induction of *APOJ* also increased canonical podocyte markers of differentiated podocytes such as nephrin and synaptopodin, suggesting that ApoJ might also have salutary effects on podocyte health (Supplementary Fig. 10c).

Since calmodulin is critical component of CaMK1D activation and signaling, we tested the interaction between ApoJ and calmodulin by incubating the primary PT cell fractions that have been exposed to *KLF6*^*PODTA*^ and the *NPHS2-rtTA* podocyte secretome under NG and HG conditions using calmodulin-sepharose beads. While the ApoJ-calmodulin interaction was reduced in the PT cells when exposed to *NPHS2-rtTA* podocyte secretome, this was restored with the *KLF6*^*PODTA*^ podocyte secretome under HG conditions (Fig. 7k). In addition, immunofluorescence staining demonstrated ApoJ colocalized with CaMK1D (Fig. 7l). Lrp2 has been reported previously as the endocytic receptor for ApoJ^40^. Since the molecular weight of Lrp2 limits co-immunoprecipitation studies, we conducted immunofluorescence staining with quantification using *CellProfiler* to demonstrate that ApoJ colocalizes with Lrp2 in the proximal tubules (Fig. 7m, Supplementary Fig. 11). We also treated the PT cells with recombinant ApoJ which led to an increase in PT basal respiration, ATP respiration, and maximal respiration. Finally, concurrent treatment with cilastatin, inhibitor of Lrp2 receptor activity^41–43^, attenuated the salutary effects of ApoJ in PT cells as demonstrated by a decrease in basal respiration, ATP-linked, and maximal respiration (Fig. 7n, o). Collectively, these data suggest that the kidney-protective effects of podocyte-specific KLF6 might, in part, be mediated through ApoJ-CaMK1D signaling in PT cells.

## Discussion

A large body of literature has focused on factors that drive kidney injury in diabetes, but little is known about mechanisms that confer resistance to progression of DKD. These unexplored mechanisms that delay progression of DKD might serve as potential targets for therapy in those individuals that progress rapidly. While podocyte injury contributing to glomerular dysfunction is an early indicator of kidney injury in diabetes, PT injury correlates with the decline in kidney function^3,44^. To date, mechanisms mediating podocyte to PT injury remain elusive in DKD. In this study, we demonstrate that the podocyte-specific induction of *KLF6* attenuates kidney injury in a murine model of diabetes. In addition to the salutary effects in the podocyte, the induction of podocyte-specific *KLF6* preconditions the PT from injury under diabetic conditions. By utilizing a combination of snRNA-seq, snATAC-seq, and LC-MS/MS, we report that podocyte-specific KLF6 triggers the release of ApoJ, which subsequently activates CaMK1D-mediated preservation of mitochondrial dynamics and function in the first segment of PT, proximal to podocytes (Fig. 7p). To date, this is the first study to demonstrate a novel mechanism by which the podocyte directly regulates PT mitochondrial health to attenuate the progression of DKD.

Our previous studies demonstrated the detrimental effects of podocyte-specific knockdown of *Klf6* in murine models of glomerular disease (i.e., Focal Segmental Glomerulosclerosis and DKD)^9,10^. Here, conversely, the induction of KLF6 specifically in podocytes ameliorated albuminuria and improved kidney function as well as histological features consistent with DKD. We also previously showed that induction of KLF6 in cultured podocytes attenuated detrimental effects of adriamycin in cultured podocytes^9^. However, similar to other tissues, this reno-protective effect of KLF6 appears to be cell-context dependent in the kidney. For instance, we recently reported the detrimental role of PT-specific KLF6 in a murine model of post-DNA damage in PT cells^45^. Furthermore, this contrasting cell-specific role of KLF6 is not restricted to the kidney, with opposing roles in the liver (hepatocytes versus hepatic stellate cells)^46^ as well as in the heart (cardiac myocytes versus cardiac fibroblasts)^47^. One potential explanation in the kidney is that *Klf6* is expressed at a higher level in podocytes as compared to PT cells under basal conditions^48^, thereby suggesting a requisite physiological role in the podocytes. Nonetheless, studies investigating the mechanisms regulating cell-specific contrasting roles of KLF6 will be important to understand its biology in kidney health and disease.

CaMKs (CaMK1, CaMK2, CaMK4, CaMKK) are multifunctional calcium/calmodulin-dependent protein kinases that have wide specificity but regulate several critical cellular functions in multiple cell types^49–52^. While CaMKs are well studied in the brain, their biology in the kidney is not well understood. A few studies have reported on the detrimental role of CaMK2 and CaMK4 activation in the kidney^53–56^, but CaMK1D remains unexplored in the kidney. In genome-wide association studies (GWAS), single nucleotide polymorphisms in the *CAMK1D* loci are associated with increased risk of Type 2 Diabetes Mellitus^57–62^. Validation of our snRNA-seq with immunostaining demonstrates an enrichment of CaMK1D expression in the first segment of PT, proximal to podocytes. Interestingly, genetic and pharmacological inhibition of CaMK1D reduced pDRP1(S637) expression, leading to an increase in mitochondrial fragmentation with a reduction in mitochondrial membrane potential and respiration. DRP1 is a critical regulator of mitochondrial dynamics and posttranslational modifications are critical to its function^63^. Previous studies report that CaMKI might be involved in the regulation of DRP1 activity^64^, but the mechanism(s) mediating this process remains to be investigated. Furthermore, future studies are needed to examine the interplay between CaMK1D and other isoforms of CaMKI signaling on pDRP1 activity and mitochondrial health^64–66^. Nonetheless, this is the first study, to date, to demonstrate the protective role of CaMK1D in the kidney.

Another key finding in this study is the role of ApoJ in mediating the salutary effects of podocyte-specific KLF6 on CaMK1D activation in the PT. ApoJ undergoes posttranslational modification, largely glycosylation, in the endoplasmic reticulum and golgi apparatus prior to being released extracellular space. Secretory ApoJ serves as a molecular chaperone to regulate various cellular processes such as lipid transport, cell differentiation, membrane cycling, apoptosis, and cell-cell interactions^67^. Several studies have implicated ApoJ in a host of human diseases^68–72^, ranging from myocardial injury^73^ to post-ischemic brain injury^74^ to Alzheimer’s disease^75^. In the kidney, ApoJ expression has been previously shown to increase post-injury^76–79^. Specifically, both protein and mRNA expression levels of ApoJ are increased in podocytes in diabetic mice and in kidney biopsies with early DKD^33^. Similarly, we validated this in expression arrays deposited in *Nephroseq*. In addition, ApoJ levels in the urine have been associated with increased tubular damage in patients with diabetes^80^. We also observed an enrichment in ApoJ levels in both the urine and podocyte secretome from *KLF6*^*PODTA*^ as compared to *NPHS2-rtTA* mice by LC-MS/MS. Interestingly, this increase in levels of secretory ApoJ might be in response to podocyte injury, since we observed that blocking ApoJ in the *KLF6*^*PODTA*^ podocyte secretome attenuated the salutary effects in the PT cells under HG conditions. Furthermore, *ApoJ* knockout mice develop glomerulopathy with aging^76^ and individuals with glomerular disease demonstrate an overall depletion in the pool of ApoJ with progressive disease^32^. In addition, salutary effects of ApoJ have been shown in other models of kidney injury^81,82^.

However, to date, the mechanism by which secretory ApoJ attenuates kidney injury remains poorly understood^83^. Here, we demonstrate that induction of KLF6 triggers the release of secretory ApoJ, which undergoes cellular uptake by Lrp2, triggering the activation of CaMK1D by binding to calmodulin in PT cells. snRNA-seq analysis demonstrated an enrichment in pathways associated with N-glycosylation in the DEGs with KLF6 binding sites. Glycosylated intracellular ApoJ forms may act as a redox sensor under oxidative stress conditions and are essential for its chaperone activity as well as release of ApoJ into the extracellular space^84,85^. Therefore, the induction of KLF6 could potentially increase glycosylation of ApoJ, thereby triggering the release of secretory ApoJ from the podocytes. However, additional studies are required to test the mechanism by which KLF6 leads to glycosylation of ApoJ. Interestingly, ApoJ has been previously reported to serve as a ligand for Lrp2-facilitated endocytosis in the brain^40,86,87^ and has a putative calmodulin binding domain containing three motifs (two 1–12, one 1–14)^88^. A recent study using Ingenuity Pathway Analysis also showed KLF6 motifs in the regulatory regions of *ApoJ* as well as potential interactions between calmodulin and Lrp2^89^. Calcium and calmodulin also play a role in supporting the endocytosis of ApoJ as calmodulin has been previously reported to serve as a calcium sensor for endocytosis in synapses^90^. Furthermore, the proximity of podocyte secretory ApoJ to Lrp2 and calmodulin-CaMK1D in the first segment of the PT, in combination with the direction of glomerular filtrate, could enhance the feasibility of this interaction. ApoJ has also been reported to protect endothelial cells by suppressing mitochondrial fission under diabetic conditions^91^. In addition, ApoJ has been reported to facilitate mitochondrial respiration in the healthy brain^92^ and overexpression of *ApoJ* attenuated Drp1 activation, thereby inhibiting mitochondrial fission^93^. Based on our findings, we postulate that ApoJ-mediated activation of CaMK1D-pDRP1 signaling protects the PT against injury by inhibiting mitochondrial fission under diabetic conditions.

Collectively, these studies uncover a previously unreported mechanism by which the podocyte preconditions the proximal tubule to attenuate mitochondrial injury and subsequent deterioration of kidney function under diabetic conditions. In addition to this requisite role of podocyte-specific KLF6 in podocytes, we also provide evidence for a new downstream signaling pathway involving secretory ApoJ-Lrp2-CaMK1D-pDrp1 between podocytes and the first segment of PT that might be critical for kidney health. Finally, maintaining secretory ApoJ from podocytes or enhancing CaMK1D signaling in the PT might be a key therapeutic strategy in attenuating the progression of DKD.

## Methods

### Generation and validation of *KLF6*^*PODTA*^ mice

All animal studies were approved by the Stony Brook Animal Care and Use Committee and carried out in accordance with the National Institutes of Health standards. To generate *KLF6*^*PODTA*^ mice, *NPHS2-rtTA* mice (FVB/N-Tg(NPHS2-rtTA2*M2)1Jbk/J, The Jackson Laboratory) were bred with the *TRE-KLF6* mice to generate mice with both transgenes on the *FVB/N* background. The *TRE-KLF6* transgene contained the (TetO)7/CMV regulatory element driving the full-length human KLF6 coding sequence (ORF021674) followed by the polyadenylation signal^45^. Transgene was purified from plasmid vector sequences and microinjected into the pronucleus of *FVB/N* single-celled embryos to generate *TRE-KLF6* mice. DNA extraction by Extracta DNA prep (Quanta Biosciences) from tails at 2 weeks of age and PCR to confirm the genotype. Primers for genotyping are provided in Supplementary Table 3.

To induce transgene expression, *KLF6*^*PODTA*^ mice were fed TestDiet Modified Rodent Diet 5001 containing 0.15% doxycycline (DOX; El-Mel). *KLF6*^*PODTA*^ mice and littermate controls remained on DOX continuously starting at 8 weeks of age. To validate induction of podocyte-specific *KLF6* in *KLF6*^*PODTA*^ mice, we generated fluorescent labeled *TRE-GFP* mice and bred them with *KLF6*^*PODTA*^ mice or *NPHS2-rtTA* mice. All mice were treated with DOX. Glomeruli were subsequently isolated from these mice using iron oxide and the glomerular and tubular fraction was separated using a magnet after digestion with collagenase for 45 min at 37 °C as previously described^94^. The purity of glomeruli was verified under microscopy. Both fractions were digested using collagenase, DNase and trypsin to make a single cell suspension. The single cell suspension for the glomerular fractions was sorted using fluorescence-activated cell sorting (FACS) to isolate GFP(+ve) cells. GFP(-ve) glomerular and tubular cells were also collected for further analysis. Podocyte-specific *KLF6* expression was determined in GFP(+ve) glomerular cells as compared to GFP(-ve) glomerular and tubular cells.

### Animal experiments

The animals in this study were housed in our animal facility with free access to chow (Lab diet 5053/Dox diet) and water and 12 h day/light cycle, in ambient temperature and humidity conditions.

Baseline urine was collected from the *NPHS2-rtTA* and *KLF6*^*PODTA*^ mice. Mice were anesthetized and UNx was performed as previously described^95^. In brief, the blood vessels of the left kidney were ligated, and the kidney removed surgically, and the mice were monitored for a week after surgery. To induce diabetes, mice were administered STZ (50 mg/kg) in 50 mmol/L sodium citrate buffer (pH 4.5) by intraperitoneal injection over the course of 5  days^10,96^. On day 14 after the STZ injections, blood glucose was measured from the tail vein using a OneTouch glucometer (LifeScan)^94^. Diabetes was defined as sustained fasting blood glucose level > 250 mg/dL. All mice were euthanized using intraperitoneal injection of Ketamine/Xylazine (150/20 mg/kg) at 20 weeks of age.

For the STO-609 experiments, UNx-STZ *KLF6*^*PODTA*^ mice were treated with DMSO or STO-609 (30 µm/kg) daily intraperitoneal injection for 2 weeks. The mice were euthanized using intraperitoneal injection of Ketamine/Xylazine (150/20 mg/kg) at 16 weeks of age.

### Measurement of albuminuria, serum urea nitrogen and creatinine

The animals were housed in a single mouse metabolic cage (Tecniplast) with free access to food and water, and urine was collected after 24 h. Albumin concentration was measured using ELISA assay kit (Bethyl Laboratory). Twenty-hour urine albumin concentration was calculated by multiplying total volume of urine collected and albumin concentration. Serum urea nitrogen levels were measured by a colorimetric detection method (Arbor Assay) according to the manufacturer’s protocol. Serum creatinine levels were measured using the isotope dilution liquid chromatography-tandem mass spectrometer at the University of Alabama at the Birmingham O’Brien Core Center.

### Real-time PCR

Total RNA was extracted using TRIzol (Gibco) for cells and RNA easy kit (Qiagen) for kidney tissue. First-strand cDNA was prepared from total RNA using the SuperScript III First-Strand Synthesis Kit (Life Technologies), and cDNA was amplified using SYBR GreenER qPCR Supermix on ABI QuantStudio 3 (Applied Biosystems). Primers were designed using National Center for Biotechnology Information Primer-BLAST and validated for efficiency before application. Primer sequences are listed in supplemental information (Supplementary Table 4). Light cycler analysis software was used to determine crossing points using the second derivative method. Data was normalized to the housekeeping gene (*Actb* or *ACTB*) and presented as a fold increase compared to the control group using the 2^-ΔΔCT^ method.

### Histopathology and morphometric studies by bright-field light microscopy

Mice were perfused with phosphate buffer saline (PBS) and the kidneys were fixed in 10% phosphate buffered formalin overnight and switched to 70% ethanol prior to processing for histology. Kidney tissue was embedded in paraffin by histology core facility at Stony Brook University and 4 μm thick sections were stained with periodic acid-Schiff (PAS) (Sigma-Aldrich), hematoxylin and eosin (H&E), and picrosirius red, according to previously reported protocols, and mounted in permanent mounting medium^45,94^.

Mesangial expansion, and glomerular volume were quantified as previously described^10,94^. In brief, images were scanned, and glomerular areas were traced using ImageJ. Mean glomerular tuft volume (GV) was determined from mean glomerular cross-sectional area (GA) by light microscopy. GA was calculated based on average area of 20 glomeruli in each group and GV was calculated based on the following equation: GV $$=\,\frac{\beta }{\kappa }\,\times \,{{GA}}^{3/2}$$ [β = 1.38, the shape coefficient of spheres (the idealized shape of glomeruli), and *κ* = 1.1, the size distribution coefficient]. Mesangial expansion was defined as the PAS-positive and nuclei-free area in the mesangium. Quantification of mesangial expansion was based on 20 glomeruli cut at the vascular pole in each group.

Histological scoring for sclerotic glomeruli, tubular injury, interstitial fibrosis, and inflammation was performed in a blinded fashion using a semiquantitative scale from 0 to 3 (0 indicates none); 1 = mild (≤25%), 2 = moderate (>25%–50%) and 3 = severe (>50%) by the kidney histopathologist (M.P.R.).

### Immunofluorescence staining and immunohistochemistry

All kidney sections from mice were prepared for immunofluorescence staining in identical fashion as previously described^94^. Immunofluorescence staining was performed using mouse anti-WT1 (Santa Cruz, sc-7385, 1:50 dilution), goat anti-synaptopodin (Santa Cruz, sc21537, 1:200 dilution), rabbit anti-KLF6 (Santa Cruz, AP6588B, 1:150 dilution), mouse anti-α-SMA (Sigma-Aldrich, A1978, 1:10,000 dilution), rabbit anti-CaMK1D (Invitrogen, PA5-21957, 1:100 dilution), goat anti-ApoJ (Novus Biologicals, NBP1-06027, 1:100 dilution), mouse anti-Lrp2 (Novus Biologicals, NB110-96417, 1:100 dilution) and rabbit anti-TOM20 (Abcam, ab78547, 1:100 dilution), Fluorescein-conjugated goat IgG to mouse complement C3 (MP Biomedicals, 085500, 1:100 dilution) and mouse anti-C5b-9 (Santa Cruz, sc-66190, 1:100 dilution) antibodies. After washing, sections were incubated with a fluorophore-linked secondary antibody (Alexa Fluor 647 Donkey anti-mouse, Fluor 488 Goat anti-rabbit, or Fluor 568 Donkey anti-rabbit from Life Technologies, 1:300 dilution). After counterstaining with fluorescein-labeled lotus lectin (Vector Labs, 1:100 dilution) and/or Hoechst (Invitrogen, 1:1000 dilution), slides were mounted in ProLong gold antifade mounting media (Invitrogen) and photographed under a Nikon Eclipse i90 microscope and DS-Qi1Mc camera.

Immunohistochemistry was conducted for ApoJ as previously described^9^ using goat anti-ApoJ antibody (R&D, AF2747, 1:100 dilution). Briefly, slides were dewaxed, followed by rehydration with decreasing concentrations of ethanol (100%, 90%, 70%). After antigen retrieval using sodium citrate buffer at 120 °C, the endogenous peroxidases were blocked using hydrogen peroxide (3%) in methanol for 20 min, followed by blocking with 2% non-fat milk. The sections were incubated overnight with primary antibodies at 4 °C followed by anti-goat horseradish peroxidase secondary (Sigma Aldrich, AP200P, 1:300 dilution). The slides were then incubated with diaminobenzidine solution (Betazoid DAB Chromogen Kit, Biocare Medical) for 5 min, slides were then dehydrated in ethanol and xylene followed by mounting with permanent mounting media.

De-identified human biopsy specimens from University of Utah were categorized into early-stage (<30%) and late-stage (>30%) chronic tubulointerstitial fibrosis by a renal pathologist (M.P.R.). Control kidney biopsy specimens were acquired from the unaffected pole of kidneys that were removed because of renal cell carcinoma. The study was approved by the Stony Brook University Institutional Review Board (#798611).

Podocyte number was determined by dividing the number of WT1(+ve) Hoechst(+ve) podocytes per glomerular cross-sectional area. Glomerular synaptopodin expression was determined by measuring the percent area stained for synaptopodin in the glomerular cross-sectional area. Quantifications of lotus lectin and α-SMA in the cortex were determined by measuring the percentage area stained per cross-sectional area of a high-power field. All quantification was conducted using 20X high-power digitized images in ImageJ.

Immunofluorescence staining and quantification of mitochondrial fragmentation were done using TOM20 staining in cultured cells as previously described^9,97^. Briefly, mitochondrial morphology was categorized in each cell, by an investigator blinded to the experimental conditions, as tubular (>75% of mitochondria with tubular length > 5 mm), intermediate (25%–75% of mitochondria with tubular length > 5 mm), or fragmented (<25% of mitochondria with tubular length > 5 mm).

Quantification of colocalization of ApoJ with Lrp2 was done using *CellProfiler*^98^. The colocalization pipeline with minor modifications was utilized to measure the colocalization between fluorescently labeled ApoJ and Lrp2 to measure the degree of overlap between them. Briefly, the images were split into two channels (ApoJ and Lrp2), followed by illumination correction for both channels. The images were aligned to ensure accurate positioning of the features in both images (Supplementary Fig. 11b), and primary objects were identified for each channel along with the outliers as shown in Supplementary Fig. 11c, d. The primary objects from ApoJ channel that colocalize with the Lrp2 channel were measured (Supplementary Fig. 11e). A mask image indicating the colocalized areas was generated and the area occupied by the colocalized objects and Lrp2 was used for quantifications.

### Histopathology by transmission electron microscopy

Mice were perfused with PBS and then immediately fixed in 2.5% glutaraldehyde for transmission electron microscopy (TEM). Sections were mounted on a copper grid and photographed under a FEI BioTwinG2 transmission electron microscope. Briefly, negatives were digitized, and images with a final magnitude of ~ 10,000X were obtained^9^. The quantification of podocyte effacement and glomerular basement membrane (GBM) thickness was performed as previously described^96,99^. ImageJ was used to measure the length of the peripheral GBM and the number of slit pores overlying this GBM length was counted. The arithmetic mean of the foot process width (WFP) was calculated using the following: WFP = $$\frac{\pi }{4}$$ $$\times \,\frac{\sum {GBM\; Length}}{\sum {slits}}$$ ; where ∑GBM length indicates the total GBM length measured in one glomerulus, ∑ slits indicates the total number of slits counted, and = $$\frac{\pi }{4}$$ is the correction factor for the random orientation by which the foot processes were sectioned^99^. Quantification of GBM thickness was performed as described^100,101^. The thicknesses of multiple capillaries were measured in 3–4 glomeruli per mouse. A mean of 120 measurements was taken per mouse (from podocyte to endothelial cell membrane) at random sites where GBM was displayed in the best cross section.

### Cell culture

1° mouse podocytes were isolated from GFP-labeled *KLF6*^*PODTA*^ and *NPHS2-rtTA* male mice using FACS and were maintained on DOX (1 μg/ml) throughout the experimental conditions. Serum free media was collected from these podocytes to carry out proteomic analysis.

Mouse 1° PT cells were isolated from the kidney cortex of male mice after cardiovascular perfusion with PBS as previously described^102^. In brief, the cortex is digested using collagenase A at 37 ^ο^C for 1 h. The digested tissue is filtered, followed by multiple washing and resuspension in complete PT cell media (Dulbecco’s modified Eagle’s medium:F12 with 10 ng/L epidermal growth factor, 5 pM T3, 3.5 mg/L ascorbic acid, 25 µg/L prostaglandin E1, 25 µg/L hydrocortisone, 1 × insulin transferrin selenium supplement, 100 units/ml penicillin, and 100 µg/ml streptomycin).

Human kidney (HK2, ATCC, CRL-2190) cells with *CAMK1D* knockdown were generated using the Genecopoeia lentiviral shRNA system with the following construct, MSH079040-LVRU6GP-c, GGTGCTGTATATAAGAATCTT. In brief, lentiviral particles were produced by transfecting HEK 293 T cells with a combination of lentiviral expression plasmid DNA, pCD/NL-BH ΔΔΔ packaging plasmid, and VSV-G–encoding pLTR-G plasmid. For infection, viral supernatants were supplemented with 8 μg/ml polybrene and incubated with cells for 24 h. Cells expressing shRNA were selected with puromycin for 2–3 weeks before use in all studies. Real-time PCR, western blot, and immunofluorescence staining were performed to confirm *CAMK1D* knockdown.

Mouse 1° PT cells were treated with DMSO (vehicle) or CaMK1D inhibitor, STO-609 (5, 10, 20 and 50 μg/ml), for 24 h under normal glucose conditions. After dose optimization, the 1° PT cells were treated with 20 µg/ml of STO-609 for 24 h under normal (5 mM) and high glucose (30 mM) conditions. For measuring the effect of conditioned media on the 1° PT cells, the cells were treated with 5% conditioned media from 1° podocytes from *KLF6*^*PODTA*^ and *NPHS2-rtTA* mice under normal glucose (NG) and high glucose (HG) conditions for 24 h. For the blocking experiments, the conditioned media (CM) was incubated with goat anti-clusterin antibody (R&D, AF2747) or goat IgG-antibody (1:100) for 24 h at 4 °C. The CM containing the blocking antibody was used to treat the 1° PT cells under NG and HG conditions.

The *LentiORF-APOJ* clone was purchased from Genecopoeia, and stable *APOJ* overexpression was achieved by lentiviral delivery. Cells expressing *LentiORF-APOJ* were selected with puromycin for 2–3 weeks prior to use in all studies. *LentiORF-control* serves as the GFP control vector. qPCR and western was performed to confirm *APOJ* overexpression.

Mouse 1° PT cells were treated with recombinant mouse ApoJ-His-tag (His-ApoJ) (20 µg/ml) (SinoBiological, 50485-M08H) and Cilastatin (0.1 mg/ml) (MedChemExpress, HY-A0166A), for 24 h under NG conditions.

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using a Seahorse XFe96 Analyzer (Agilent) in the presence or absence of mitochondrial function inhibitors as previously reported for all the different experimental conditions^45^. In brief, cells were seeded into 96 well plates at 2 × 10^6^ cells per well, and 24 h later, the growth media was removed, cells were washed with PBS. DMSO, STO-609 or conditioned media was added with or without NG or HG, and 24 h later the media was removed and replaced with serum-free Seahorse DMEM, pH 7.4, supplemented with 1 mM glutamine and 2 mM pyruvate, NG or HG. After incubation in a CO_2_ free incubator for 45–60 min, OCR and ECAR were measured at baseline or after acute injections of 1.5 μM oligomycin (Agilent), 3 μM carbonyl cyanide-p-(trifluoromethoxy) phenylhydrazone (FCCP) (Agilent), and 0.5 μM rotenone/antimycin A (Agilent) using the Seahorse XF Cell Mito Stress Test Kit (Agilent).

Mitochondrial membrane potential was measured using MitoProbe DiIC1(5) Assay Kit (Invitrogen). In brief, cells were trypsinized, washed with PBS, and incubated with 1,1′,3,3,3′,3′-hexamethylindodicarbo-cyanine iodide (DilC1) alone or with DilC1 and carbonyl cyanide 3- chlorophenylhydrazone (CCCP) and the difference in fluorescence intensity was measured between the groups using FACS.

Cell numbers were determined using the Countess 3 cell counter at days 0, 2, 3 and 6. Cell proliferation was also measured using the 3-(4, 5-dimethylthiazolyl-2)-2, 5-diphenyltetrazolium bromide (MTT) assay.

GFP-labeled primary mouse podocytes were obtained using FACS sorting. Other cell lines were validated in previous publications or by manufacturer’s website

### Western blot assay

Protein lysates were collected from HK2 cells and 1° PT cells with a buffer containing 4% SDS, and protease phosphatase inhibitor. Protein lysates were subjected to immunoblot analysis using rabbit anti-CaMK1D (Proteintech, 13613-1-AP, 1:1000 dilution), rabbit anti-DRP1 (Invitrogen, MA5-26255, 1:1000 dilution), rabbit anti-phospho-DRP1(Ser637) (Invitrogen, PA5-101038, 1:1000 dilution), goat anti-ApoJ (R&D, AF2747, 1:1000 dilution), rabbit anti-ApoJ (Cell Signaling technology, 42143, 1:1000 dilution), and mouse anti-β-actin (Sigma-Aldrich, A1978, 1:5000 dilution) antibodies. Uncropped and unprocessed scans are included in the Source data file.

### Immunoprecipitation

Protein lysates were collected from 1° PT cells treated with 5% conditioned media with Pierce IP Lysis Buffer (Thermo Fisher Scientific, 87788) and Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78438). Pull-down was performed using calmodulin (CaM)-sepharose beads (Abcam, ab286869) as previously described^103^. Briefly, protein lysates from 1° PT cells were incubated with CaM-sepharose beads at 4 °C for 3 h on a shaker, centrifuged, unbound protein was removed, and the beads were incubated with elution buffer at room temperature for 30 min on a shaker. The beads were then centrifuged, and the bound protein was subjected to western blot analysis to determine the amount of ApoJ pulled down with CaM beads.

### Single-nuclei isolation, sequencing, data processing, and analysis

Nuclei were isolated from the mouse kidney cortex based on previous protocol^94,104^. In brief, mice were perfused with PBS and kidney cortex was stored in RNAlater for snRNA-seq, whereas for snATAC-seq, kidney cortex without any RNAlater at -80 °C. A 2 mm^3^ section of tissue was rinsed briefly with PBS and minced before adding 1 mL of lysis buffer containing 20 mM Tris-HCl (pH 8), 320 mM sucrose, 5 mM CaCl_2_, 3 mM MgAc_2_, 0.1 mM EDTA, 0.1% TritonX-100, 0.1% RNase Inhibitor and 0.1% DAPI. The tissue was initially dissociated by pipetting up and down 10X with a p-1000 tip and then being passed through a 25 G syringe 10X. The tissue was incubated on ice for 10 min and then passed through a 30 µm CellTrics filter. Nuclei were pelleted by centrifugation (5 min, 500 g, 4 °C) and washed with PBS after removal of supernatant. Nuclei were pelleted again and resuspended in 1 mL of PBS containing 0.04% BSA and RNAse inhibitor (0.2 u/µL) and then passed through a 40 µm FlowMI filter, followed by a 5 μm pluriStrainer Mini filter before generating counts with hemocytometer. Nuclei were then diluted and prepared for snRNA-seq and snATAC-seq with the 10X Chromium System according to the manufacturer’s instructions (10X Genomics). Sequencing was performed using a NovaSeqS4 platform.

Raw sequencing data was demultiplexed and aligned to a mouse pre-mRNA reference genome using Cell Ranger 3.1.0-v2 on *SeaWulf*, the HPC Cluster at Stony Brook University. For snRNA-seq, quality control, dimensionality reduction and clustering were performed using the R-package *Seurat 4.3.0*^21^. Genes expressed in a minimum of 3 cells were retained. Cells expressing < 200 or  > 7500 genes were excluded. Cells expressing > 5% mitochondrial genes were also excluded. For the snATAC-seq, Cell Ranger atac-2.0.0, *Signac 1.8.0*^20^ and *Archr 1.0.2*^22^ were used for subsequent analysis. Quality control for each single cell were conducted based on peak_region_fragments>100, peak_region_fragments <60000, pct_reads_in_peaks>5, blacklist_ratio<0.05, nuclesosome_signal<4, and TSS.enrichment>1.

For chromatin immunoprecipitation (ChIP)-enrichment analysis, KLF6 binding site data were obtained from ChIP-sequencing data deposited in the Gene Expression Omnibus database (accession no. GSE96355), and locations of binding sites were determined using the Genomic Regions Enrichment of Annotations Tool (GREAT)^105^ “basal plus extension” approach, with a maximum extension of 10 kb from any transcription start site (TSS). Heat maps were generated using Morpheus software (https://software.broadinstitute.org/morpheus) and genes were clustered using the one minus Pearson correlation method. Pathway enrichment analyses of the significantly differentially expressed genes were undertaken using *Enrichr*^14,15^ libraries of KEGG 2019 (mouse) pathways^18^, WikiPathways 2019 (mouse)^17^, and Reactome pathways^16^. Trajectory analysis was performed using the R package, Monocle-v2^106,107^. Ligand receptor interactions were shown in the circle plot using R package, *edgebundler 0.1.4*^108^. Pathway enrichment analyses of the genes in the trajectory analysis and for differentially accessible regions (DARs) was carried out using *clusterProfiler 4.6.2*^109,110^.

### Proteomics

Tandem mass spectrometry was performed on the supernatant from mouse primary podocytes isolated from *KLF6*^*PODTA*^ and *NPHS2-rtTA* mice (with and without doxycycline) using a label-free proteomic approach. After the cells reached confluency, cells were washed five times with 1 × PBS and medium was replaced with phenol-red, insulin-transferrin-selenium (ITS), and serum-free RPMI. After 48 additional hours, the CM harvested and centrifuged for 5 min at 500 g and then for 10 min at 1500 g. Samples were reduced (dithiothreitol), alkylated (iodoacetamide), digested with trypsin, and cleaned using hydrophobic-lipophilic-balance (HLB) pack C-18. For the urine proteomics, the urine samples from *NPHS2-rtTA* and *KLF6*^*PODTA*^ mice were spun at 2000 g for 10 min at 4 °C, the supernatant was mixed with a laemmli buffer and heated at 100 °C for 5 min. The protein amount was normalized using creatinine. The samples were run in a 12% criterion TGX gel, the gel was fixed with 40% EtOH/10% acetic acid at room temperature for 15 min. Following a wash with water, the gel was stained with coomassie overnight with gentle rocking. The gel bands were excised based on their molecular weight and cut into small pieces, before undergoing in-gel reduction (dithiothreitol), alkylation (iodoacetamide) and destaining (ammonium bicarbonate/acetonitrile). The dried gel pieces were digested with trypsin and cleaned through a C-18 column. For both, CM and urine proteomics, samples (4 μl) were injected onto a 20 cm-long ReproSil C-18 (3 μM particle) column and run on the Q Exactive HF Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Fisher Scientific) or TripleTOF 5600+ (Sciex). Analysis was carried out using Thermo Fisher Proteome Discoverer v2.4 and Scaffold.

### Statistical analysis

All statistical analysis was performed using GraphPad Prism 9.0. Based on the distribution of the data, the appropriate parametric or nonparametric statistical tests were utilized. The exact test used for each experiment is denoted in the figure legends and data presented as the mean ± SEM.

### Study approval

All animal studies conducted were approved by the Stony Brook University Animal Institute Committee (#564062). Consent was waived due to the de-identified human biopsy specimens and the study was approved by Stony Brook University Institutional Review Board (#798611). The National Institutes of Health Guide for the Care and Use of Laboratory Animals was followed strictly.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional supplementary files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Reporting Summary

## Source data

Source Data

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplemental Materials. Source data are as a separate Source Data file. All raw data from snRNA-seq and ATAC-seq have been deposited in the Gene Expression Omnibus GSE171854 and GSE230681. Raw data from proteomics have been deposited in Massive Database, MSV000092123 [https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=08d1896c2de340fca8cf078d9549aa01]. Previously reported datasets used in this study includes accession no. GSE96355. Source data are provided with this paper.

## Code availability

R code and Seurat RDS data object are available through the following link: https://github.com/MallipattuLab/KLF6_PODTA.

# Supplementary material for: Podocyte-specific KLF6 primes proximal tubule CaMK1D signaling to attenuate diabetic kidney disease
**Source:** Nat Commun. 2024 Sep 13;15:8038. doi: 10.1038/s41467-024-52306-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Table 1. Blood glucose, kidney weight, and body weight

	SHAM + VEH (non-diabetic)		UNx + STZ (diabetic)	
Genotype	<i>NPHS2-rtTA</i>	<i>KLF6^{PODTA}</i>	<i>NPHS2-rtTA</i>	<i>KLF6^{PODTA}</i>
Body weight (g) at 10 weeks	28.2 ± 0.6	28 ± 0.5	27.6 ± 0.5	28.7 ± 0.4
Body weight (g) at 20 weeks	30.7 ± 0.4	31.2 ± 0.7	25.9 ± 0.5****	27.3 ± 0.5**
Change in body weight (g)	2.8 ± 0.2	3.6 ± 0.3	-1.9 ± 0.4***	-1.69 ± 0.4**
Kidney weight (g)	0.21 ± 0.02	0.19 ± 0.01	0.42 ± 0.02 ****	0.44 ± 0.02 **
% Kidney weight/Body weight	0.69 ± 0.04	0.61 ± 0.04	1.64 ± 0.08***	1.59 ± 0.06**
Blood glucose before UNx or SHAM UNx (mg/dl)	140 ± 7.0	146 ± 6.4	145 ± 6.6	151 ± 4.8
Blood glucose post STZ or VEH treatment (mg/dl)	204 ± 26	161 ± 22	>600 ± 0.0 ***	>600 ± 0.0 **

Values are mean±SEM; SHAM + VEH (n=5 for *NPHS2-rtTA* and 4 for *KLF6^{PODTA}*), UNx +STZ (n=18 for *NPHS2-rtTA* and 24 for *KLF6^{PODTA}*) ; body weight at 20 weeks, Mann Whitney t-test (two-sided), p=<0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ) and p=0.0098 for *KLF6^{PODTA}* (SHAM + VEH vs UNx + STZ); change in body weight, Mann Whitney t-test(two-sided), p=0.0005 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), p=0.0018 for *KLF6^{PODTA}* (SHAM + VEH vs UNx + STZ); kidney weight, Mann Whitney t-test (two sided), p=<0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), p=0.0021 for *KLF6^{PODTA}* (SHAM + VEH vs UNx + STZ); % Kidney weight/body weight, MannWhitney t-test(two-sided), p=0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), p=0.0021 for *KLF6^{PODTA}* (SHAM + VEH vs UNx + STZ); blood glucose post STZ or VEH treatment, Mann Whitney t-test (two sided), p=0.0002 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), p=0.0012 for *KLF6^{PODTA}* (SHAM + VEH vs UNx + STZ) **p<0.01, ***p<0.001, ****p<0.0001 versus the sham-treated *NPHS2-rtTA* mice; Kruskal-Wallis test. UNx (uninephrectomy); STZ (streptozotocin); VEH (vehicle).

Supplementary Table 2. Histopathological scoring

	SHAM + VEH (non-diabetic)		UNx + STZ (diabetic)	
Genotype	<i>NPHS2-rtTA</i>	<i>KLF6^{PODTA}</i>	<i>NPHS2-rtTA</i>	<i>KLF6^{PODTA}</i>
**Sclerotic glomeruli**	0.0	0.0	55 ± 7*	17.3 ± 2.6*#
**Tubular injury score**	0.0	0.0	2 ± 0.6	0.0
**Interstitial fibrosis score**	0.0	0.0	0.7 ± 0.3	0.0
**Inflammation score**	0.0	0.0	0.7 ± 0.3	0.3 ± 0.3

Values are mean±SEM; n=3. Sclerotic glomeruli are scored as the percentage of glomeruli that are sclerotic. Tubular injury score, interstitial fibrosis score and inflammation scores are scored from 0 to 3, 0 = none, 1 = mild (5-25%), 2 = moderate (>25-<50%) and 3 = severe (>50%); p=0.0247 for *KLF6^{PODTA}* vs *NPHS2-rtTA* (UNx + STZ), p=0.0170 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ), p=0.0218 for *KLF6^{PODTA}* (SHAM + VEH vs UNx + STZ); *p<0.05 versus respective SHAM+VEH treated mice; #p<0.05 versus UNx + STZ *NPHS2-rtTA* mice; Welch's t-test, two-sided.

Supplementary Table 3. Primer sequences for genotyping

Gene	Forward Primer	Reverse Primer
<i>TRE-hKLF6</i>	GCTGCCGTCTCTGGAGGAGT	CAGGGCTCGCTCTGGAGGTA
<i>NPHS2-rtTA</i>	GAACAACGCCAAGTCATTCCG	TACGCAGCCCAGTGTAAAGTGG
<i>TRE-GFP</i>	AAGTTCATCTGCACCACCG	TCCTTGAAGAAGATGGTGCG

Supplementary Table 4. Primer sequences for real-time PCR

**Gene**	**Forward Primer**	**Reverse Primer**
Mouse- <i>Klf6</i>	ACACGTAGCAGGGCTCACTC	CACGAAACGGGCTACTTCTC
Human- <i>KLF6</i>	GCTGCCGTCTCTGGAGGAGT	CAGGGCTCGCTCTGGAGGTA
Mouse- <i>Camk1d</i>	CCAAGCATAGTCCAGGGCAA	AGAGCTGAAGGGAACCGTTG
Human- <i>CAMK1D</i>	GAGAGCAGCTCCTCCTGGAA	AGGCCCCGGTTCCGA
Mouse- <i>Actb</i>	GTTCCGATGCCCTGAGGCTCTT	CGTCACACTTCATGATGGAATTGA
Human- <i>ACTB</i>	AGAGCTACGAGCTGCCTGAC	AGCACTGTGTTGGCGTACAG
Human- <i>APOJ</i>	TGCGGATGAAGGACCAGTGTGA	TTTCCTGGTCAACCTCTCAGCG

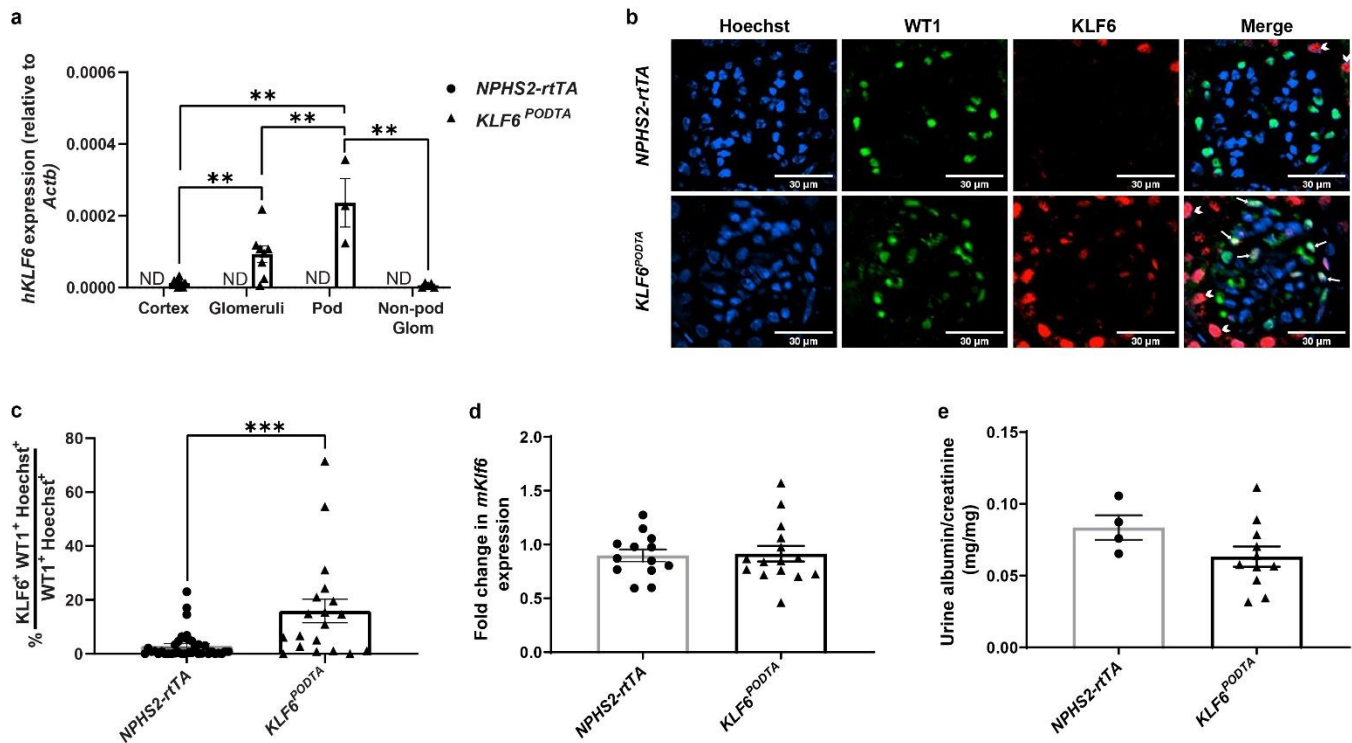

Supplementary Fig. 1. Generation of *KLF6^{POD}TA* mice. (a) Human *KLF6* expression (relative to mouse *Actb*) in kidney cortex, glomerular, podocyte, and non-podocyte glomerular fractions from *NPHS2-rtTA* and *KLF6^{POD}TA* mice (n=10 mice for cortex, 9 mice for glomeruli, 3 mice for podocyte and, 5 mice for non-podocyte, p=0.0038 for cortex vs glomeruli, p=0.0060 for glomeruli vs podocytes, p=0.0011 for cortex vs podocytes, p=0.0016 for podocytes vs non-podocytes, **p<0.01; Kruskal-Wallis test with Dunn's post-test, data presented as mean±SEM). (b-c) Representative images of KLF6, WT1, and Hoechst immunostaining in the glomerulus and quantification of podocyte-specific expression of KLF6. Arrows indicate KLF6 and WT1 colocalization; arrowheads indicate tubular KLF6 staining (n=6 glomeruli/mouse, n=3 mice/group, p=0.003, ***p<0.001; Welch's t-test, data presented as mean±SEM). (d) mouse *Klf6* expression in *KLF6^{POD}TA* relative to *NPHS2-rtTA* mice (n=13 *NPHS2-rtTA* mice and 15 *KLF6^{POD}TA* mice; data presented as mean±SEM). (e) Urine albumin/creatinine ratio (mg/mg) in *KLF6^{POD}TA* and *NPHS2-rtTA* mice (n=4, *NPHS2-rtTA* mice and 11 mice *KLF6^{POD}TA* mice, data presented as mean±SEM). Source data are provided as a Source Data file.

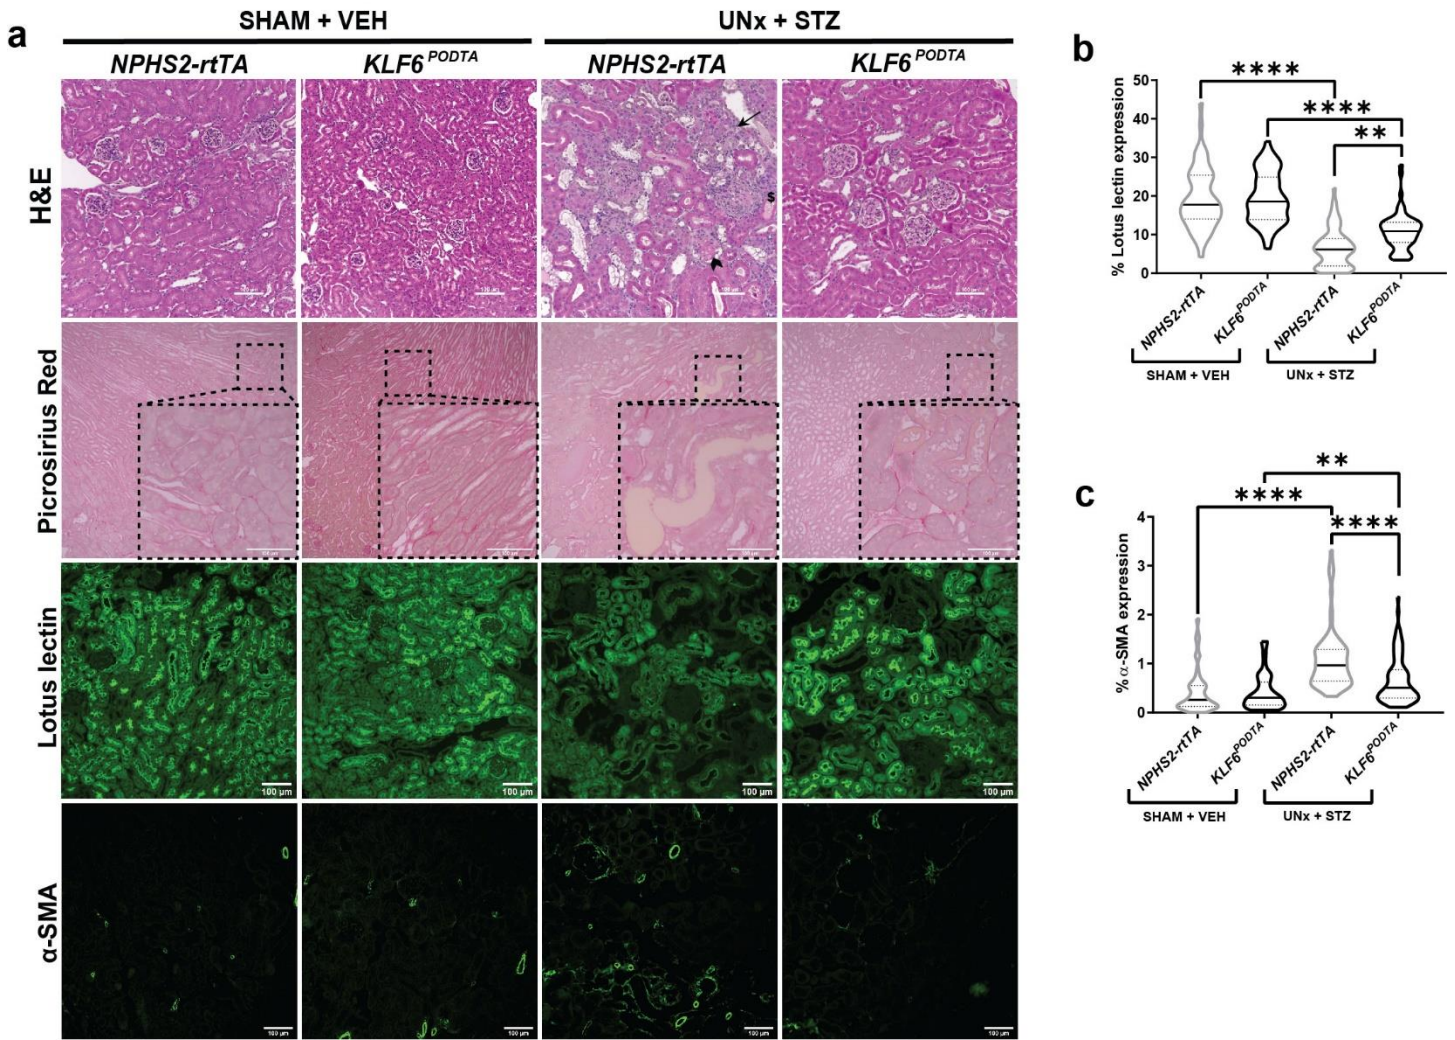

Supplementary Fig. 2. *KLF6^{POD7A}* mice exhibit less tubular injury and interstitial fibrosis than *NPHS2-rtTA* mice under diabetic conditions. (a) Representative images of H&E (20x), picrosirius red staining (with inset), lotus lectin staining, and alpha smooth muscle actin (α -SMA) immunostaining. Black arrowheads indicate sclerotic glomeruli; \$ indicates protein casts; and black arrows indicate areas of interstitial inflammation. Quantification of (b) lotus lectin and (c) α -SMA staining are shown as percent area stained per high power field (n=3 mice/group, 15-20 hpf per mouse; for lotus lectin: p<0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ) and *KLF6^{POD7A}* (SHAM + VEH vs UNx + STZ), p=0.0037 for UNx + STZ (*NPHS2-rtTA* vs *KLF6^{POD7A}*); for α -SMA: p<0.0001 for *NPHS2-rtTA* (SHAM + VEH vs UNx + STZ) and UNx + STZ (*NPHS2-rtTA* vs *KLF6^{POD7A}*), p=0.0033 for *KLF6^{POD7A}* (SHAM + VEH vs UNx + STZ); **p<0.01, ****p<0.0001; Kruskal-Wallis test with Dunn's post-test). Source data are provided as a Source Data file.

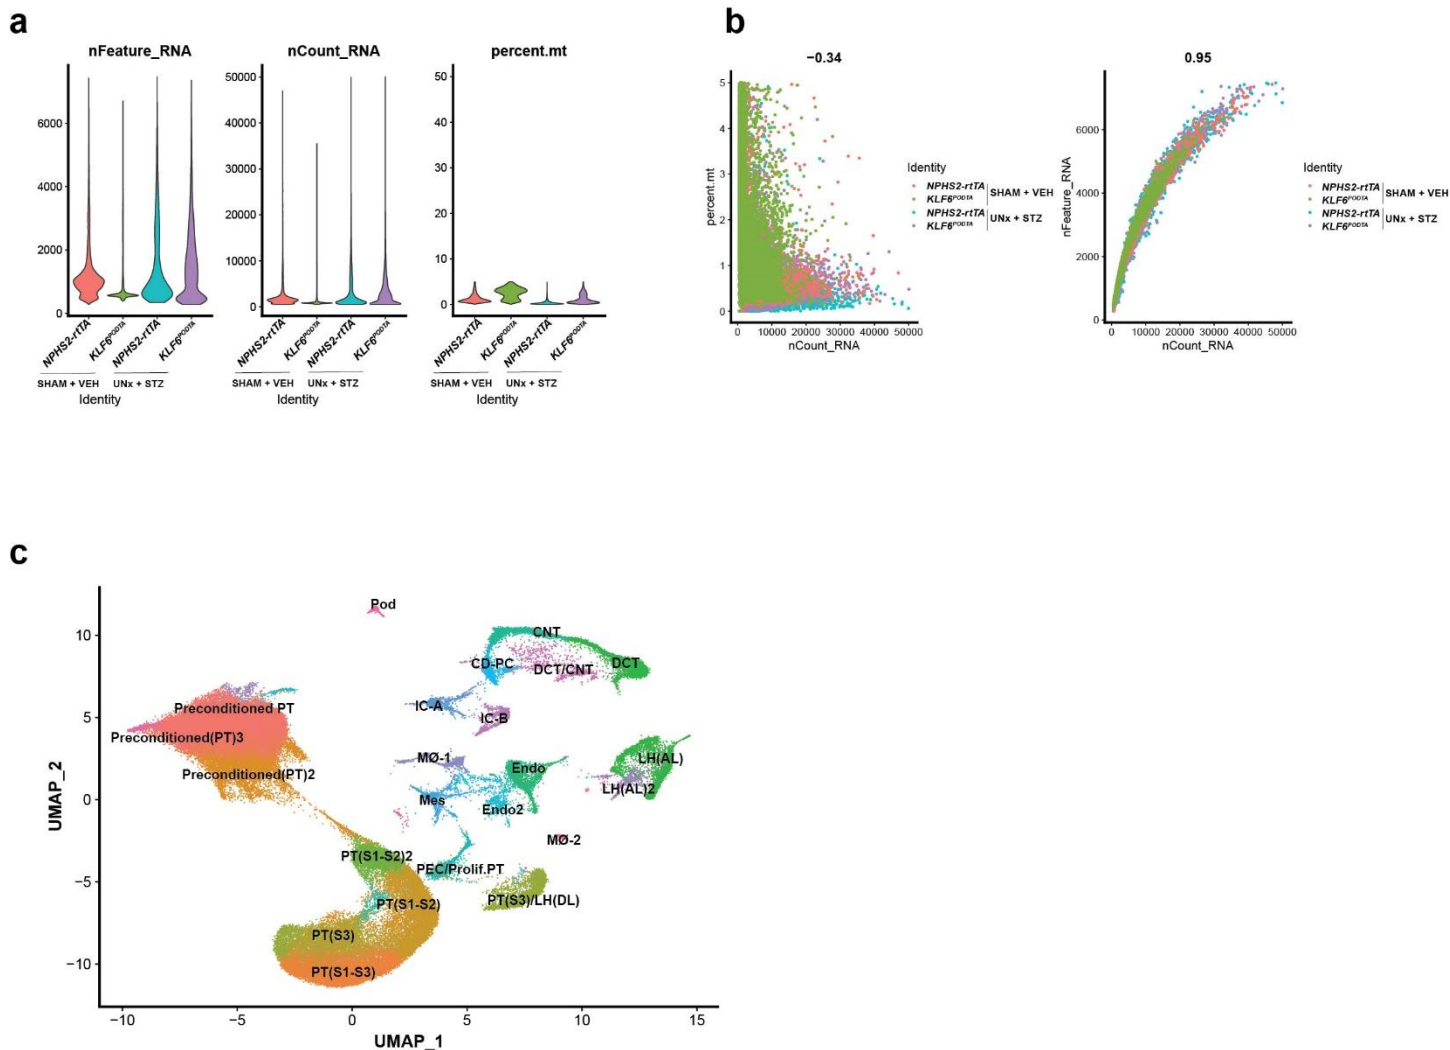

Supplementary Fig. 3. snRNA-seq QC parameters and UMAP plot by unsupervised clustering. (a-b) The number of genes (nFeatures), UMIs (nCount), and percentage of mitochondrial transcripts (percent.mt) are shown as a violin and feature plots. **(c)** Uniform Manifold Approximation and Projection (UMAP) plot illustrates all clusters identified by unsupervised clustering.

a Expression across cell types - Upregulated

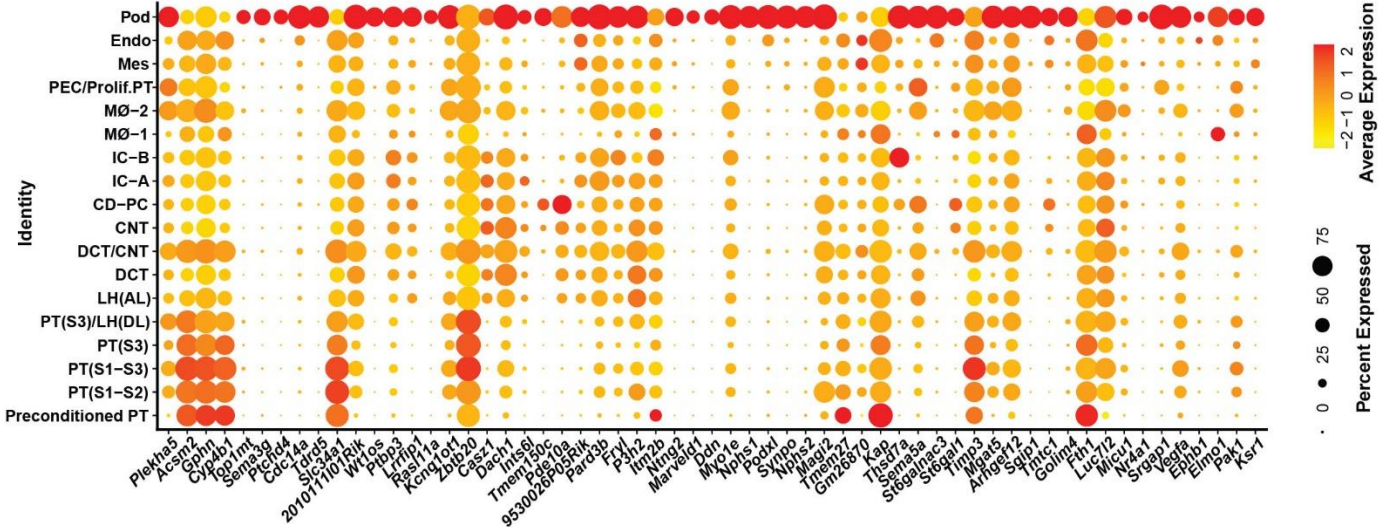

b Expression across cell types - Downregulated

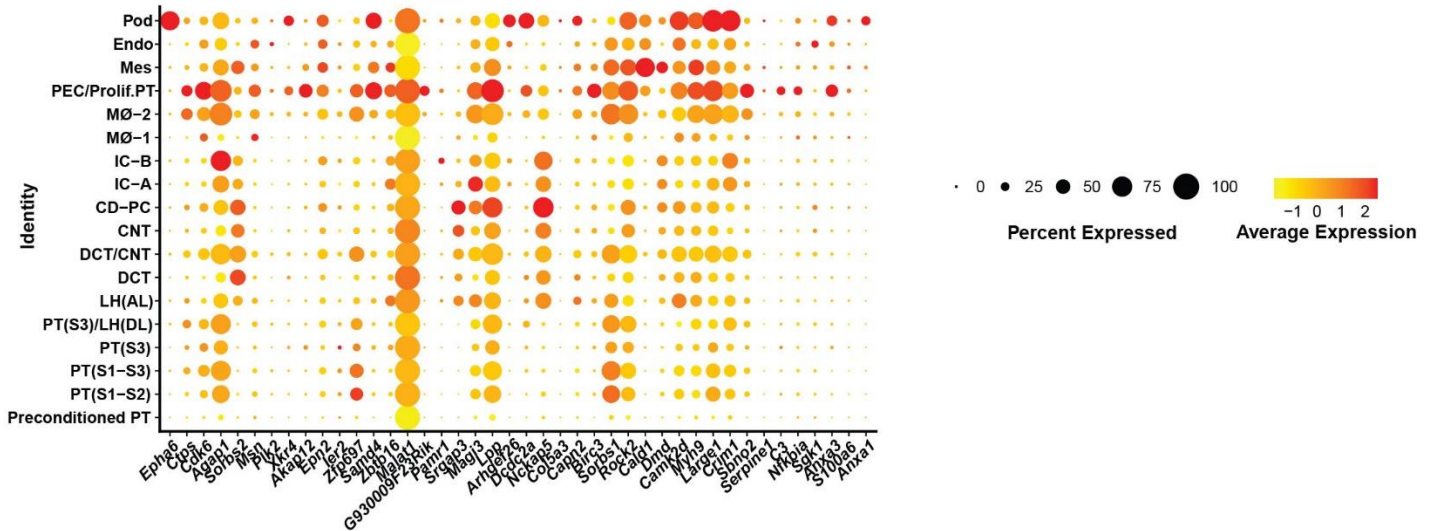

Supplementary Fig. 4. Cell specificity of differentially expressed genes (DEGs) in the podocyte cluster in *KLF6*^{POD^{TA}} vs *NPHS2-rtTA* mice under diabetic conditions. Dot plot of the (a) upregulated and (b) downregulated genes in *KLF6*^{POD^{TA}} vs *NPHS2-rtTA* mice under diabetic conditions across all cell clusters.

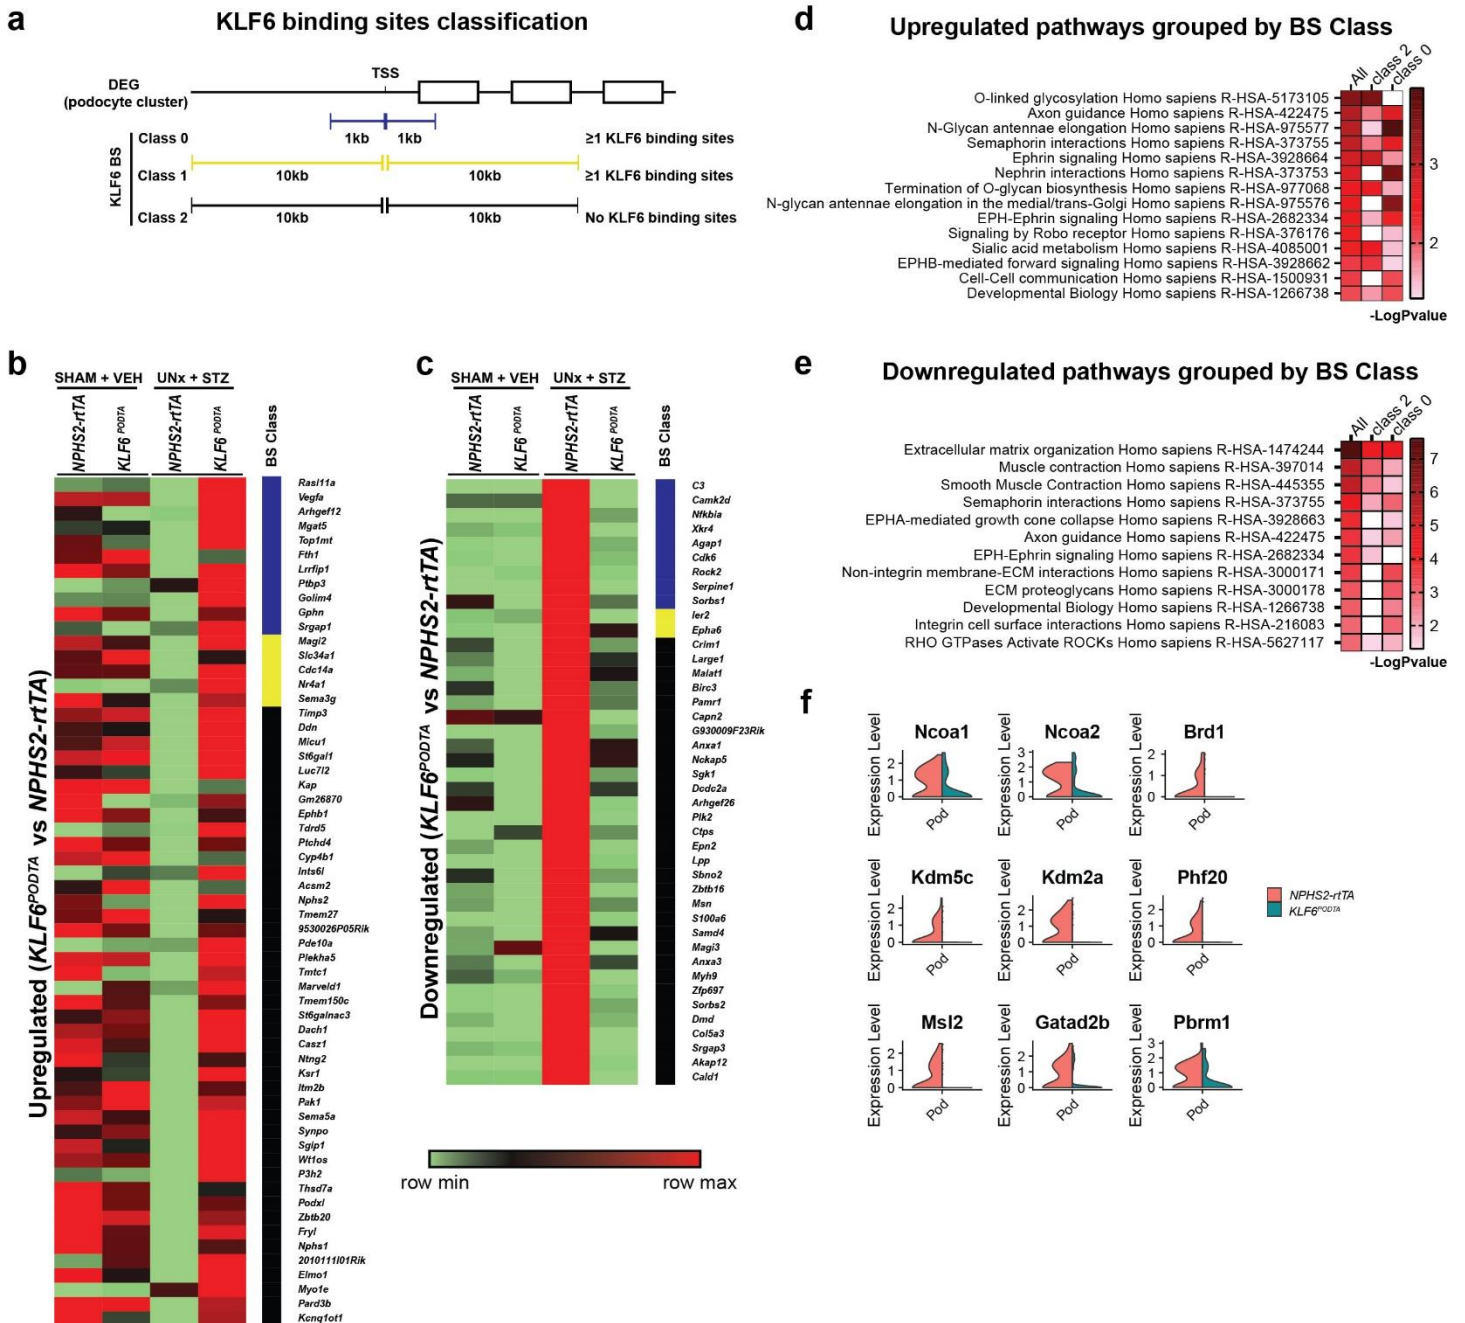

Supplementary Fig. 5. ChIP enrichment analysis for differentially expressed genes with KLF6 binding sites. (a) Schematic illustrating KLF6 binding site classification: class 0 with ≥ 1 KLF6 binding site within ± 1 kb of TSS; class 1 with ≥ 1 KLF6 binding site at ± 1 to 10 kb from TSS; and class 2 with no KLF6 binding site within ± 10 kb from TSS. **(b)** Heatmap showing expression of the upregulated differentially expressed genes (DEGs) in the podocyte cluster, grouped by the KLF6 binding site class. **(c)** Heatmap of the downregulated DEGs in the podocyte cluster, grouped by the KLF6 binding site class. Pathway enrichment analysis of **(d)** upregulated and

(e) downregulated genes based on the KLF6 binding site class. **(f)** Violin plots of differentially expressed chromatin organization related genes in the podocyte cluster.

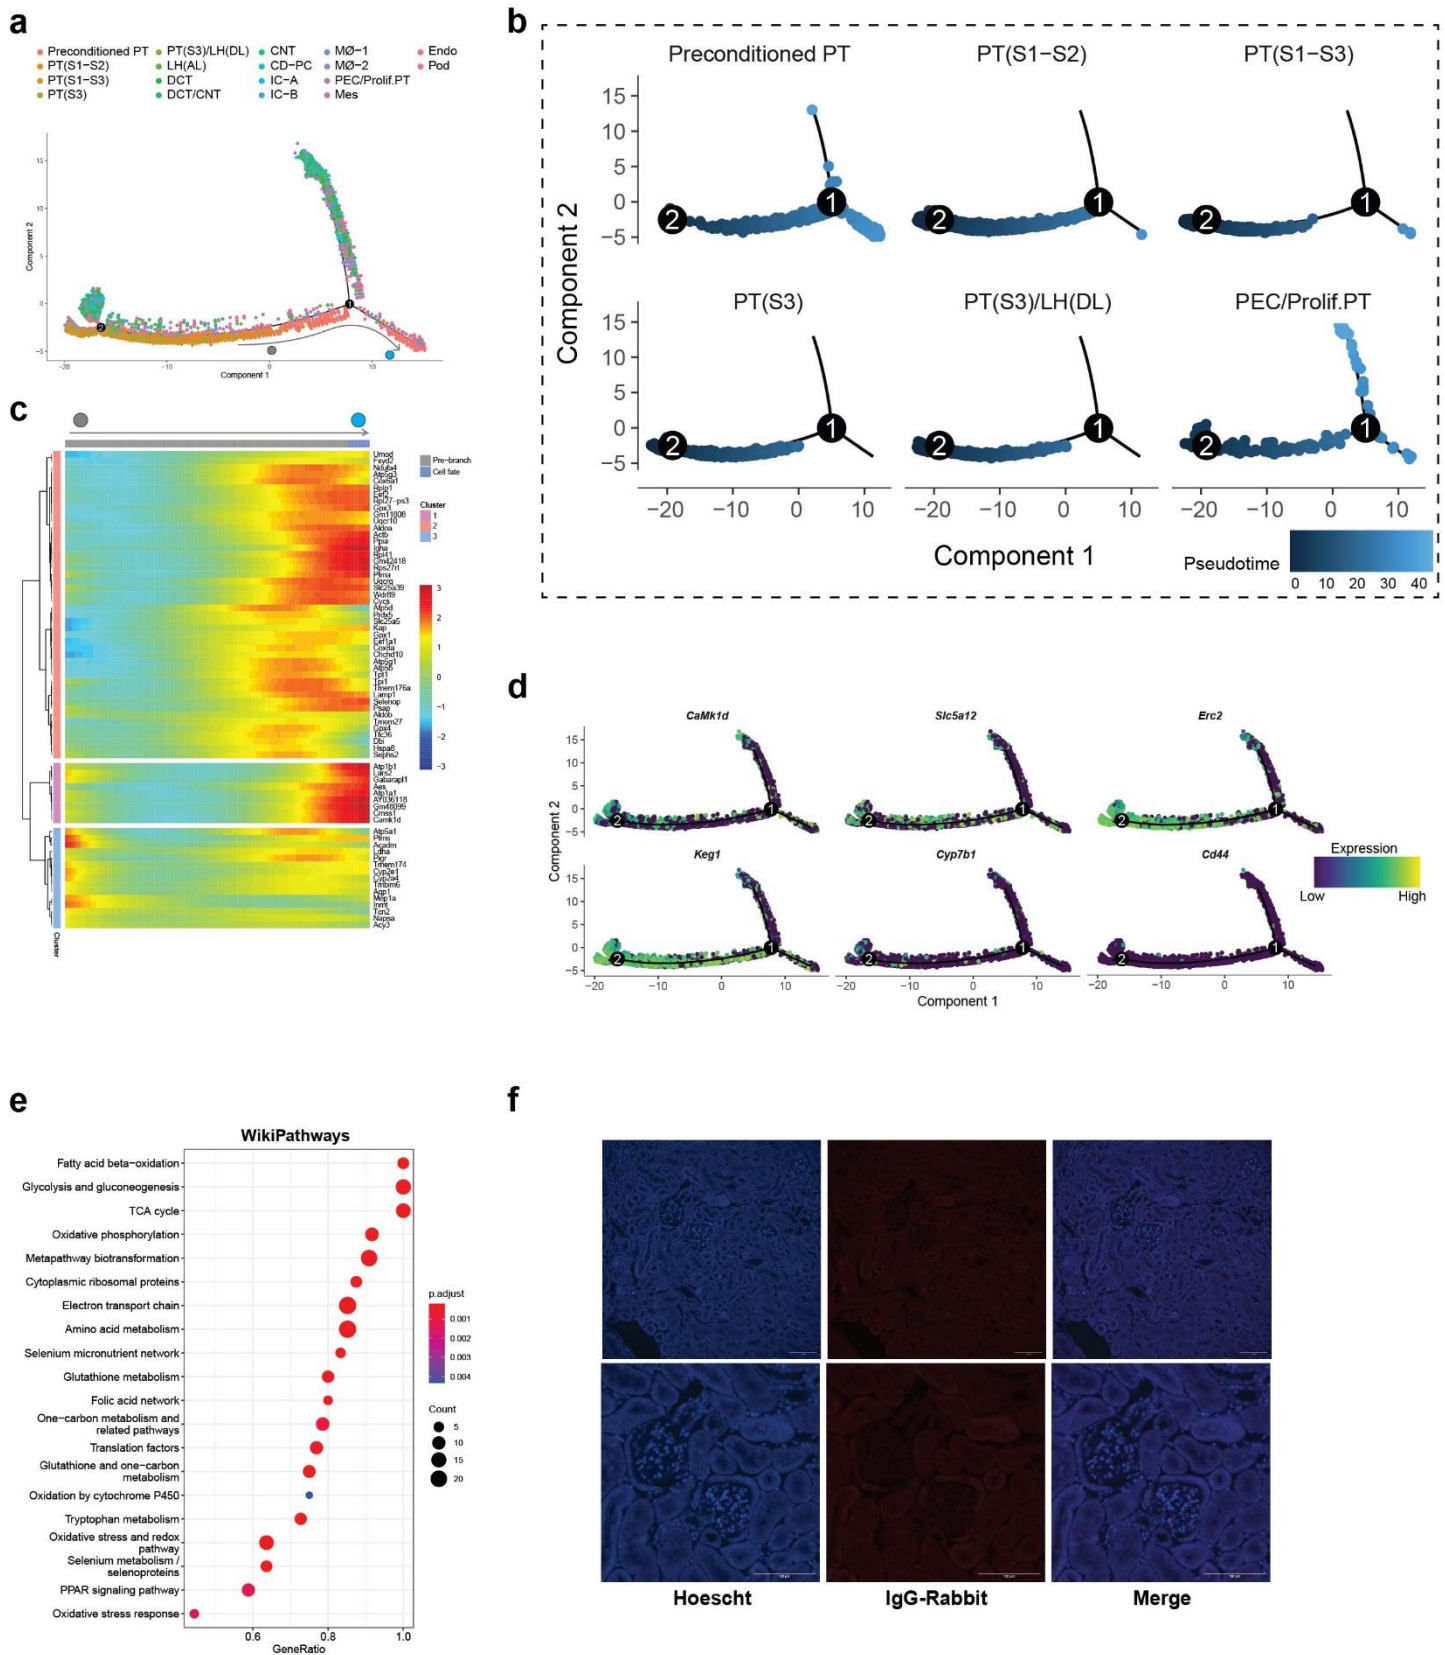

Supplementary Fig. 7. Trajectory analysis utilizing snRNA sequencing data showing the relationship between the preconditioned-PT cluster and other cell clusters in *KLF6^{PODFA}* mice. (a) PCA visualization of

trajectory analysis with pseudotime analysis done with monocle across all cell types (grey circle indicates the horizontal coordinates corresponding to the proximal tubules (PTs) and blue circle indicates the coordinates for Preconditioned-PT). **(b)** PCA visualization of trajectory analysis for individual cell types including preconditioned-PT, PT(S1-S2), PT(S1-S3), PT(S3), PT(S3)/LH(DL), and PEC/Prolif. PT. **(c)** Pseudotemporal expression pattern showing gene expression changes across the horizontal coordinate of the pseudotime analysis from proximal tubules (grey) to preconditioned PT (blue) phenotype. Genes (row) are clustered and cells (column) are ordered according to the pseudotime. **(d)** Expression of key genes for Preconditioned PT (*Camk1d*), PT(S1-S2) (*Slc5a12*), PT(S1-S3) (*Erc2*), PT(S3) (*Keg1*), PT(S3)/LH(DL) (*Cyp7b1*), PEC/Prolif.PT (*Cd44*) along the pseudotime trajectory. **(e)** Pathways enrichment analysis for the genes that change along the pseudotime trajectory of PT cells to Preconditioned-PT. **(f)** Representative images of controls for immunostaining of *Camk1d* (Scale bar =100 μ m).

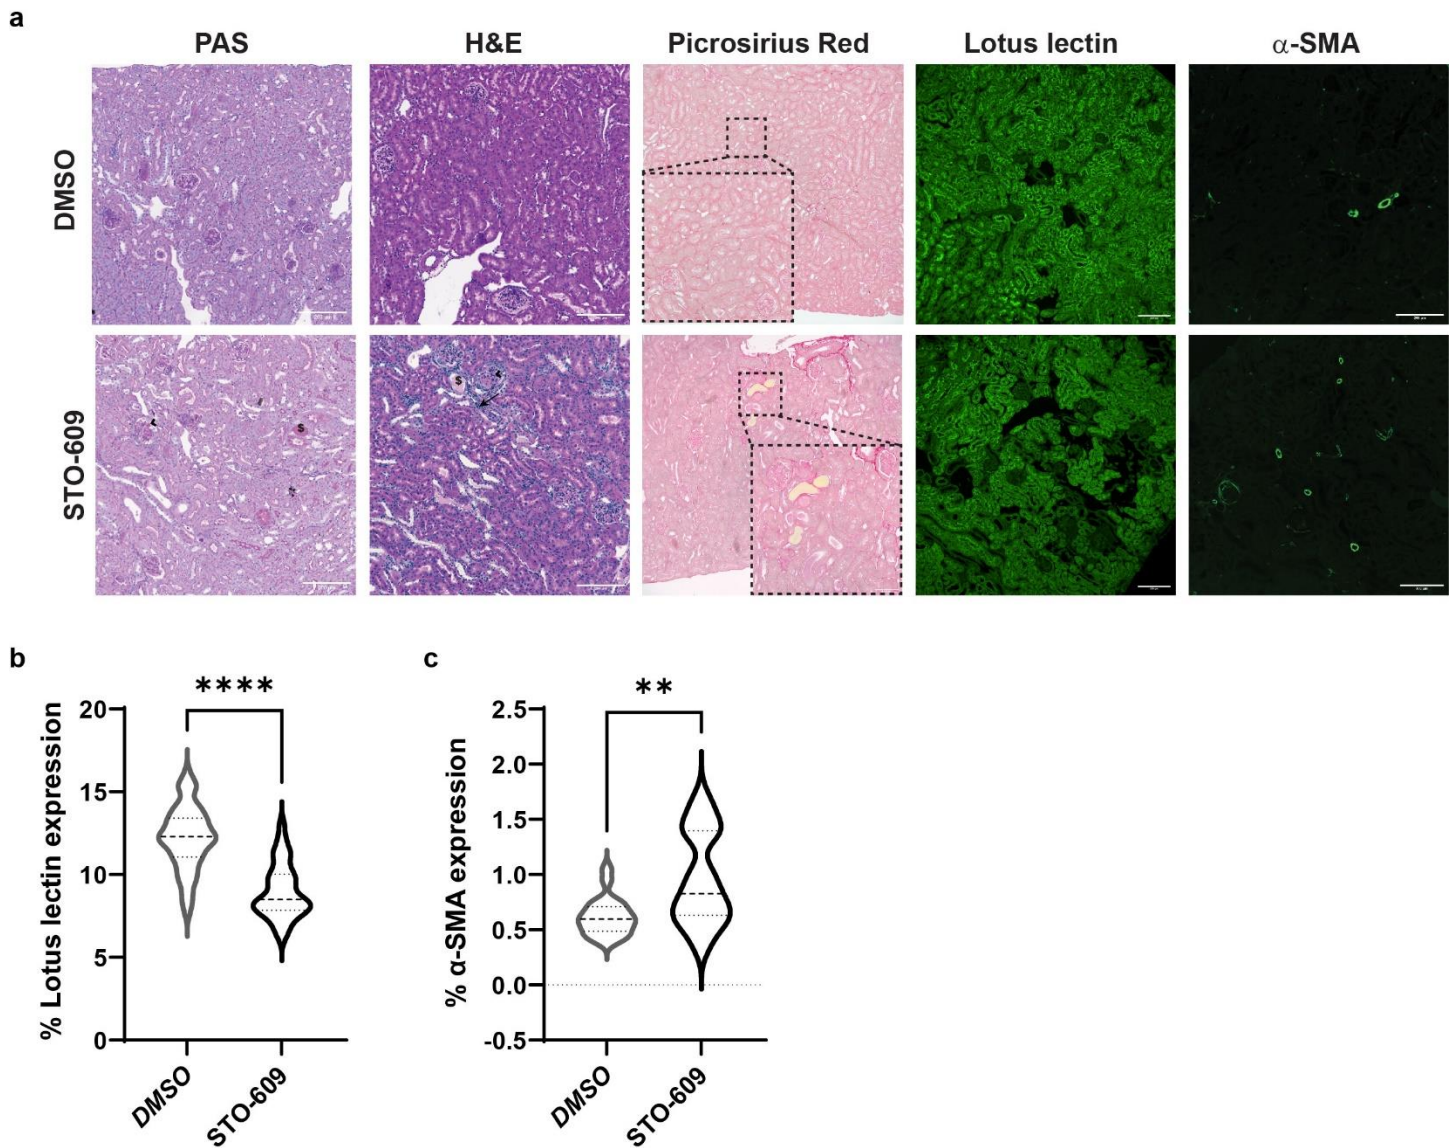

Supplementary Fig. 8. Increase in tubular injury in the diabetic *KLF6^{PODPA}* mice treated with STO-609. (a) Representative image of PAS, H&E, picrosirius red staining (with inset), lotus lectin staining, and α -SMA immunostaining. Black arrowheads indicate sclerotic glomeruli; \$ indicates protein casts; and black arrows indicate areas of interstitial inflammation (Scale bar =200 μ m and 100 μ m for inset). Quantification of **(b)** lotus lectin and **(c)** α -SMA staining are shown as percent are stained per high power field (n=3 mice/group, 15-20 hpf per mouse; p<0.0001 for lotus lectin, p=0.0013 for α -SMA; **p<0.01, ****p<0.0001; Kruskal-Wallis test with Dunn's post-test). Source data are provided as a Source Data file.

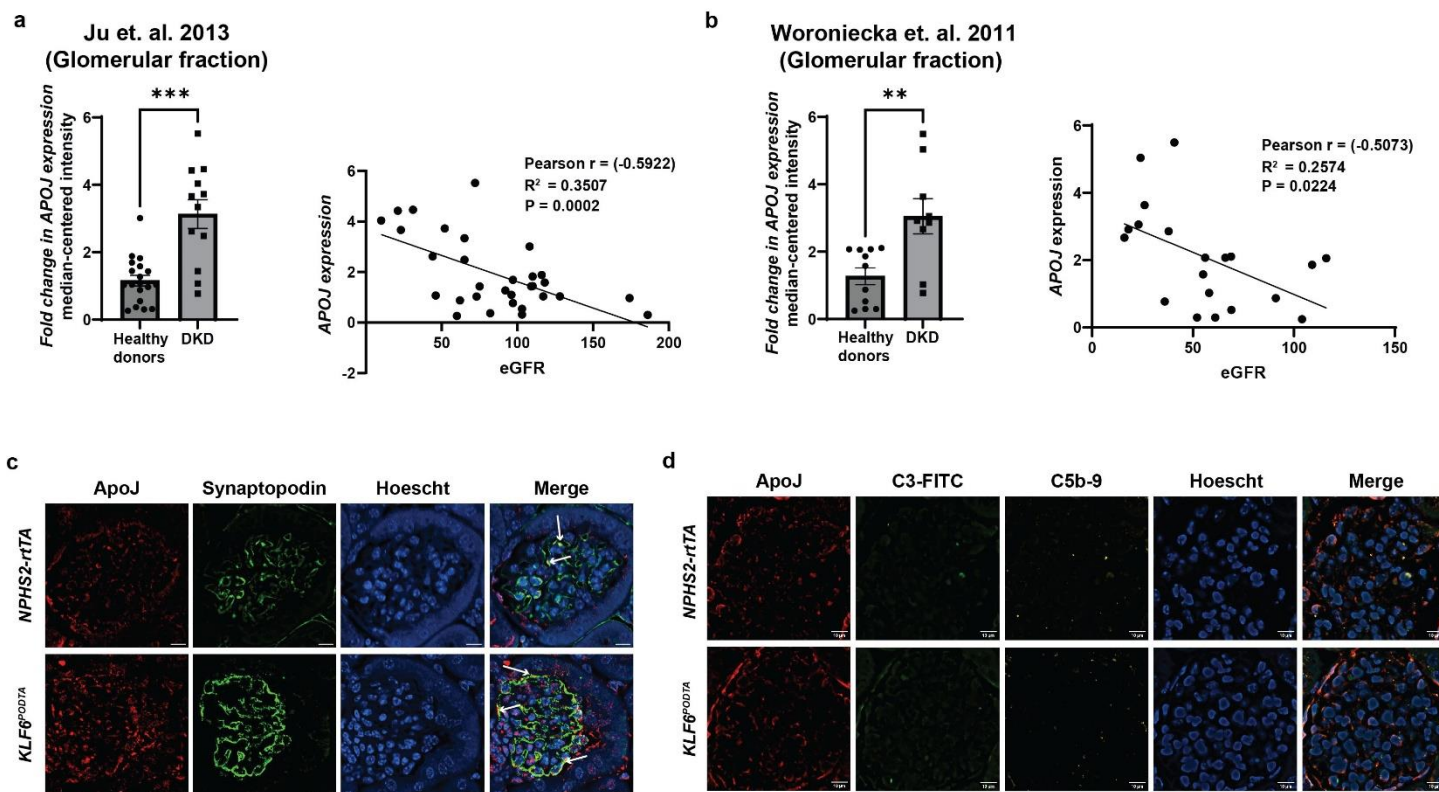

Supplementary Fig. 9. Glomerular and podocyte ApoJ expression in diabetic kidney disease. (a-b) To examine the *APOJ* expression, we used previously reported gene expression arrays from Ju et al., and Woroniecka et al. collected from microdissected glomeruli of kidney biopsy specimens with DKD and healthy living donor biopsy specimens and analysis of correlation with GFR ($n=9-21$, $p=0.0004$ (Ju et al.) and $p=0.0042$ (Woroniecka et al.), $**p<0.01$, $***p<0.001$, Mann-Whitney test, data presented as mean $\pm$ SEM). **(c)** Representative image of co-immunostaining of synaptopodin with ApoJ. White arrows indicate the clusterin co-localization with podocyte markers (Scale bar=10 μ m). **(d)** Representative image of co-immunostaining of immune makers such as C3-FITC and C5b-9 with ApoJ (Scale bar=10 μ m). Source data are provided as a Source Data file.

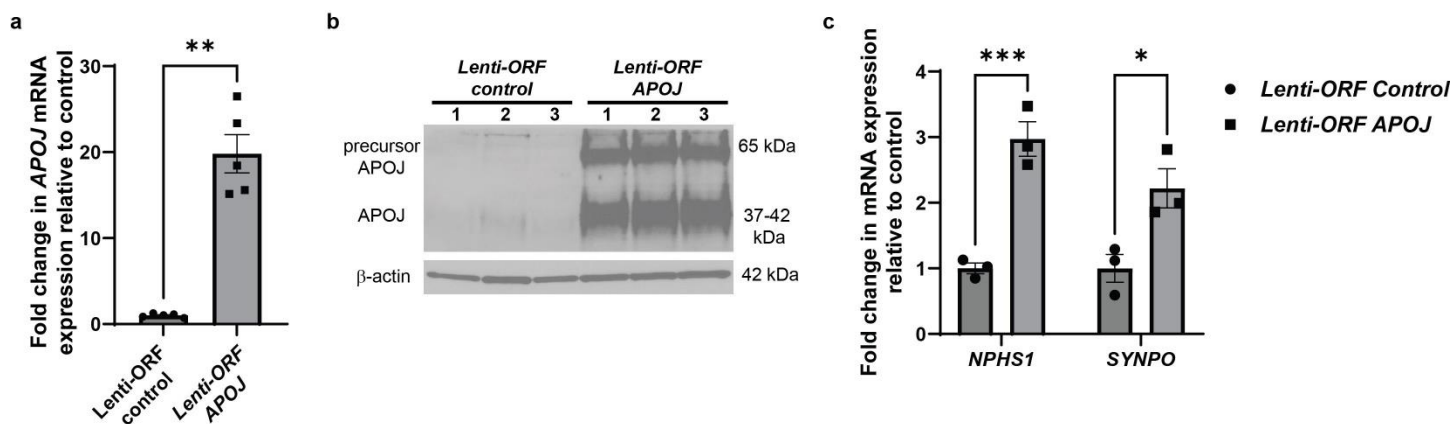

Supplementary Fig. 10. *APOJ* overexpression in cultured human podocytes. (a) Fold change in *APOJ* mRNA expression in *Lenti-ORF-APOJ* relative to *Lenti-ORF-control* ($n=5$, $p=0.0079$; ** $p<0.01$, Mann-Whitney test, data presented as mean $\pm$ SEM) (b) Western blot for ApoJ and β -actin (c) mRNA expression of podocyte markers (*NPHS1* and *SYNPO*) in *Lenti-ORF-APOJ* relative to *Lenti-ORF-control* ($n=3$, $p=0.0006$ for *NPHS1* and $p=0.0108$ for *SYNPO*; * $p<0.05$, *** $p<0.001$, Mann-Whitney test, data presented as mean $\pm$ SEM). Source data are provided as a Source Data file.

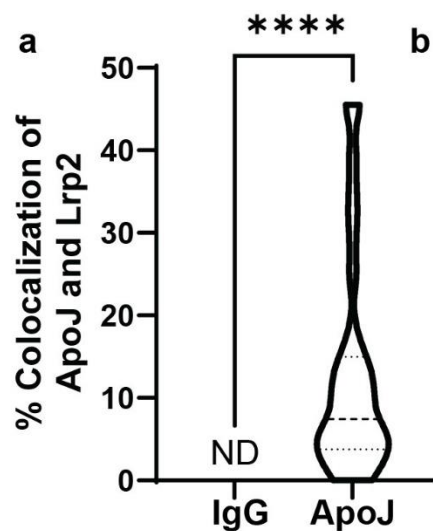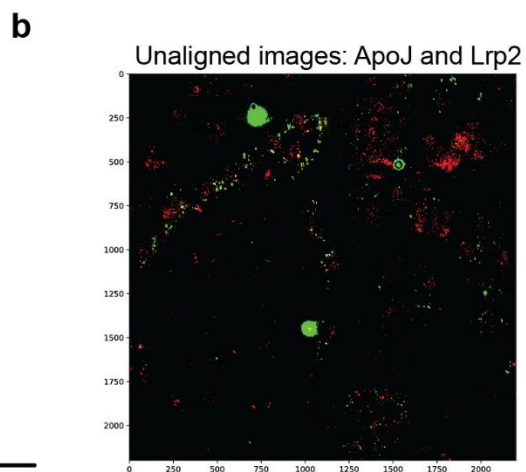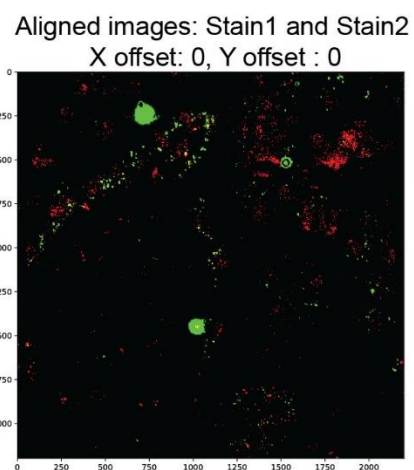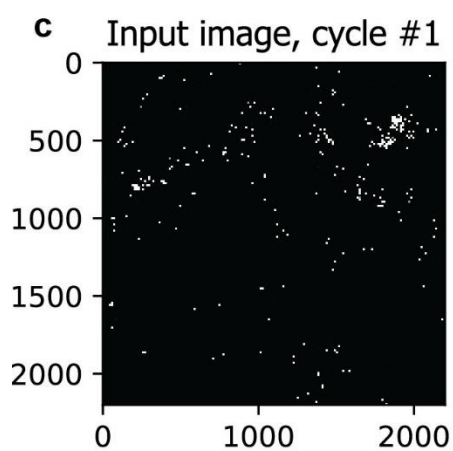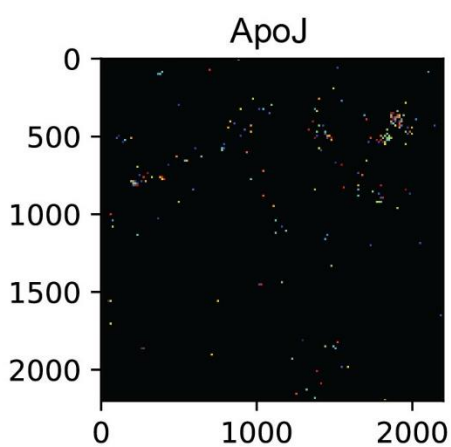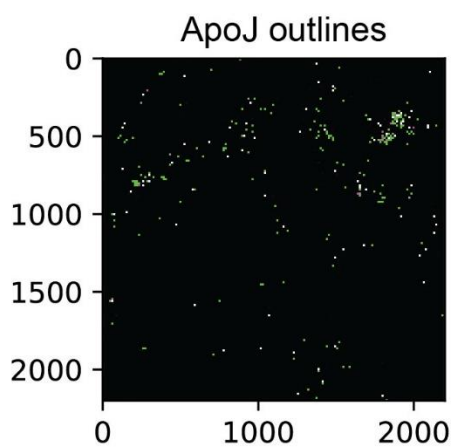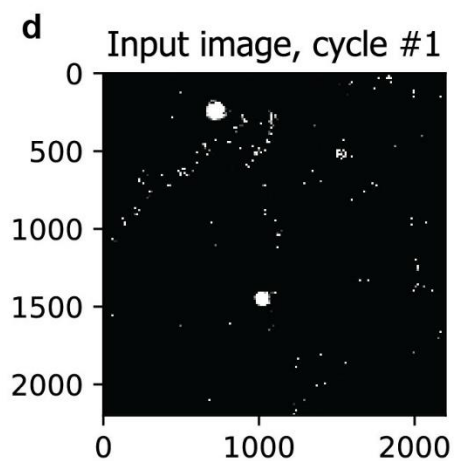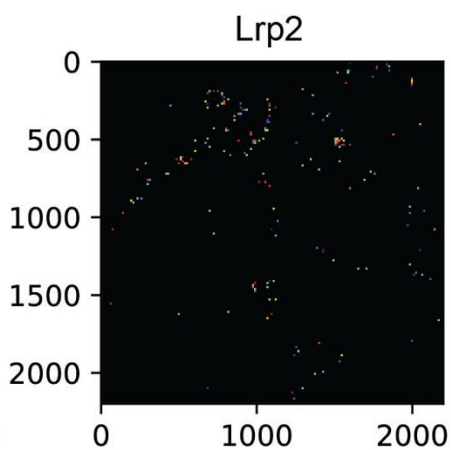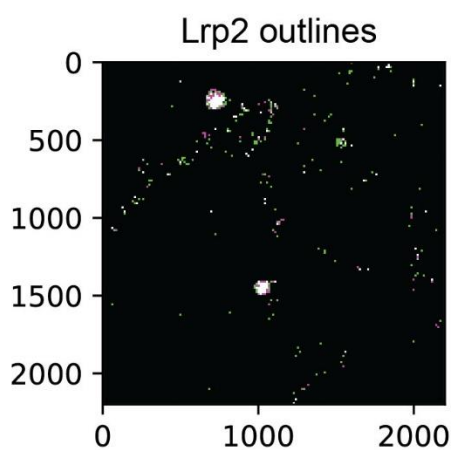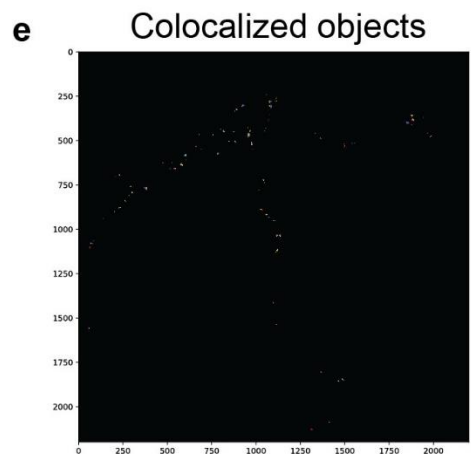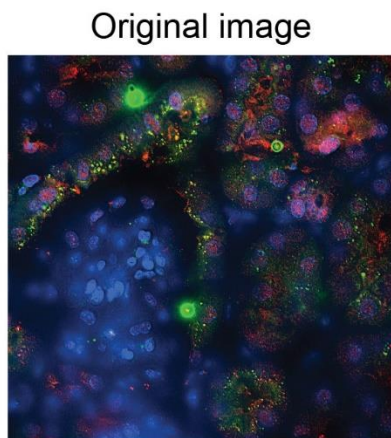

Supplementary Fig. 11. Quantification of colocalization of ApoJ and Lrp2. (a) % colocalized objects between ApoJ and Lrp2 compared to Lrp2, (ND: not detected, $p < 0.0001$; **** $p < 0.0001$, Mann-Whitney test, $n = 3$ mice/group, 10 representative images/mice) **(b)** Alignment of the ApoJ and Lrp2 channels in CellProfiler. **(c-d)** Identification of primary objects for ApoJ and Lrp2 channel. **(e)** Mask indicating the colocalized objects between ApoJ and Lrp2. Source data provided as a Source Data file.

# Supplementary material for: Podocyte-specific KLF6 primes proximal tubule CaMK1D signaling to attenuate diabetic kidney disease
**Source:** Nat Commun. 2024 Sep 13;15:8038. doi: 10.1038/s41467-024-52306-5
**Supplement:** Supplementary file 3 — Description of additional supplementary files

**DESCRIPTION OF ADDITIONAL SUPPLEMENTARY FILES**

**Supplementary Data 1:** Nuclei counts per cluster from snRNA-seq

**Supplementary Data 2:** Differentially expressed genes per cluster from snRNA-seq

**Supplementary Data 3:** Differentially accessible chromatin region per cluster from snATAC-seq

**Supplementary Data 4:** Differentially transcription factor motifs per cluster from snATAC-seq

**Supplementary Data 5:** Identified and differentially abundant proteins in podocyte conditioned media and urine

# Supplementary material for: Podocyte-specific KLF6 primes proximal tubule CaMK1D signaling to attenuate diabetic kidney disease
**Source:** Nat Commun. 2024 Sep 13;15:8038. doi: 10.1038/s41467-024-52306-5
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	10X chromium systems,NovaSeqS4, ReproSil C-18 (3 uM particle) column, Q Exactive HF Hybrid Quadrupole-Orbitrap Mass Spectrometer (Thermo Fisher Scientific) or TripleTOF 5600+ (Sciex), Nikon Eclipse i90 microscope and DS-Qi1Mc camera
Data analysis	CellRanger 3.1.0-v2 ; Cell Ranger atac-2.0.0; SeaWulf-the HPC Cluster at Stony Brook University; R-packages: Seurat 4.3.0, Signac 1.8.0, clusterprofiler 4.6.2, Monocle-v2, edgebundler 0.1.4; ArchR 1.0.2; Enrichr libraries of KEGG 2019 (mouse) pathways, WikiPathways 2019 (mouse), and Reactome pathways; Morpheus software; Thermo Fisher Proteome Discoverer v2.4; Scaffold; Nephroseq; ImageJ (NIH); CellProfiler; Excel; GraphPad Prism 9.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplemental Materials. Source data are provided with this paper. All

raw data from snRNA-seq and ATAC-seq have been deposited in the Gene Expression Omnibus GSE171854 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171722] and GSE230681 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230681]. Raw data from proteomics have been deposited in Massive Database (accession no. MSV000092123, reviewer's password: KLF6OE2023).

CODE AVAILABILITY

R code and Seurat RDS data object are available through the following link: https://github.com/MallipattuLab/KLF6_PODTA

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	De-identified (archived, with no linking clinical/demographic information) FPPE human samples were used for staining and previously reported Nephroseq data from Ju et.al. and Woroniecka et. al. was interrogated. Sex and gender information were not disclosed
Reporting on race, ethnicity, or other socially relevant groupings	Race, ethnicity or other socially relevant information were not disclosed since we are utilizing previously deposited (de-identified" data).
Population characteristics	"See above"
Recruitment	Previously deposited (archived) de-identified samples and data were used for the study
Ethics oversight	The study was approved by the Stony Brook University Institutional Review Board

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Using a standard deviation of 20% change in effect size (specific for the experiment, i.e., animals, HG/NG, diabetic sera) from the preliminary data and accounting for a possible 10% loss in sample size (i.e., mortality in animals, specimen loss)
Data exclusions	No data were excluded except for samples <1% were excluded from experiments due to issues with sample collections or outliers
Replication	At least 3 biological replicates were used to ensure the reproducibility of the experimental findings
Randomization	Animals were randomly assigned to their experimental groups based on their genotypes
Blinding	To eliminate bias, during the analysis of specific experiments and quantifications, the individual performing the analysis were blinded to mouse genotypes and experimental groups.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	mouse anti-WT1 (Santa Cruz, sc-7385, 1:50 dilution), goat anti-synaptopodin (Santa Cruz, sc21537, 1:200 dilution), rabbit anti-KLF6 (Santa Cruz, AP6588B, 1:150 dilution), mouse anti- α -SMA (Sigma-Aldrich, A1978, 1:10,000 dilution), rabbit anti-CaMK1D (Invitrogen, PA5-21957, 1:100 dilution), goat anti-ApoJ (Novus Biologicals, NBP1-06027, 1:100 dilution for IF), mouse anti-Lrp2 (Novus Biologicals, NB110-96417, 1:100 dilution), rabbit anti-TOM20 (Abcam, ab78547, 1:100 dilution), Fluorescein-conjugated goat IgG to mouse complement C3 (MP Biomedicals, 085500, 1:100 dilution), mouse anti-C5b-9 (Santa Cruz, sc-66190, 1:100 dilution), fluorophore-linked secondary antibody (Alexa Fluor 647 Donkey anti-mouse, Fluor 488 Goat anti-rabbit, or Fluor 568 Donkey anti-rabbit from Life Technologies, 1:300 dilution), rabbit anti-DRP1 (Invitrogen, MA5-26255, 1:1000 dilution), rabbit anti-phospho-DRP1(Ser637) (Invitrogen, PA5-101038, 1:1000 dilution), goat anti-ApoJ (R&D, AF2747, 1:100 dilution for IHC and 1:1000 for western), anti-goat horseradish peroxidase secondary (Sigma Aldrich, AP200P, 1:300 dilution), rabbit anti-ApoJ (Cell Signaling technology, 42143, 1:1000 dilution), mouse anti- β -actin (Sigma-Aldrich, A1978, 1:5000 dilution), fluorescein-labeled lotus lectin (Vector Labs, 1:100 dilution) and/or Hoechst (Invitrogen, 1:1000 dilution)
Validation	Validation of all the antibodies used in the study is available on manufacture's website. IgG control was also used for validation of all antibodies used for immunostaining.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	HK2 cells (CRL-2190) were purchased from ATCC, Immortalized human podocytes were provided by Dr. Moin Saleem (University of Bristol, Southmead Hospital, Bristol, UK) , male primary mouse podocytes, male primary mouse PT cells were used for the study
Authentication	GFP-labelled primary mouse podocytes were obtained using FACS sorting. Other cell lines were validated in previous publications or by manufacturer's website
Mycoplasma contamination	No mycoplasma contamination was found in the HK2 and the immortalized human podocyte cell lines
Commonly misidentified lines (See ICLAC register)	N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	FVB/N mice with podocyte specific overexpression of KLF6, and NPHS2-rtta mice within the age range of 16-20 weeks were used in this study and C57BL/6 mice within the age range of 5-6 weeks were used for primary mouse PT cells isolation. The mice were housed in our animal facility with free access to food and water and 12 hours day/light cycle, in ambient temperature and humidity conditions
Wild animals	N/A
Reporting on sex	Only male mice were used for this study
Field-collected samples	N/A
Ethics oversight	All animal studies conducted were approved by the Stony Brook University Animal Institute Committee. The National Institutes of Health Guide for the Care and Use of Laboratory Animals was followed strictly.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	In order to obtain primary mouse podocytes from GFP-labeled KLF6PODTA and NPHS2-rtTA mice, the mice were perfused using sterile PBS with dynabeads and the glomeruli was isolated as previously reported. Glomerular cell digestion was carried out using collagenase, single cell suspension was obtained and GFP-labelled podocytes were isolated using FACS. For measurement of mitochondrial membrane potential: Cells were trypsinized, washed with PBS, and incubated with 1,1',3,3',3'-hexamethylindodicarbo-cyanine iodide (DiIC1) alone or with DiIC1 and carbonyl cyanide 3-chlorophenylhydrazone (CCCP) and the difference in fluorescence intensity was measured between the groups using FACS.
Instrument	FACSaria IIIu and cytoflex LX
Software	The software for FaCSaria IIIu was FACSdiva and for Cytoflex LX was Cytexpert
Cell population abundance	20000 cells per sample were collected
Gating strategy	GFP-labelled cells were collected to culture primary mouse podocytes and for DiIC1 and CCCP red excitation and far red emission was used as recommended by manufacturer's protocol

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

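The signal values were made by the authors before deposition: for each of 22,684 gene names, 23 clusters and 8 mice, the mean over nuclei of UMIs scaled to 10,000 per nucleus, so that each of the 184 columns sums to 10,000. According to the paper, kidney cortex nuclei were captured with 10X Chromium, sequenced on a NovaSeq S4, counted with Cell Ranger 3.1.0 against a mouse pre-mRNA reference and clustered in Seurat 4.3.0. Genes seen in fewer than 3 cells were dropped there, as were nuclei with under 200 or over 7500 genes or over 5% mitochondrial UMIs. The paper's text names no step for doublets or for free RNA. The values were used as deposited, and values per nucleus were not used here. 25 gene names that spreadsheet software had turned into dates were left out; they hold at most 0.321% of any column. Of the gene names, 98.3% are names of GENCODE vM21, whose GRCm38 coordinates match the mm10 reference named in the submitters' processing notes.

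The mice form 2 library sets by their labels, replicate 1 and replicate 2, with 1 mouse of each group in each set. To see whether mice of a set move together, deviations from the group mean were correlated between groups over genes. The median correlation per cluster runs from -0.01 to 0.29, and in cluster 0 the 2 non-diabetic groups run against each other (-0.51). For 1 design in all clusters the fit is unpaired, and a fit with the replicate number as a block is given beside a result where it changes calls. In cluster 7 the lowest correlation is 0.12, so pairing may matter more there. Chosen after the data were seen, a block with the non-diabetic NPHS2-rtTA mice crossed gives 6 calls between the diabetic groups in cluster 0 and 81 in cluster 4.

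Differences were tested in limma with its moderated t test, on log2(value + 0.1), with 4 groups in 1 fit for each cluster and p adjusted by Benjamini-Hochberg over the genes whose mean in the 2 compared groups is at least 0.5. The paper tested nuclei with a Wilcoxon rank sum test and a Bonferroni adjusted p under 0.05, and its text states no size threshold. To learn what 2 mice against 2 can show, changes of 1, 2, 3 and 4 log2 units were planted in 50 genes each of simulated values. These keep the mean of each gene, with spreads shuffled over genes and noise independent between genes, so shifts of a whole library are absent. Values could not fall under 0, which cuts short planted losses in low genes. The rates are a guide and not the power of the real data. In cluster 0 between the diabetic groups limma called 2%, 26%, 80% and 86% of the planted changes (0%, 10%, 72% and 82% with the block), and in podocytes 0%, 6%, 32% and 38%. Unchanged genes called numbered 1, 1, 6 and 3 in the 4 comparisons tried.

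47 gene lists were written down before the files were opened, apart from the lists copied from the paper's figures and those around the ribosomal RNA locus. A list's median log2 ratio was placed among those of 10,000 random lists drawn from the same 20 bins of expression. Lists copied from the paper are described only. Counts of list members are given after adjustment over all genes and, beside that, over the list alone.

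The number of nuclei behind each column was recovered from values shared by at least 3 genes, since a single UMI in 1 nucleus gives 10,000 divided by the nuclei and by the UMIs of that nucleus. Simulated columns gave the exact number in 6 of 7. Ties of at least 2 genes give the same number in 183 of 184 columns, and ties of at least 5 in 182. In cluster 22 the 2 non-diabetic NPHS2-rtTA mice gave 1 and 10 nuclei where the paper's total is 17, and replicate 2 was set to 16 from that total. Ties of at least 5 genes give 7 and 10 there, so which of the 2 columns is off is open.

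The genes named in the text follow a rule written before the values were opened: every gene the paper names for this experiment; genes labelled in its Fig. 3b, 5b, 5c and Supplementary Fig. 4, as examples or tallies; for each main comparison the 10 highest and 10 lowest log2 ratios among genes with a mean of at least 0.5 and at least 1 in the higher group, without gene models and mitochondrially encoded genes; and 2 to 4 members of each list with the largest ratios. The figures and part of Supplementary Data 2 (about 54 gene names, and values of Malat1 and Gm42418) had been seen by then, and the lists around the ribosomal RNA locus were fixed afterwards. 1 label of Fig. 5c could not be read and was left out. Genes outside the rule that the text names for clusters 2, 4, 7 and 8 were chosen after their values were seen.

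Versions: R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.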

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

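The comparison of effects between diabetic and non-diabetic mice was run in all clusters, while the choice to list clusters 4, 7 and 8 was made only after their counts were seen. In 9 cases the effect of KLF6PODTA differs between UNx + STZ and SHAM + VEH by limma's test of the interaction. In cluster 2, a preconditioned-PT cluster with proximal tubule genes, the log2 ratio of KLF6PODTA to NPHS2-rtTA is lower under UNx + STZ than under SHAM + VEH for Sytl2 (difference -5.95), for Kcnip4 (-5.00), for Cp, the copper carrier ceruloplasmin (-4.91), and for Cd44 (-4.68), and higher for Cntnap5a, a neuronal adhesion gene (5.23). In cluster 4 (PT(S3)) it is lower for Ngf (-4.44) and Kcnip4 (-4.56), and in cluster 7 (thick ascending limb) for Adamts1 (-3.16) and Dcdc2a (-4.03). With 1 mouse left out the 9 differences keep their sign and stay above 2.89 in size, but most calls are lost: of 8 settings, or 7 where the gene is measured in 7, the call holds in 4 for Sytl2, 3 for Kcnip4, Cp and Cd44 and 2 for Cntnap5a in cluster 2, 2 for Ngf and Kcnip4 in cluster 4, 1 for Dcdc2a and 0 for Adamts1 in cluster 7. All 9 calls are lost with a mean above 0, and with pseudocount 0.5 only Kcnip4 keeps its call, in clusters 2 and 4. Centring on the median loses Cp, both genes of cluster 4 and both of cluster 7, pseudocount 0.02 loses both of cluster 7, and the replicate block loses Cntnap5a and Cp.

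In 7 of the 19 clusters other than podocytes and preconditioned-PT, limma calls genes between the diabetic groups and 0 between the non-diabetic groups. Clusters 6, 12, 17 and 18 have 1 call each. The other 3 are cluster 4 with 83 (24 higher and 59 lower in KLF6PODTA), cluster 8 (distal convoluted tubule) with 17 (4 and 13) and cluster 7 with 4 (1 and 3). Without diabetic NPHS2-rtTA replicate 1 the counts for clusters 4, 8 and 7 are 246, 22 and 94, without diabetic NPHS2-rtTA replicate 2 they are 11, 3 and 2, without diabetic KLF6PODTA replicate 1 they are 10, 3 and 1, and without diabetic KLF6PODTA replicate 2 they are 7, 4 and 2. Without either non-diabetic KLF6PODTA mouse they are 25, 5 and 2, and without either non-diabetic NPHS2-rtTA mouse 103, 28 and 8. With the replicate block they are 61, 26 and 31. Lower calls outnumber higher calls in each of these except in cluster 4 without diabetic NPHS2-rtTA replicate 1, at 130 higher and 116 lower. No biological explanation beyond the groups themselves was tested for these counts.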

How the results depend on the processing

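Some alternatives were chosen only after results were seen. They are leaving out 1 mouse at a time for the gene lists, the block with the non-diabetic NPHS2-rtTA mice crossed, and pooling over the nuclei of both mice. The other alternatives here were set before the data were examined. Of 283 alternatives for counts, medians and percentiles 209 left the result the same and 74 moved it, and of 808 for 52 named genes 695 left direction and call the same, 94 lost a call, 9 gained one and 10 reversed; 22 genes stayed the same throughout. The call of 1 gene between the KLF6PODTA groups in podocytes becomes 0 with pseudocount 0.02, a mean above 0, a mean of at least 2, rescaling without mt, Malat1 and rRNA locus genes or the replicate block, and 2 centred on the median. The 123 genes called in all 4 groups between cluster 0 and the other PT clusters, a circular count because nuclei were assigned to clusters by these same values, become 0 with pseudocount 0.02, a mean above 0 or rescaling, 34 with a mean of at least 2, 6 with a size of at least 2, 213 with the block, and 236, 0, 308 and 63 against cluster 1, 4, 5 or 6 alone. The 5 calls in cluster 0 between the diabetic groups become 3 with pseudocount 0.02, 0 with pseudocount 0.5, a mean above 0, a mean of at least 2 or the block, and 1 centred on the median; cluster 2 has 20 and cluster 20 has 0. The 108 calls in the 19 clusters other than podocytes and preconditioned-PT become 65 with pseudocount 0.02, 6 (0 higher) with a mean above 0, 26 with a mean of at least 2 and 64 centred on the median, and 0 between the non-diabetic groups becomes 38 with pseudocount 0.02. Matched on the first group only, percentiles are 0.04 for inflammation in podocytes, and in cluster 0 99.80 for mitochondrially encoded genes, 98.53 for glycolysis, 99.43 for the TCA cycle and 0.02 for inflammation. Leaving out 1 mouse at a time, with the lone mouse left in a group assumed to vary like the others, gives these ranges of calls: podocytes between the diabetic groups 0 to 0, between the non-diabetic groups 0 to 583 and between the NPHS2-rtTA groups 0 to 854 (both highest without SHAM+VEH NPHS2-rtTA replicate 1), between the KLF6PODTA groups 0 to 4; cluster 0 against other PT 0 to 195; cluster 0 between the diabetic groups 0 to 117 (highest without UNx+STZ NPHS2-rtTA replicate 1) and between the non-diabetic groups 0 to 8; the 19 clusters 13 to 2158 (highest without UNx+STZ NPHS2-rtTA replicate 1, at 1104 higher and 1054 lower) and 0 to 1042 between the non-diabetic groups. Median log2 ratios range from 0.05 to 0.87 for podocyte genes, 0.19 to 0.58 for N-glycan processing, 0.04 to 0.31 for axon guidance, -1.15 to -0.29 for focal adhesion, -2.23 to -0.28 for inflammation and 1.14 to 2.39 for abundant proximal tubule RNA in podocytes, and in cluster 0 from 0.53 to 1.03 for oxidative phosphorylation, 0.17 to 2.51 for mitochondrially encoded genes, 0.26 to 0.93 for glycolysis, 0.28 to 0.72 for the TCA cycle, 0.29 to 0.59 for fatty acid oxidation, 0.35 to 2.66 for proximal tubule genes, -3.05 to -2.003 for injury and -2.56 to -1.53 for inflammation. Reversed in cluster 0 between the diabetic groups are Camk1d (0.02) at -0.10 without UNx+STZ NPHS2-rtTA replicate 1 and -2.11 without UNx+STZ KLF6PODTA replicate 1 (lowest; highest 2.15), Cmss1 (0.40) at -0.12 without UNx+STZ NPHS2-rtTA replicate 2 and -1.61 without UNx+STZ KLF6PODTA replicate 1 (lowest; highest 2.42), and Gpx3 (0.31) at -0.17 without UNx+STZ KLF6PODTA replicate 1 (lowest; highest 0.80). Between the non-diabetic groups Camk1d (-0.41) is 0.79 without SHAM+VEH NPHS2-rtTA replicate 1 and 1.05 without SHAM+VEH KLF6PODTA replicate 2 (highest; lowest -1.87), and Cmss1 (0.05) is -0.032 centred on the median, -1.79 without SHAM+VEH NPHS2-rtTA replicate 2 and -1.65 without SHAM+VEH KLF6PODTA replicate 1 (highest of all 1.88). For each result that moved or reversed the cause was not tested. An alternative gives no value where its filter drops the gene, as for Havcr1 in cluster 0 without UNx+STZ NPHS2-rtTA replicate 2. Depth limits podocytes, where 4 nuclei stand for 1 mouse, and cluster 0 of UNx+STZ NPHS2-rtTA replicate 2. The latter holds 91 nuclei, with a median of 598 UMIs over those whose UMIs could be read.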

Differences from the paper's values

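The paper took nuclei as replicates and the values here take mice, so counts and log2 ratios answer different questions; its text states no size threshold, and the counts here need a log2 ratio of at least 1. In podocytes the paper reports 2 genes lower in KLF6PODTA without diabetes, where limma calls 0; every alternative set before the data were examined also differs, at 0 in 15 and 283 without SHAM+VEH NPHS2-rtTA replicate 1. Under diabetic conditions the paper reports 59 genes higher and 42 lower, where limma calls 0 and 0, and all 16 alternatives set before also give 0 and 0. For the nuclei of MØ-2 in SHAM+VEH NPHS2-rtTA the paper gives 17, and 11 were recovered, with no alternative for this value.

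The paper's supplement gives a mean of 47.198 for Camk1d in cluster 0 of diabetic KLF6PODTA mice, where the mean of the 2 mice is 27.186; no alternative set before the data were examined changes a mean, and pooling the nuclei of both mice, a setting chosen after seeing the values, gives 47.198. The supplement's means give log2 ratios of diabetic KLF6PODTA to NPHS2-rtTA in cluster 0 of 2.11 (paper) for Camk1d, where limma gives 0.0204, of 1.85 (paper) for Cmss1 against 0.40, of 0.82 (paper) for Acy3 against 2.61, and of 0.60 (paper) for Lrp2 against 1.57. For Camk1d only the alternative without UNx+STZ KLF6PODTA replicate 2 (2.15) no longer differs, and all others do. For Cmss1 the values no longer differ by more than the error under pseudocount 0.02 (0.40), a mean above 0 (0.40), a mean of at least 2 (0.40), centring on the median (0.49), without UNx+STZ NPHS2-rtTA replicate 1 (0.93) and without UNx+STZ KLF6PODTA replicate 2 (2.42). They do differ under pseudocount 0.5 (0.42), rescaling (0.39), a size of at least 2, the replicate block and without any of the 4 non-diabetic mice (0.40 each), without UNx+STZ NPHS2-rtTA replicate 2 (-0.12) and without UNx+STZ KLF6PODTA replicate 1 (-1.61). For Acy3 and Lrp2 only the alternative without UNx+STZ NPHS2-rtTA replicate 2 no longer differs (0.68 and 0.55). Pooled over the nuclei of both mice, again chosen after seeing the values, the 4 ratios are 2.11, 1.85, 0.82 and 0.60, which drops none of these 4 genes. The copy of Supplementary Data 2 used here holds 990 genes, and all 48,461 of its values compared equal the pooled means within 0.1%.

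The paper states that Camk1d and Cmss1 are highest in diabetic KLF6PODTA. Replicate 1 of that group is highest for both, at 51.8 and 117, and replicate 2 has the lowest Camk1d of all 8 mice, at 2.59. The paper also reports more CaMK1D protein staining in proximal tubules of KLF6PODTA than of NPHS2-rtTA mice, which these RNA values do not measure. The paper states that preconditioned-PT expresses no marker of injured or failed-repair tubule. In cluster 0 diabetic NPHS2-rtTA mice read 1.75 and 2.37 for Vcam1, 0.84 and 1.33 for Havcr1 and 1.08 and 3.51 for Cd44, while in diabetic KLF6PODTA mice the means of Havcr1 and Cd44 are 0.02 and 0.02. The paper's statement covers the whole preconditioned-PT population of all groups. The values of diabetic NPHS2-rtTA come from 664 and 91 nuclei of 1 numbered cluster, and free RNA of injured tubule was not separated. They do not contradict the paper for the population as a whole. The paper states that the 4 podocyte markers are reduced in diabetic NPHS2-rtTA and restored in diabetic KLF6PODTA. The log2 ratios go that way for all 4 (-0.27, -0.16, -1.16 and -0.60, then 0.74, 0.93, 0.79 and 0.91), and limma calls 0 of them; the diabetic NPHS2-rtTA mice enter both sets of ratios.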

Other observations

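UNx + STZ left a clear mark on NPHS2-rtTA kidneys: limma called 336 gene and cluster pairs higher and 181 lower than in SHAM + VEH, in 16 of 23 clusters. That total of 517 is 6141 without non-diabetic NPHS2-rtTA replicate 1, where the balance reverses (1871 higher, 4270 lower), 3887 (2029 and 1858) and 76 (59 and 17) without diabetic NPHS2-rtTA replicate 1 or 2, 257 (172 and 85) without either non-diabetic KLF6PODTA mouse and 222 (153 and 69) without either diabetic KLF6PODTA mouse. Without non-diabetic NPHS2-rtTA replicate 2 it is 697 (332 and 365). In cluster 0 the rise is led by Kcnip4 (log2 ratio 4.24), Vcam1 (4.15), Dock10, an activator of Cdc42 (3.88), and Sytl2 (3.71). In podocytes, where limma calls 0 genes (344 at an unadjusted p under 0.05), the highest ratios include Slc6a6, the taurine transporter (5.00), and Cald1 (4.25), and the lowest Kap (-6.90) and Cyp2e1 (-4.57), both proximal tubule genes. Within KLF6PODTA, UNx + STZ gave 12 calls higher and 0 lower over all clusters. Neither the count nor this one-sided direction is stable: they are 147 (45 higher, 102 lower) without either non-diabetic NPHS2-rtTA mouse, 866 (532 and 334) and 2 (2 and 0) without non-diabetic KLF6PODTA replicate 1 or 2, 6 (5 and 1) without either diabetic NPHS2-rtTA mouse, and 367 (300 and 67) and 1 (1 and 0) without diabetic KLF6PODTA replicate 1 or 2.

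In the thick ascending limb (cluster 7), Egf, a growth factor whose loss marks tubule damage, averages 111 in diabetic KLF6PODTA against 23.7 in diabetic NPHS2-rtTA (log2 ratio 3.14, limma adjusted p 0.22), and Umod, its uromodulin, has a ratio of 2.90 (0.26); neither is called. Mouse Klf6, an immediate-early gene of stressed tubule, fell in diabetic KLF6PODTA in cluster 4 (-3.08, limma adjusted p 0.0043) and in cluster 2 (-2.76, 0.034), and is not called in cluster 7 (-2.35, 0.058), cluster 8 (-2.33, 0.13) or cluster 0 (-2.59, 0.13). The call of Klf6 in cluster 4 is lost without either diabetic KLF6PODTA mouse, and that in cluster 2 also without either non-diabetic KLF6PODTA mouse or diabetic NPHS2-rtTA replicate 2. Klf6 is called in cluster 7 without either non-diabetic NPHS2-rtTA mouse, in clusters 7 and 0 without diabetic NPHS2-rtTA replicate 1, and in clusters 7 and 8 with the replicate block. In podocytes Klf6 has a ratio of -1.20 and is not called. Whether reads of the human transgene count toward mouse Klf6 was not tested.

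The tests of 3 explanations in the next paragraphs were written before their results were seen, although group means of Gm42418 in the paper's supplement had been seen before the first, and 2 (KLF6 induction for Camk1d, and free RNA in cluster 0) only after. In cluster 0, Camk1d and Cmss1 differ several-fold between mice of 1 group, by over 2 log2 units in 3 of 4 groups for both genes. Reads counted together with those of the ribosomal RNA locus could be a cause. Over the 8 mice the mean of Gm42418 and its neighbours follows the 2 genes with Pearson r 0.883 (permutation p 0.00625, Spearman 0.786, p 0.0279). Without the 2 farthest mice the Pearson r is 0.794 (permutation p 0.0944). Genes often counted with that locus follow with 0.955. Among these is Filip1l, which lies within Cmss1 on the opposite strand, so part of the 0.955 may be built in. A property of the whole library could be another: Camk1d in cluster 0 follows its median in the other 22 clusters with r 0.939 (permutation p 0.00069, adjusted 0.0012, Spearman 0.905; 0.906 without the 2 farthest), and the 2 explanations can hold together. For KLF6 induction under UNx + STZ, the prediction was that both diabetic KLF6PODTA mice lie above both diabetic NPHS2-rtTA mice for both genes. It was not met, as 1 of the 2 diabetic KLF6PODTA mice lies below both diabetic NPHS2-rtTA mice for both genes. Mice of 1 group share genotype and treatment, which alone could not set them apart, so this prediction could not decide what part KLF6 has in the 2 genes. The non-diabetic NPHS2-rtTA and KLF6PODTA mice also differ within their groups, by at least 2.41 and 2.92 log2 units against 4.02 in diabetic KLF6PODTA. A spread of over 2 log2 units is thus present also without KLF6 induction and without UNx + STZ. Within a library set only 4 mice remain, too few for a correlation.

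Markers of other nephron segments are higher in cluster 0 than in cluster 1 (PT(S1-S3)): the mean over 8 mice of the median log2 ratio is 2.54 for thick ascending limb, 2.54 for connecting tubule, 2.14 for principal cells and 1.63 for distal convoluted tubule genes. Free RNA in droplets of few UMIs may contribute, but the test leaves it open, because the range over the lists is 2.54 and podocyte markers stand at 0.00. No biological explanation of this pattern was tested.

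Proximal tubule genes such as Kap and Slc34a1 stand among the highest ratios of diabetic KLF6PODTA to diabetic NPHS2-rtTA podocytes. Free proximal tubule RNA is a candidate: the median log2 ratio of abundant proximal tubule transcripts is above 0.3 in 8 of 8 other cell types outside the proximal tubule (0.68 to 1.19), as in podocytes (1.71). The larger value in podocytes leaves room for a second cause, for which no biological explanation was tested.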
